# Acute rapamycin treatment reveals distinct mechanisms of dysfunction in a maternal inflammation mouse model

**DOI:** 10.1038/s41467-026-74958-1

**Published:** 2026-07-23

**Authors:** JE Le Belle, M. C. Condro, C. Cepeda, KD Oikonomou, K. Tessema, L. Dudley, J. Schoenfield, R. Kawaguchi, D. Geschwind, AJ Silva, Z. Zhang, K. Shokat, NG Harris, HI Kornblum

**Keywords:** Autism spectrum disorders, Autism spectrum disorders

## Abstract

Maternal inflammatory response (MIR) during early mouse gestation induces a cascade of physiological and behavioral changes associated with autism spectrum disorder (ASD). We have shown that mild MIR causes chronic systemic and brain inflammation, mTOR pathway activation, mild brain overgrowth with regionally specific volumetric changes, sensory processing dysregulation, and repetitive behavior abnormalities. Prior rapamycin studies in autism models focused on chronic treatments that alter or prevent physical brain changes. Here, we focus on acute rapamycin effects to uncover novel mTOR pathway-mediated mechanisms of dysfunction. Within 2 hours, rapamycin rescues neuronal hyperexcitability, seizure susceptibility, functional network connectivity, brain community structure, repetitive behaviors, and sensory over-responsivity in adult MIR offspring. These CNS-mediated effects coincide with altered expression of genes associated with ASD, ion channels, and epilepsy. Our findings demonstrate that mTOR dysregulation drives dysfunctional brain development in MIR offspring but the adult brain remains amenable to rapid functional normalization, rescuing core and comorbid ASD-associated brain and behavior phenotypes. Restoring excitatory/inhibitory imbalance and sensory functional network modularity may be important targets for therapeutically addressing multiple ASD phenotypes.

## Abstract (web summary)

Here authors show acute rapamycin transiently rescues neuron hyperexcitability, network connectivity, repetitive behaviors, and sensory over-responsivity in an acquired model of autism, showing mTOR-driven phenotypes can be treatment responsive in the mature brain.

## Introduction

Neurodevelopmental disorders result from the disruption of brain development in utero or in early life^1^. Genetic, environmental, epigenetic, and immunological factors can all contribute to their complex pathogenesis^1–3^. For example, there are numerous different anatomical abnormalities in brain structure and cellular changes that have been observed in the brains of autistic individuals and in animal models of autism that indicate a multifactorial pathophysiology^4^. Despite this complex etiology and the spectrum of phenotypes in autism spectrum disorders (ASD), dysregulated mTOR pathway signaling in the brain is a common pathogenic mechanism^5–7^.

Abnormal PI3K/Akt/mTOR signaling pathway activity in response to divergent underlying causes can lead to aberrant brain structure, synapse formation, synaptic pruning, excitatory/inhibitory balance, neuro-inflammatory signaling, and brain size^3,7–10^. Hyperactive mTOR signaling contributes to seizures, sensory sensitivity, intellectual disability, macrocephalic brain growth, and a number of ASD-associated behavioral abnormalities^2^. This is thought to be related to the role of this important pathway in controlling cell growth, survival, energy balance, proliferation, autophagy, and ion channel expression. The mTOR pathway can become hyper-activated by several known mutations in ASD-associated genes^11^. ASD behaviors, macrocephaly, and epilepsy have also been recapitulated in a variety of *PTEN* and *TSC* murine knockout models in different cellular populations, developmental timeframes, and quantity of gene deletion. Furthermore, a number of high-confidence autism risk genes in humans belong to mTOR signaling gene sets^12–14^.

However, genetic mutations are not the only cause of increased mTOR activation and brain overgrowth. Hyper-activated mTOR signaling can both induce and be induced by neuro-inflammation of varying etiology^15–17^. There is considerable evidence of an elevated inflammatory state in ASD, including pro-inflammatory cytokines found in the blood and CSF and increased activated microglia found in post-mortem brains^6,18–20^. There is also evidence of brain overgrowth in ASD that is not linked to any specific genetic variation. Some studies have demonstrated a limited period of increased, albeit not macrocephalic, brain growth early in development that has no known genetic or non-genetic etiology to date^21^. Maternal immune system activation is a good candidate mechanism for this phenomenon because it is also known to contribute to brain overgrowth and ASD in humans and in rodent models^22–26^. We have previously shown that exposure to a low-level maternal inflammatory response (MIR) induced by lipopolysaccharide early in gestation produces offspring with mild brain overgrowth, hyperactive mTOR signaling in the neurogenic SVZ niche, and abnormal ASD-related behaviors in mice^27^.

In addition to the core behavioral features of ASD, there are many common comorbid phenotypes, including sensory over-responsivity (SOR), epilepsy, disordered sleep, and others^28^. Rather than approaching treatment as a “cure” for ASD, a common approach for current pharmacological therapy is focused on treating these non-core symptoms with existing approved drugs. The rationale for treating each aberrant phenotype separately rather than tackling core symptomology is the complex and not fully understood etiology of ASD, the spectrum of phenotypes and severity, and the lack of a core molecular target that underlies multiple aberrant behaviors. However, mTOR signaling is potentially one such convergent target that may impact both core and non-core phenotypes. Rapamycin, an inhibitor of mTOR, is known to be immunosuppressive, anti-proliferative, and an inducer of autophagy. It has been used in pre-clinical models of *PTEN* and *TSC* gene mutations to rescue the epileptic phenotype and several ASD-related behaviors in young mice by successfully preventing the development of aberrant brain physiological changes^29–31^. For example, developmental inhibition of mTOR over several weeks prevents brain overgrowth, loss of inhibitory neurons, seizures, and abnormal synaptic connectivity^29,32–35^. Rapamycin has, perhaps surprisingly, also been shown to rescue several abnormal phenotypes in adult mice despite the persistence of physiological brain abnormalities associated with *PTEN* and TSC gene mutations and mTOR activation, including macrocephalic brain overgrowth^6,29–31^. To date, rapamycin analogs have been used clinically to treat patients with ASD and *PTEN* or *TSC* gene mutations for weeks to months with mixed results, improving some cognitive functions, reducing seizure frequency, and improving social behaviors in some studies but not in others^36–38^. Chronic rapamycin treatment has also been shown to rescue some phenotypes in idiopathic ASD mouse models with elevated mTOR signaling^39,40^.

While there has been encouraging progress at rescuing mTOR-mediated brain pathology and behavioral abnormalities in pre-clinical models with chronic rapamycin treatments, there could still be risks to normal brain development with juvenile treatment in humans without specific mTOR pathway-related gene mutations, including adverse side effects from the use of such a potent growth inhibitor and immunosuppressant. We wanted to understand the mechanisms that underlie the effects of adult mTOR inhibition, where treatment isn’t aimed at preventing or reversing structural brain abnormalities. Here, we focus on the effects of mTOR inhibition within an acute timeframe, revealing new mechanisms and functional changes that are different from those reported with chronic treatment (Fig. 1a). We find that within two hours following rapamycin treatment of adult mice that had been exposed to mild maternal inflammation in utero results in significant normalization of deficits in behavior, sensory processing, brain functional connectivity and modularity, and electrophysiological hyperactivation. Furthermore, acute rapamycin affects specific cellular compartments and expression of ASD-, epilepsy- and ion channel-associated genes. Thus, with these findings, we have identified several potentially less disruptive targets for pharmacologic or neuromodulatory intervention, like systemic inflammation, sensory brain circuitry, functional network modularity, and neuronal hyper-excitability.

**Fig. 1:**
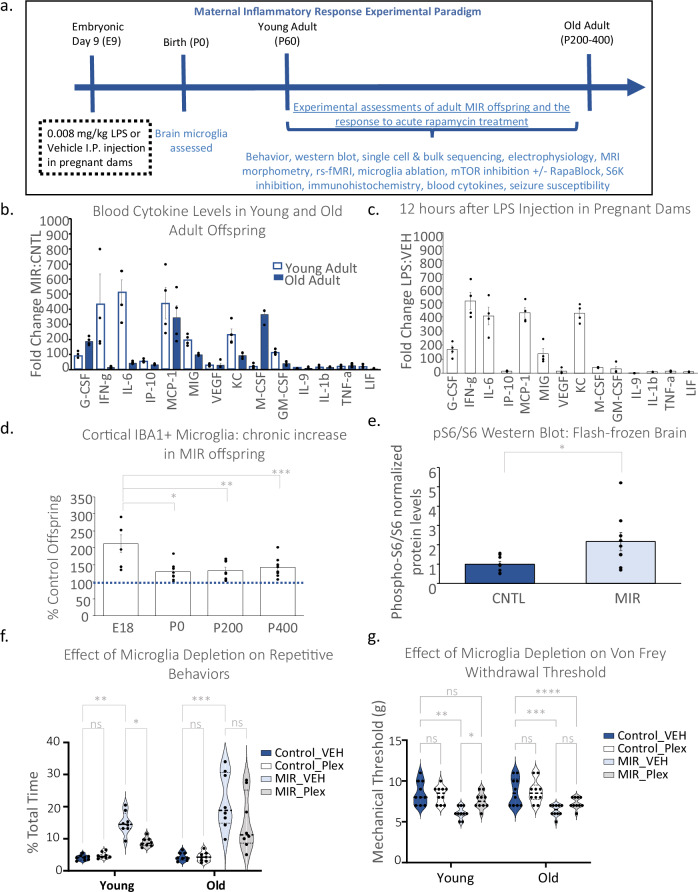
MIR mice have chronically elevated inflammatory state, mTOR pathway activation, repetitive behaviors, and sensory sensitivity that is reduced by microglia depletion in young but not old offspring. **a** Experimental timeline; **b** CNTL control, Y young, O old, inflammatory blood cytokines (shown as fold-change) significantly increased in Y and O MIR vs CNTL (two-way ANOVA with multiple comparisons (TWA-mc) cytokine x group effect F_(12, 44)_, *p* < 0.0001 and group effect F_(5, 18)_, *p* < 0.0001). Tukey’s (adjusted) (CNTL vs MIR) G-CSF (Y *p* = 0.0024, O *p* = 0.0048), IFN-g (Y *p* = 0.0137, O *p* = 0.0001), IL-6 (Y *p* = 0.0064, O *p* = 0.0015), IP-10 (Y non-significant (n.s.) *p* = 0.1132, O *p* = 0.0036), MCP-1 (Y *p* < 0.0001, O *p* = 0.0341), MIG (Y n.s., *p* = 0.2705, O *p* = 0.0419), VEGF (Y *p* = 0.0085, O *p* < 0.0001), KC (Y *p* = 0.0184, O *p* = 0.0027), M-CSF (Y *p* < 0.0001, O *p* = 0.0006), GM-CSF (Y *p* = 0.0044, O n.s., *p* = 0.0505), IL-9 (Y *p* = 0.0107, O *p* = 0.0009), IL-1b (Y *p* = 0.0003, O *p* = 0.0062), TNF-a (Y *p* = 0.0006, O *p* = 0.0036), LIF (Y *p* = 0.0009, O n.s., *p* = 0.7465), *n* = 4/group; **c** Pregnant dam blood cytokine changes VEH vs LPS (TWA-mc cytokine x group effect F_(12, 44)_, *p* < 0.0001 and group effect F_(5, 18)_, *p* < 0.0001). G-CSF (*p* < 0.0001), IFN-g (*p* = 0.0001), IL-6 (*p* < 0.0012), IP-10 (*p* < 0.0001), MCP-1 (n.s., *p* = 0.2705), MIG (*p* = 0.0016), VEGF (p = 0.0021), KC (*p* = 0.0197), M-CSF (*p* = 0.0011), GM-CSF (*p* < 0.0001), IL-9 (*p* = 0.0267), IL-1b (*p* = 0.0022), TNF-a (*p* = 0.0002), LIF (*p* = 0.0140)), *N* = 4/group; **d** IBA+ microglia in sensory-motor cortex MIR as % control, OWA-mc *p* < 0.0001, F_(3, 26)._ Tukey’s E18 v P0 (*p < 0.00001), E18 v P200 (**p < 0.0001), E18 v P400 (***p < 0.0001) and n.s. differences for P0 v P200 (*p* = 0.9975), P0 v P400 (*p* = 0.8248) and P200 v P400 (p = 0.9068), *N* = 8/group; **e** Phospho-S6 western blot on cortex, amygdala, and striatum (combined), Paired *t* test (two-tailed) significant difference CNTL vs MIR, *p = 0.0220, df = 8, *n* = 3/group/brain region; **f** TWA-mc significant group (*p* < 0.0001, F_(3,28)_) and age (*p* = 0.0140, F_(1, 28)_) effects in repetitive behaviors, Tukey’s Y-CNTL vs MIR (**p < 0.0001) and O-CNTL vs MIR (***p = 0.0001) for VEH diet and decreased in MIR VEH diet vs MIR Plexxikon 5622 (Plex) diet (Y *p = 0.0301) but not (O *p* = 0.0590) mice, *N* = 8/group (**g**) TWA-mc group effect (*p* < 0.0001, F_(3, 36)_) in Von Frey limb withdrawal threshold (LWT) in controls and MIR after Plex or VEH diets, Tukey’s lower LWT for MIR vs controls in (Y **p < 0.0001) and (O ***p = 0.0002) on VEH diet and increased LWT for MIR VEH vs MIR Plex diet in (Y *p = 0.0232) but not (O *p* = 0.3031); *n* = 10/group. All data Mean +/- SEM.

## Results

### Chronic pathophysiology in MIR offspring

Building on our previous finding of mild brain overgrowth and increased PI3K/AKT/mTOR signaling in the juvenile and young adult SVZ niche^27^, we show that MIR-induced pathophysiology persists and evolves throughout adulthood, including, chronically elevated blood cytokines (Fig. 1b, c), increased brain microglia (Fig. 1d), elevated brain phospho-S6 indicating chronic mTOR activation (Fig. 1e), reduced reciprocal social interactions (Supplementary Fig. 3b), increased repetitive behaviors (Figs. 1f and 3c, Supplementary Figs. 1a, c, d and  3b), altered gross brain weight and regional volumes (Fig. 2a–c), and abnormal sensory responses across tactile avoidance, Von Frey, and pre-pulse inhibition (PPI) tests (Figs. 1g and 4a–f).

**Fig. 2:**
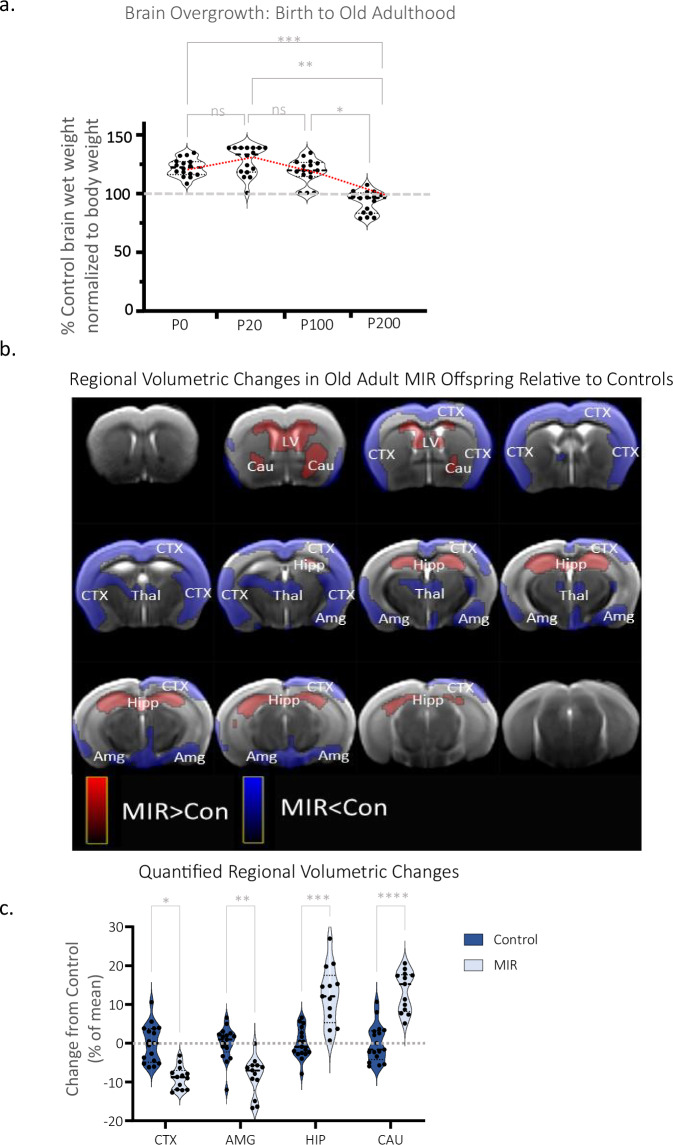
MIR offspring demonstrate growth patterns consistent with reports in humans with ASD of early brain overgrowth followed by undergrowth with cortical thinning and enlargement in other subcortical structures in adulthood. **a** Brain wet weights normalized to body weight of MIR offspring relative to control offspring from birth to post-natal day 200 (P200) show early overgrowth with most MIR brains being larger than average control brain (gray 100% line). A one-way ANOVA with multiple comparisons was overall significantly different between brain ages (*p* < 0.0001, F_(3, 60)_) with a significant (Tukey’s) decrease in brain size at P200 compared to P0 (***p < 0.0001), P20 (**p < 0.0001), and P100 (*p < 0.0001) but no significant size differences (ns) between P0 and P20 (*p* = 0.3602) or P20 and P100 (*p* = 0.0620), ages where brain overgrowth was maintained, *n* = 16/group. **b** Diffusion weighted MRI regional volumetric brain analysis of adult offspring (P400) showing mean percent differences between MIR and Control mice (blue = decreased red = increased brain volume) and variable size changes based on brain region with significant (*p* < 0.0001) decreased cortical thickness (CTX), thalamus (Thal) and amygdala (Amg) volumes but significant (*p* < 0.05) increases in lateral ventricle (LV), caudate (Cau), and hippocampus (Hipp) size. **c** Quantification of these regional deformation changes were significant overall by brain region and group in a two-way ANOVA with multiple comparisons (brain region x group, *p* < 0.0001, F_(2, 66)_, brain region, *p* < 0.0001, F_(2, 66)_, group, *p* = 0.0106, F_(1,28)_) with significant decrease in volume in MIR offspring compared to controls post-hoc tests (Tukey’s) in cortex (CTX, *p < 0.0001, DF = 27), amygdala (AMG, **p < 0.0001, DF = 24) and significant increases in volume in MIR compared to control in the hippocampus (HIP, ***p < 0.0001, DF = 17) and caudate (CAU, ****p < 0.0001, DF = 25), *n* = 17/group.

Blood cytokine analysis in pregnant dams (Fig. 1c) and young and old adult MIR offspring revealed an ongoing pro-inflammatory state with large fold-increases in G-CSF, IFN-γ, IL-6, MCP-1, MIG, KC, M-CSF, and GM-CSF, and smaller but significant increases in IL-9, IL-1β, TNF-α, VEGF, IP-10, and LIF (Fig. 1b). The largest increases were in IFN-γ, MCP-1, and IL-6 in young adults and M-CSF, MCP-1, and G-CSF in old adults. Acute 2-hour rapamycin had a negligible effect on these cytokines (Supplementary Fig. 3a), indicating its behavioral effects are not driven by directly reducing systemic inflammation, though they may mitigate its downstream consequences. IBA1+ immunostaining confirmed elevated microglia from before birth through old age (Fig. 1d), and pooled western blots from sensorimotor cortex, striatum, and amygdala confirmed elevated mTOR activation (Fig. 1e).

To test whether brain microglia drive these phenotypes, we depleted microglia with the CSF1R inhibitor Plexxikon5622. Microglia ablation partially rescued repetitive, social, and sensory abnormalities in young adult MIR mice but not in older adults, despite rapamycin remaining effective at the older age (Fig. 1f, g). Thus, microglia can contribute to the development of these behaviors but are unlikely to be the primary mediator of ongoing dysfunction.

The MIR model also recapitulates the brain growth trajectory reported in 50–70% of autistic humans^41^, with mild overgrowth at young ages followed by reduced growth at older adult ages via brain weight (Fig. 2a) and altered regional brain volumes by MRI analysis (Fig. 2b, c). Adult MIR mice show increased hippocampus, caudate, and amygdala volumes but decreased thalamus and sensory, motor, and association cortices, consistent with reported human ASD volumetric findings^42,43^.

### Acute rapamycin treatment effects on ASD-related behaviors

Given the persistently elevated mTOR activation in MIR offspring, we tested if acute rapamycin treatment could alter physiology and behavior without requiring structural brain changes like longer-term axonal and synaptic remodeling. Phospho-S6 western blots from pooled cortex, striatum, and amygdala confirmed BBB penetrance and brain mTOR inhibition within 2 hours (Fig. 3a), rationalizing an examination of the effect on multiple ASD-associated behaviors within that timeframe. We observed significant improvements in reciprocal social interactions (Supplementary Fig. 3b) and repetitive behaviors (grooming and circling in an open field) in both young and old adult mice (Fig. 3b). We observed high levels of repetitive behaviors in MIR offspring that become more severe in old MIR offspring (Fig. 3b), and acute rapamycin markedly reduces repetitive behavior and social deficits at both young and old ages (Fig. 3b, Supplementary Fig. 3b). A single dose of rapamycin has a temporary rescue effect on repetitive behaviors with significant behavioral abnormalities returning after 72 hours in MIR offspring (Fig. 3c). However, repeated daily treatment with rapamycin leads to an apparent tolerance effect over 5 weeks leading to a loss of effectiveness on repetitive behaviors (Fig. 3d).

**Fig. 3:**
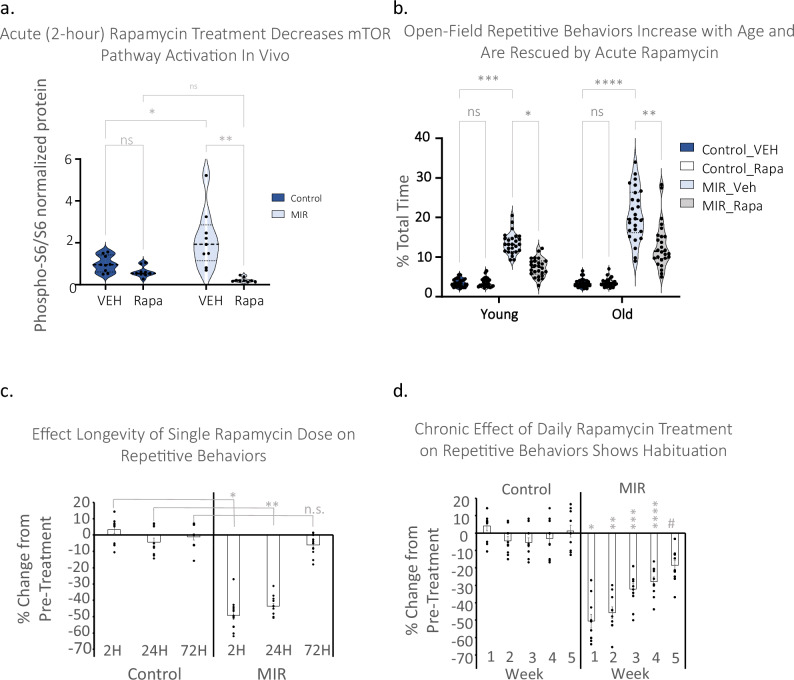
Acute rapamycin treatment rescues elevated brain mTOR signaling and repetitive and social behavior abnormalities in MIR offspring. **a** Two-way ANOVA analysis for multiple comparisons (TWA-mc) of western blot data from pooled cortex, striatum, and amygdala tissue showing significant differences in treatment x group (*p* < 0.0053, F_(1, 16)_) and treatment (*p* = 0.0002, F_(1,16)_). Post-hoc (Tukey’s) analysis shows a significant increase in phospho-S6/S6 in MIR vs controls treated with vehicle (VEH; *p = 0.0020, DF = 32) and a significant reduction in MIR vs controls treated with rapamycin compared to VEH (**p < 0.0001, DF = 16), demonstrating chronically upregulated mTOR pathway activation and rapamycin gets into the brain and reduces that activation within 2 hours, *n* = 3/group/brain region; **b** TWA-mc of repetitive behaviors shows an overall significant difference in age x group (*p* < 0.0001, F_(3,100)_), age (*p* < 0.0001, F_(1, 100)_), and group (*p* < 0.0001, F_(3, 100)_). Tukey’s shows significant increase in repetitive behaviors in MIR vs controls treated with vehicle in young (***p < 0.0001, DF = 200) and old (****p < 0.0001, DF = 200) mice and a significant decrease in behaviors in MIR treated with rapamycin vs MIR treated with vehicle in young (*p < 0.0001, DF = 200) and old (**p < 0.0001, DF = 200) offspring, *n* = 26/group. **c** TWA-mc of open field repetitive behaviors over time after single rapamycin treatment indicate significant time x group (*p* < 0.0001, F_(2, 39)_), time (*p* < 0.0001, F_(2, 39)_), and group (*p* < 0.0001, F_(1,22)_) effects. Tukey’s shows significant difference in Control vs MIR offspring at 2 hours (2H, *p < 0.0001, DF = 22) and 24 hours (24H, **p < 0.0001, DF = 20) but not 72 hours (72H, *p* = 0.0738, DF = 22); *n* = 12/group; **d** TWA-mc of open field repetitive behavior after repeat daily doses of rapamycin show time x group (*p* < 0.0001, F_(3, 48)_), time (*p* < 0.0001, F_(3, 48)_), and group (*p* < 0.0001, F_(1, 18)_) effects. Tukey’s indicates significant treatment effect in MIR vs controls with daily rapamycin at 1 week of daily treatment (W1, *p < 0.0001, DF = 16), week 2 (W2, **p < 0.0001, DF = 16), week 3 (W3, ***p < 0.0001, DF = 17), week 4 (W4, ****p < 0.0001, DF = 17), and week 5 (W5, #*p* = 0.0006, DF = 18) although the difference gets smaller each week, indicating gradual loss of efficacy with chronic administration. *N* = 10/group; All data shown as mean ±SEM.

MIR offspring also displayed SOR, a common ASD phenotype^44^. Compared to controls, MIR mice showed increased aversion to rough tactile textures in a novel light/dark avoidance test (Fig. 4a, b), reduced Von Frey thresholds for limb withdrawal (Fig. 4c), and abnormal sensory gating with absent startle habituation in PPI using tactile (air puff) pre-pulses and auditory and tactile startles (Fig. 4d–f). All sensory abnormalities were at least partially rescued by acute rapamycin in both young and old adult mice (Fig. 4b–f).

**Fig. 4:**
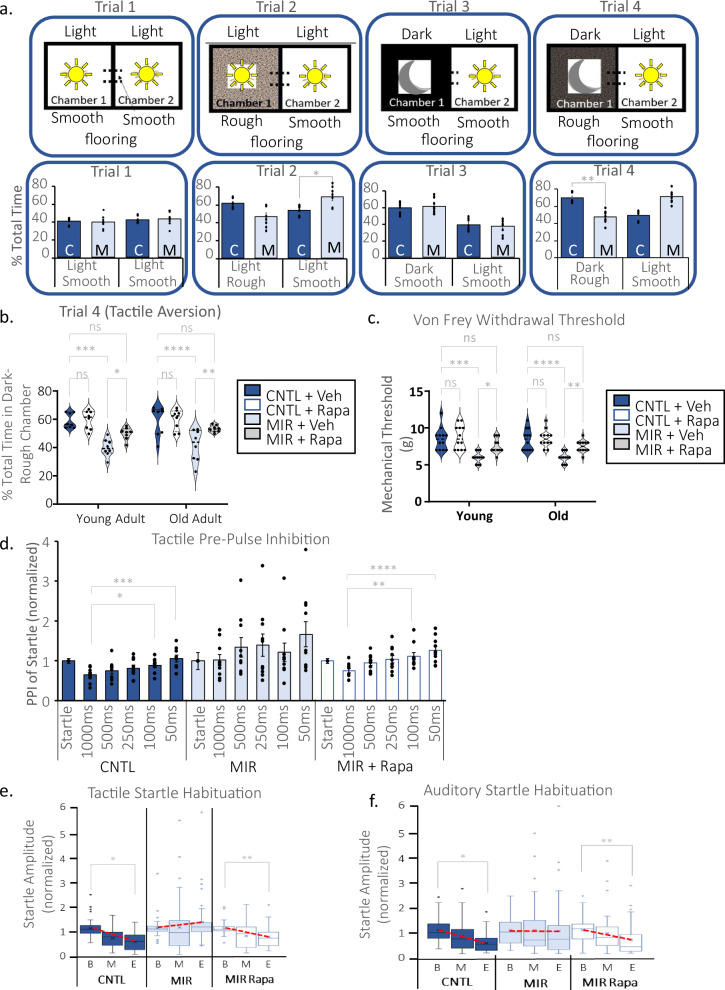
MIR mice display significant sensory over-responsivity (SOR) and rescue with rapamycin. **a** MIR mice have: normal exploratory behavior in trial 1 and 2, normal time spent in a dark chamber with smooth floors (Trial 3), but less time in the dark chamber when flooring is rough (Trial 4). Percent total time spent in chamber by MIR vs controls with two-tailed paired t-test shows no significant difference in trial 1 (*p* = 0.7074, DF = 7) and trial 3 (*p* = 0.5272, DF = 7), but significant difference in trial 2 (*p = 0.0083, DF = 7) and trial 4 (**p = 0.0002, DF = 7), *n* = 8/group. all data mean ± SEM. **b** A two-way ANOVA analysis for multiple comparisons (TWA-mc) of trial 4 found a significant group effect (*p* < 0.0001, F_(3, 28)_). Post-hoc (Tukey’s) shows MIR vs controls spend significantly less time in dark-rough chamber in both young (*p* < 0.0001, DF = 56) and old (*p* < 0.0001, DF = 56), and rapamycin increases this time in young (*p* = 0.0380, DF = 56) and old (*p* = 0.0102, DF = 56), *n* = 8/group. **c** TWA-mc of Von Frey limb withdrawal threshold (LWT) found a significant effect of group (*p* < 0.0001, F_(3,44)_). Tukey’s shows MIR mice have a significantly lower LWT than controls in young (***p < 0.0001, DF = 88) and old (****p < 0.0001, DF = 88). Rapamycin significantly increased LWT in MIR vs vehicle-treated MIR in young (*p = 0.0073, DF = 88) and old (**p = 0.0123, DF = 88), *n* = 12/group. **d** TWA-mc of startle inhibition shows significant interval (*p* = 0.0015, F_(2, 65)_) and group (*p* = 0.0132, F_(2, 27)_) differences. Tukey’s shows MIR mice treated with rapamycin show significant changes in startle response at 1000 ms vs 100 ms prepulse (*p = 0.0041, DF = 9 and MIR+Rapa *p = 0.0211, DF = 9) and at 1000 ms vs 50 ms (***p = 0.0042, DF = 9 and MIR+Rapa ****p = 0.0053, DF = 9), *n* = 10/group, all data mean ± SEM; **e** TWA-mc of startle response to tactile (airpuff) startle at beginning (B), middle (M), and end (E) of PPI test found significant time x group (*p* = < 0.0001, F_(4, 268)_), time (*p* = 0.0003, F_(2, 268)_), and group (*p* < 0.0001, F_(2, 147)_) effects. Tukey’s shows significant decreases in airpuff startle response at beginning vs end for control mice (*p < 0.0001, DF = 49) and MIR mice treated with rapamycin (*p < 0.0001, DF = 49) but no significant difference for MIR mice treated with vehicle (*p* = 0.1835, DF = 49), *n* = 10/group; **f** TWA-mc for audible startle found significant effects of time (*p* = 0.0005, F_(4, 288)_) and group (*p* = 0.0145, F_(2, 288)_). Tukey’s shows significant startle decreases in control (*p* = 0 < 0.0001, DF = 49) and MIR mice treated with rapamycin (*p* = 0.0011, DF = 49) but no significant difference in MIR mice treated with vehicle (*p* = 0.9757, DF = 49), *n* = 10/group. Box and whisker (**e**, **f**) bars represents the 0th and 100th percentile, bottom edge of box is 25th percentile, top edge of box is 75th percentile, median line in box is 50th percentile.

### Central nervous system actions of rapamycin

Because peripheral neuron abnormalities can mediate sensory phenotypes in ASD models^45^, we tested RapaBlock, a small molecule that blocks rapamycin’s peripheral effects without crossing the BBB^46^. RapaBlock did not change rapamycin’s rescue of repetitive behaviors, reciprocal social interactions, or sensory aversion (Supplementary Figs. 1a, b and  3b), suggesting that the main effect of acute rapamycin in MIR mice is on the central nervous system in MIR mice.

### mTOR pathway specificity of effects

To confirm mTOR pathway signaling specificity of behavioral rescue, we administered the S6K inhibitor PF4708671^47^ and observed partial rescue of repetitive behaviors at 6 hours (Supplementary Fig. 1c); a 2 hour treatment had no effect (data not shown), likely reflecting slower brain penetrance. Apocynin, an NADPH oxidase inhibitor that reduces PI3K/AKT/mTOR activity via redox regulation of PTEN^27,48^, had no acute effect but significantly reduced repetitive behaviors after 5 weeks of daily treatment (Supplementary Fig. 1d). In a direct comparison of treatment effects on repetitive behaviors, we show that rapamycin has the largest behavioral rescue effect compared to S6K inhibition, microglia depletion, or chronic apocynin treatments (Supplementary Fig. 1e).

### Neuronal hyper-excitability & seizure susceptibility

In order to understand potential physiological mechanisms underlying the behavioral changes in MIR offspring and the rapid effects of rapamycin, we examined the electrophysiological properties of neurons in brain slices. We found marked hyperexcitability in cortical layer 2/3 somatosensory pyramidal neurons (CPNs) in adult MIR offspring, indicated by reduced resting membrane potential, decreased Rheobase (Table 1), and significantly increased spontaneous Excitatory PostSynaptic Potential frequency, amplitude, and area (Fig. 5a) and voltage evoked responses (Supplementary Fig. 4a, b), indicating marked hyperexcitability. Under current clamp (depolarizing pulses of 500–1000 ms), control CPNs showed the typical regular spiking slowly adapting (RS-SA) pattern^49^ (75% RS-SA, 15% RS-FA, 10% RS-Doublet, 0% intrinsic bursting, Fig. 5b). MIR CPNs had a dramatically altered pattern (40% RS-SA, 3% RS-FA, 45% RS-Doublet, and 12% intrinsic bursting), which is not normally seen in upper layer neurons (Fig. 5b).

**Fig. 5:**
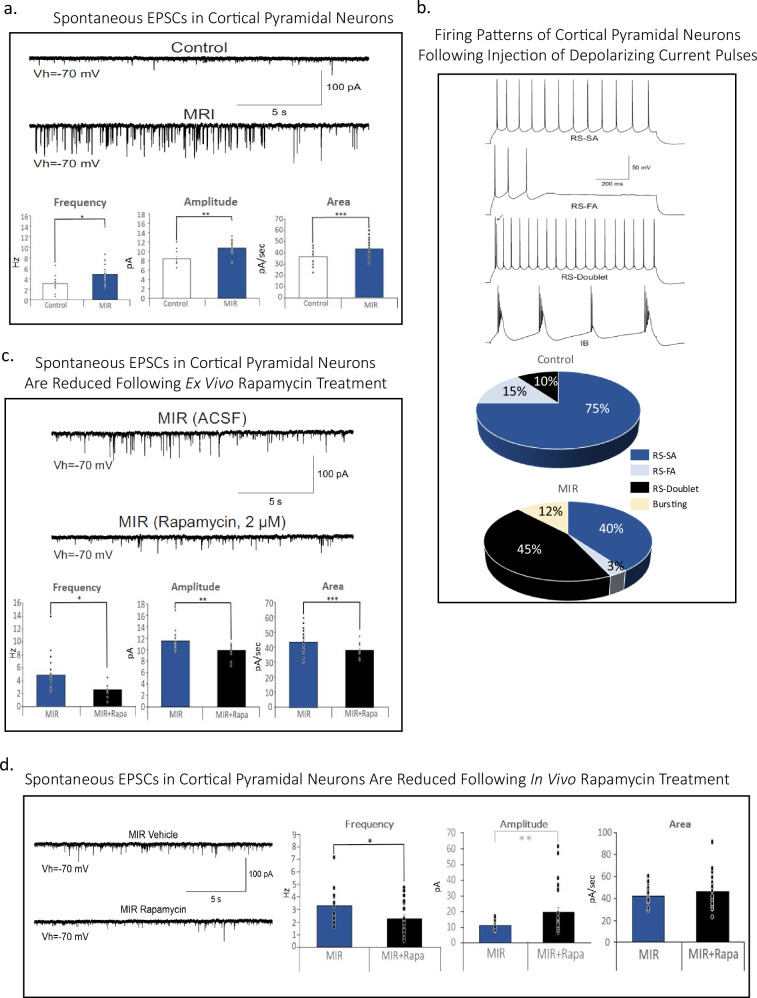
Cortical neurons in MIR offspring display abnormal electrophysiology indicating hyper-excitability which is rescued by acute rapamycin treatment. **a** A mixed effects analysis for multiple comparisons was performed on the quantification of the electrophysiological properties of spontaneous excitatory postsynaptic currents (EPSCs) in cortical pyramidal neurons and shows an overall significant effect by variable for fixed effects (*p* < 0.0001, F_(1, 36)_) and group (*p* = 0.0049, F_(1, 33)_). Post-hoc analysis (Sidak’s multiple comparisons) shows a significant difference between MIR and control mice for frequency (adjusted *p = 0.0160, DF = 29), amplitude (adjusted **p = 0.0022, DF = 24), and area (***p = 0.0312, DF = 21), *n* = 22/group. **b** Firing patterns of cortical pyramidal neurons following injection of depolarizing current pulses (500–1000 ms) show that layer 2/3 neurons from MIR mice have decreases in regular spiking, slow, and fast adaptation neuron firing, increased doublet firing, and ectopic burst firing that is not present in the neurons from control mice. **c** A mixed effects analysis for multiple comparisons was performed on the quantification of the electrophysiological properties of spontaneous excitatory postsynaptic currents (EPSCs) in cortical pyramidal neurons and shows an overall significant effect by variable (*p* < 0.0001, F_(1, 37)_) and group (*p* = 0.0028, F_(1, 32)_. Post-hoc analysis (Tukey’s) shows a significant rescue effect on MIR neurons treated by ex vivo rapamycin (2 μM) in slice culture compared to MIR neurons treated with vehicle during electrophysiology recording in frequency (adjusted *p = 0.0013, DF = 31), amplitude (adjusted **p = 0.0035, DF = 29), and area (adjusted ***p = 0.0167, DF = 30), *n* = 24/group. **d** A mixed effects analysis for multiple comparisons was performed on the quantification of the electrophysiological properties of spontaneous excitatory postsynaptic currents (EPSCs) in cortical pyramidal neurons and shows an overall significant effect by variable (*p* < 0.0001, F_(2, 65)_). Post-hoc analysis (Tukey’s) shows a significant rescue effect MIR mice treated by in vivo rapamycin (5 mg/kg 2 hours prior to brain slice preparation) compared to MIR mice treated with vehicle in frequency (adjusted *p = 0.0146, DF = 35), amplitude (adjusted **p = 0.0151, DF = 24), but not in area (adjusted *p* = 0.3925, DF = 26). The following abbreviations were used: Cm membrane capacitance, pF picofarads, Rm membrane resistance, MΩ ohms, Tau time constant, ms milliseconds, RMP resting membrane potential, mV millivolts, pA picoamperes. *n* = 24/group. All data mean ± SEM.

**Table 1:** Passive membrane properties of cortical pyramidal neurons

	Cm (pF)	RM (MΩ)	Tau (ms)	RMP (mV)	Rheobase (pA)
Control	208.7 ± 21	109.2 ± 16	4.0 ± 0.4	−78.1 ± 2.4	725.6 ± 83
MIR	207.8 ± 14	129.0 ± 16	3.6 ± 0.3	−70.6 ± 1.3*	499.2 ± 52**
MIR+Rapa	214.5 ± 8	106.9 ± 8	3.7 ± 0.17	−73.3 ± 1.4	647 ± 65

Passive membrane properties (membrane capacitance, input resistance, time constant, and resting membrane potential (RMP)), and Rheobase) of cortical pyramidal neurons show MIR mice have significantly higher resting membrane potential (*p < 0.05, closer to action potential threshold) and decreased Rheobase (**p < 0.05, lower minimum current to depolarize) indicating neuronal hyper-excitability in the cortex and increased membrane capacitance in the striatum compared to controls; all data mean ± SEM; *N* = 24/group/treatment; a two-way ANOVA analysis for multiple comparisons with post-hoc Tukey’s analysis of group effects was used.

In vitro rapamycin (2 µM in slice media) normalized resting membrane potential, increased Rheobase (Table 1), and rescued sEPSC frequency, amplitude, and area (Fig. 5c); in vivo treatment (5 mg/kg IP, 2 h prior) similarly reduced EPSC frequency (Fig. 5d). Striatal medium spiny neurons (MSNs) showed a nonsignificant trend toward increased sEPSC frequency that was reduced by acute rapamycin (Supplementary Fig. 4c, d). Blocking GABAA receptors with bicuculline (10 µM) ex vivo unmasked paroxysmal cortical discharges that propagated to the striatum, manifesting as large synaptic currents and bursts in MSNs that were rare in controls (Supplementary Fig. 4e); rapamycin also reduced this hyperexcitability induced by bicuculline (Supplementary Fig. 4f). MIR mice were also more susceptible to seizures induced by Pentylenetetrazole (PTZ), with all MIR mice (8/8) showing seizure activity at 40 mg/kg versus only 2/8 controls; rapamycin lowered seizure scores in MIR mice but did not abolish the effect of PTZ (Table 2, Supplementary Table 4). Together, these findings indicate significant neuronal hyperexcitability that is normalized by acute rapamycin, suggesting rapid restoration of excitatory and inhibitory balance.

**Table 2:** Seizure susceptibility by PTZ dosage

	PTZ dosage (mg/kg)									
	10	20	30	40	40 + Rapamycin					
Maximum seizure score	CNTL	MIR	CNTL	MIR	CNTL	MIR	CNTL	MIR	CNTL	MIR
0	**8/8**	**8/8**	**8/8**	**7/8**	**7/8**	**4/8**	**6/8**	**0/8**	**7/8**	**0/8**
1	0/8	0/8	0/8	**1/8**	**1/8**	**3/8**	**2/8**	**1/8**	**1/8**	**3/8**
2	0/8	0/8	0/8	0/8	0/8	**1/8**	**0/8**	**2/8**	**0/8**	**4/8**
3	0/8	0/8	0/8	0/8	0/8	0/8	0/8	**3/8**	0/8	**1/8**
4	0/8	0/8	0/8	0/8	0/8	0/8	0/8	**2/8**	0/8	0/8
5	0/8	0/8	0/8	0/8	0/8	0/8	0/8	0/8	0/8	0/8
6	0/8	0/8	0/8	0/8	0/8	0/8	0/8	0/8	0/8	0/8

Seizure scores during pentylenetetrazol (PTZ) dose escalation indicates a greater severity and larger number of mice per group displaying a seizure behavior in MIR mice compared to Control offspring that is decreased by acute rapamycin treatment. *N* = 8 mice/group, Bold text indicates there are mice in that seizure level and non-bold that there are no mice at that level.

### Circuit-level functional dysregulation of MIR brains is altered by acute rapamycin treatment

A potential mechanism by which acute rapamycin treatment could rapidly affect brain function and behavior is through effects at the level of functional connectivity and network organization. Therefore, we performed resting state fMRI and found increased brain-wide functional connectivity (FC) in MIR mice compared to control offspring, especially within and between cortical and subcortical regions in each hemisphere (Fig. 6a). Network based statistical analysis (*P* < 0.01, two-tailed) revealed that altered FC in MIR mice was primarily due to increases between primary and higher-order (secondary) cortical sensory processing areas (somatosensory for hind limbs, forelimbs, whiskers, trunk, and neck/shoulder, visual, auditory, gustatory, and olfactory) and subcortical structures (thalamus and basal ganglia), but also some decreases were seen in FC between sensory cortical areas and amygdala (Fig. 6b, c)). Despite the strong repetitive behavior phenotype in MIR mice, motor cortex-related differences were more limited than sensory cortex, with primary motor cortex showing increased FC only to retrosplenial cortex, subicular complex, and striatum. The largest FC increases in MIR mice occurred between subcortical structures, primarily basal ganglia connections with thalamus and sensory cortex, while decreases were sparser and constrained to sensory cortex to thalamus and amygdala (Fig. 6b).

**Fig. 6:**
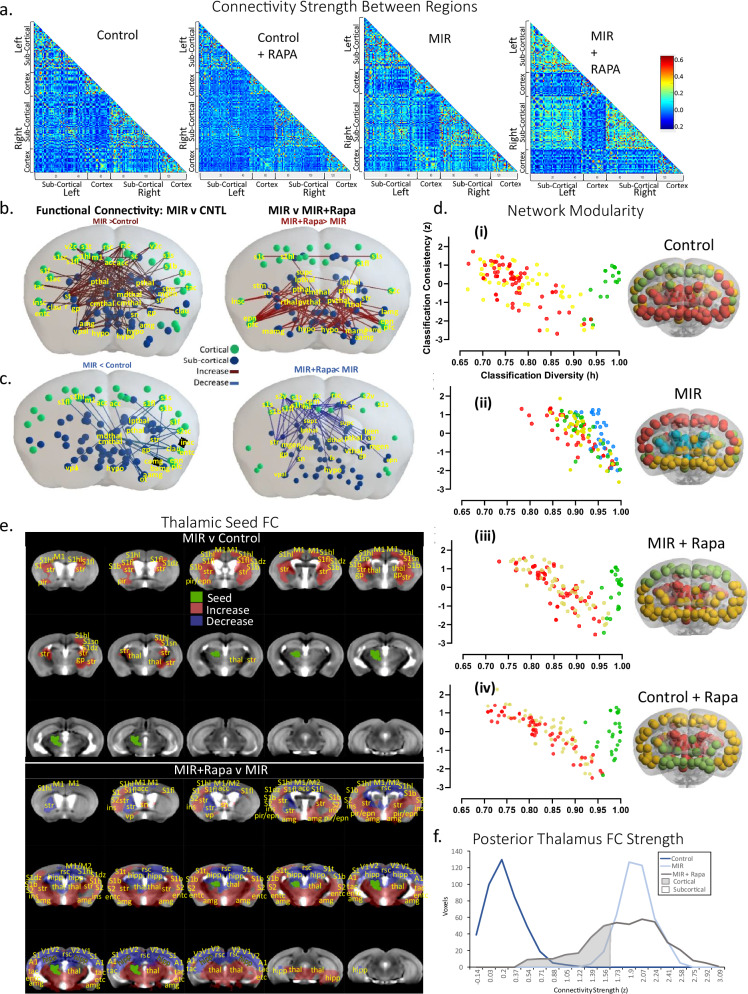
Disordered functional connectivity seen in MIR mice is significantly rescued by acute rapamycin treatment. **a** Fisher z scores (transformed *r* values, 0.2–0.6) indicating functional connectivity strength between cortical and subcortical brain regions in MIR and control mice before and after acute rapamycin treatment. **b** Regional increases in functional connectivity in resting state fMRI from MIR and control mice before and after acute rapamycin treatment (*P* < 0.01 NBS, 2-tailed). **c** Regional decreases in functional connectivity in resting state fMRI from MIR and control mice before and after acute rapamycin treatment (*P* < 0.01 NBS, two-tailed). **d** Differential network modularity organization across the brain is increased in MIR mice compared to control offspring and is rescued by acute rapamycin treatment. **e** Differential functional connectivity by brain region from a left posterior thalamus seed in MIR mice compared to control offspring before and after acute rapamycin treatment. **f** Voxel-wise quantification of posterior thalamus functional connectivity is significantly increased in MIR mice compared to control offspring and is differentially affected by acute rapamycin treatment with cortical regions showing decreased thalamic FC and subcortical regions showing increased thalamic FC following treatment; *N* = 16/group Abbreviations used as follows: **acc**=anterior cingulate cortex; **rsc**=retrosplenial cortex; **sc**=subicular complex; **v2c**=secondary visual cortex; **s1s**=primary somatosensory cortex; **s2s**=secondary somatosensory cortex; **s1b** = S1 barrel cortex; **s1a**=primary auditory cortex; **dthal**=dorsal thalamus; **vthal**=ventral thalamus; **pthal**=posterior thalamus; **pvthal**=paraventricular thalamus; **mdthal**=medial dorsal thalamus; **rthal**=reticular thalamus; **lpthal**=lateral posterior thalamus; **tac**=temporal association cortex; **stm**=stria terminalis; **mgen**=medial geniculate; **lgen**=lateral geniculate; **str**=striatum; **cmthal**=central median thalamus; **clau**=claustrum; **gp**=globus pallidus; **sn**=substantia nigra; **amg** =amygdala; **lamg**=lateral amygdala; **hypo**=hypothalamus; **vpal**=ventral pallidum; **entc**=entorhinal cortex; **insc**=insular cortex; **s1f** = primary face somatosensory cortex; **s1fl**=primary forelimb somatosensory cortex; **s1hl**=primary hindlimb somatosensory cortex; **s1t**=primary trunk somatosensory cortex; **m1**=primary motor cortex; **m2**=secondary motor cortex; **ot**=olfactory tubercles; **aamg**=anterior amygdala; **camg**=central amygdala; **bamg**=basal amygdala; **mamg** =medial amygdala; **pfc**=piriform cortex; **epn**=endopiriform nucleus; **s2c**=secondary somatosensory cortex; **supc**=superior colliculus; **fx**=hippocampal fornix; fim=hippocampal fimbria; **cgm**=cingulum; **hab**=habenular; **dg**=dentate gyrus; **ca3**=hippocampus CA3; **paqu**=periaqueductal gray; **rtf**=reticular formation; **lsep**=lateral septum.

Acute rapamycin treatment then produced subcortical FC increases and cortical FC decreases in MIR mice with limited effect in controls (Fig. 6a–c, Supplementary Fig. 3c). Specific FC decreases occurred between somatosensory areas (primary somatosensory cortex for forelimb, hindlimb, trunk, barrel) and basal ganglia/thalamic structures, while increases occurred between left and right primary somatosensory cortex; from insular, piriform, and endo-piriform cortex to thalamic structures; and between amygdala and thalamic/basal ganglia structures (Fig. 6c).

Modularity analysis revealed four main modules in MIR brains (cortical, two subcortical/cortical, and thalamic-basal ganglia) with a modularity index of 0.693, versus only three modules in control offspring (anterior cortical, posterior cortical, mainly subcortical) and a significantly lower index of 0.511 (*p* < 0.01; Fig. 6d). Classification consistency and diversity (CC, CD) of brain regions showed that all MIR modules except the cortical modules had high CD relative to controls, indicating greater inter-module integration of connections. Acute rapamycin treatment normalized MIR architecture to three modules with index 0.552 (*P* < 0.05), shifting cortical CD up and subcortical CD down toward control values (Fig. 6dii–iii). In controls, rapamycin did not significantly change overall modularity (0.511 → 0.533) but moved cortical CD down and subcortical CD up, which is the opposite of its effect in MIR (Fig. 6d i, iv).

A posterior thalamic seed analysis (*P* < 0.01, cluster corrected) showed baseline increases in cortico-thalamic FC to primary motor, piriform, and primary somatosensory cortex (S1, S1DZ, hindlimb, forelimb, barrel, shoulder/neck), and increased FC from posterior thalamus to external globus pallidus, dorsal striatum, and contralateral anterior thalamus in MIR mice compared to control offspring (Fig. 6e). Rapamycin reversed several of these increases largely in thalamic-sensory cortical pathways. Voxelwise rsfMRI mapping of the thalamic seed FC data showed a pattern of increased FC strength and hyper-connectivity in MIR mice compared to controls. Global histogram analysis of this data using the difference between MIR and control mice (Fig. 6e) confirmed a large shift in FC strength for both cortical and subcortical structures in MIR mice, and a divergent effect of rapamycin treatment, both decreasing cortical hyper connectivity with the posterior thalamus and increasing connectivity for subcortical structures (Fig. 6f). Egr1 immunostaining 30 minutes after open field exploration validated these imaging data: Increased Egr1+ neurons occurred in motor cortex, striatum, and retrosplenial cortex in MIR mice, which is also consistent with the electrophysiological hyper-excitability, and decreased Egr1+ neurons occurred in medial amygdala (Supplementary Fig. 3d).

In summary, baseline FC in MIR was elevated in retrosplenial, auditory, and somatosensory cortex; cingulate cortex and amygdala; and insular cortex—congruent with the sensory, anxiety, and social phenotypes that rapamycin rescues^27^ (Fig. 4b–f, Supplementary Fig. 3b). Decreased baseline FC in MIR was seen between forelimb cortex, medial amygdala, striatum, globus pallidus, and periaqueductal gray—regions implicated in repetitive behavior—and was also altered by rapamycin (Fig. 6b, c). Few significant changes were seen in controls (Supplementary Fig. 3c), aligning with the lack of behavioral effects from rapamycin treatment (Figs. 3b and 4b–f, Supplementary Fig. 1a, b). Together, rapamycin appears to act acutely through rapid functional network normalization, predominantly affecting sensory processing networks.

### Analysis of gene expression alterations in MIR mice and after rapamycin treatment

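Sequencing covered nuclei of frozen cortex from 12 adult mice, 6 MIR mice and 6 control offspring, with a separate library for each mouse. MIR dams had received LPS at 0.008 mg/kg on gestation day 9. The paper gives 5 MIR mice for this experiment and its text does not name the unused mouse, so all 12 were kept and each was also left out in turn. The files hold raw counts of unique molecular identifiers (UMIs) from Cell Ranger for mouse genes. They look like the output before CellBender, which the paper applied, so free RNA was not removed here. Libraries of control offspring held 4575 to 12310 barcodes and 62777475 to 128860654 UMIs (medians 5784 and 76366828). Libraries of MIR mice held 2238 to 9292 barcodes and 37093171 to 101572033 UMIs (medians 6442.5 and 79710800). Nuclei needed at least 200 genes and at most 5% mitochondrial counts, and Scrublet took the place of scDblFinder for doublets. This left 71363 nuclei, 38312 from control offspring and 33051 from MIR mice. Cell types were named from marker genes of each cluster, so a name such as oligodendrocyte stands for oligodendrocyte-like nuclei. Counts were summed per mouse and type and compared with the edgeR quasi-likelihood test, while the paper used the likelihood ratio test of edgeR. Each mouse was taken as independent, although LPS was given to the dam and the litter of each mouse is not known. On simulated data, the test recovered 77.3% of genes changed by a log2 fold of 1 in upper-layer excitatory neurons, 82.1% in oligodendrocytes and 65.0% in microglia. These rates may be too favorable for the real libraries, which differ among themselves beyond the groups. In simulated upper-layer neurons 10 of 141 calls were false, against 18 of 158 with the likelihood ratio test and 26 of 169 with DESeq2.

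Libraries also differed in ways that the groups do not explain. Replicates 1 to 3 and replicates 4 to 6 of both groups stood apart, with 6553 of 21675 genes differing between these sets in all nuclei at adjusted p values of edgeR under 0.050. Medium spiny neurons, a striatal type, made up 15.4% of nuclei in control replicate 2, 18.2% in control replicate 3, 21.8% in MIR replicate 3 and at most 1.84% elsewhere. Counts are therefore also given within each set of replicates and without these 3 mice, choices made after the data were seen. Mice that share a replicate number resembled each other somewhat more than other mice, so the number was also fitted as a block.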

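In oligodendrocytes 120 of 11836 genes changed between MIR mice and control offspring, 80 of them upward. Bcl2, which holds back apoptosis, rose in MIR mice (log2 fold change 1.96, standard error 0.25, adjusted p = 0.00244 from edgeR), from 9.60 ± 3.2 to 37.4 ± 12.4 normalized CPM (mean ± SD, 6 mice per group). Cab39l, a scaffold of the kinase LKB1, rose as well (log2 fold change 1.33, standard error 0.21, adjusted p = 0.00846 from edgeR). Cdkn1a, a cell cycle inhibitor induced by p53, also rose (log2 fold change 2.53, standard error 0.43, adjusted p = 0.0136 from edgeR), although not with the replicate number as a block (adjusted p = 0.104 from edgeR). The same held for Zfand4, a zinc finger gene (log2 fold change 2.10, standard error 0.34, adjusted p = 0.00983 from edgeR, and adjusted p = 0.0638 with the block). Of 28 measured glucocorticoid-responsive genes, 4 rose and 24 did not pass over all genes, and 12 rose when adjusted over the list alone. The camera test of this list gave an upward shift (median log2 fold change 0.69, adjusted p = 2.03e-17 from camera), which was lost at adjusted p = 0.116 with an estimated correlation. Its members include Mfsd2a, a lipid transporter (log2 fold change 1.64, standard error 0.32, adjusted p = 0.0234 from edgeR), whose call ended with the block at adjusted p = 0.0606 and without control replicate 4 and MIR replicates 4 and 5 (adjusted p up to 0.0559, without MIR replicate 4). Arrdc2, an arrestin-domain gene, rose too (log2 fold change 1.51, standard error 0.32, adjusted p = 0.0402 from edgeR), but not with the block (adjusted p = 0.213), with a batch term (adjusted p = 0.0786), or without control replicates 1, 2, 4, 5 and 6 and MIR replicates 1, 2, 4, 5 and 6 (adjusted p up to 0.108, without control replicate 1). With each nucleus typed on its own, edgeR gave adjusted p of 0.0539 for Bcl2 in Oligodendrocyte nuclei and 0.0611 for Arrdc2 in Oligodendrocyte nuclei, and with no filter on low counts 0.0583 for Cdkn1a in Oligodendrocyte nuclei and 0.176 for Arrdc2 in Oligodendrocyte nuclei.

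In microglia 67 of 7965 genes changed, 27 upward and 40 downward. The uncharacterized transcript 6030468B19Rik fell in MIR mice (log2 fold change -3.54, standard error 0.43, adjusted p = 0.000647 from edgeR), from 64.6 ± 8.44 to 6.5 ± 8.65 normalized CPM. Ets1, a transcription factor best known in lymphocytes, also fell (log2 fold change -2.47, standard error 0.37, adjusted p = 0.00681 from edgeR), though not without the 3 mice rich in striatal nuclei (adjusted p = 0.0670 from edgeR for Ets1 in Microglia nuclei). Pnp, a purine salvage enzyme, fell (log2 fold change -0.92, standard error 0.17, adjusted p = 0.0136 from edgeR), and its call was lost without control replicate 2 (adjusted p = 0.0531). Cd244a, an immune cell receptor, rose (log2 fold change 2.64, standard error 0.49, adjusted p = 0.0285 from edgeR), and its call was lost without control replicates 1, 2, 3, 5 and 6 and MIR replicate 5 (adjusted p up to 0.0760, without control replicate 6). With each nucleus typed on its own, edgeR gave adjusted p of 0.166 for Ets1 in Microglia nuclei, 0.316 for Pnp in Microglia nuclei and 0.133 for Cd244a in Microglia nuclei. Without doublet removal it gave 0.0832 for Pnp in Microglia nuclei and 0.0522 for Cd244a in Microglia nuclei, and without the striatal mice 0.169 for Pnp in Microglia nuclei and 0.0999 for Cd244a in Microglia nuclei. In astrocytes 5 genes changed, among them Pde10a, a phosphodiesterase abundant in striatal neurons, upward (log2 fold change 2.88, standard error 0.37, adjusted p = 0.00846 from edgeR) and Rpe65, a retinoid isomerase, downward (log2 fold change -1.97, standard error 0.25, adjusted p = 0.00472 from edgeR). Neither passed without the striatal mice, at adjusted p = 0.0845 from edgeR for Pde10a in Astrocyte nuclei and adjusted p = 0.0614 for Rpe65 in Astrocyte nuclei, and Pde10a not with the block (adjusted p = 0.0600). Scube1, a secreted protein gene, fell in astrocytes (log2 fold change -1.23, standard error 0.14, adjusted p = 0.00225 from edgeR), while Sgcd, a sarcoglycan, rose (log2 fold change 1.07, standard error 0.16, adjusted p = 0.0123 from edgeR), the latter not without control replicates 5 and 6 (adjusted p up to 0.0733, without control replicate 6). Pde4d, another phosphodiesterase, rose (log2 fold change 0.91, standard error 0.15, adjusted p = 0.0385 from edgeR) and was lost without control replicates 1, 2, 3, 5 and 6 and MIR replicates 3, 5 and 6 (adjusted p up to 0.169, without control replicate 6). With each nucleus typed on its own, none of these 5 astrocyte genes passed in edgeR (adjusted p of 0.342 for Pde10a in Astrocyte nuclei, 0.148 for Rpe65 in Astrocyte nuclei, 0.217 for Scube1 in Astrocyte nuclei, 0.217 for Sgcd in Astrocyte nuclei and 0.867 for Pde4d in Astrocyte nuclei). Without doublet removal Pde10a alone did (adjusted p of 0.0434 for Pde10a in Astrocyte nuclei, 0.0758 for Rpe65 in Astrocyte nuclei, 0.628 for Scube1 in Astrocyte nuclei, 0.0875 for Sgcd in Astrocyte nuclei and 0.220 for Pde4d in Astrocyte nuclei), and without the striatal mice edgeR gave 0.0614 for Sgcd in Astrocyte nuclei and 0.191 for Pde4d in Astrocyte nuclei.

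Upper-layer excitatory neurons had 14 changed genes of 17709, deep-layer excitatory neurons 12 of 16764, and PV interneurons 3 of 12878 by edgeR. Endothelial cells, with 15 to 44 nuclei per mouse, had 85 changed genes of 3041, among them the adhesion gene Mdga2 (log2 fold change 2.37, standard error 0.33, adjusted p = 0.00183 from edgeR) and the contactin gene Cntn1 (log2 fold change 2.26, standard error 0.37, adjusted p = 0.00643 from edgeR), both known from neurons. Neither passed without doublet removal (adjusted p of 0.745 for Mdga2 in Endothelial nuclei and 0.730 for Cntn1 in Endothelial nuclei by edgeR), and Mdga2 not at 1% mitochondrial counts (0.183 for Mdga2 in Endothelial nuclei), where 4 control and 4 MIR mice were left. With each nucleus typed on its own both turned direction (log2 fold change -0.13 for Mdga2 in Endothelial nuclei and -0.1 for Cntn1 in Endothelial nuclei). No gene passed in SST, VIP or SV2C interneurons, Neurogranin neurons, oligodendrocyte precursors or pericytes by edgeR, with 497, 553, 380, 489, 734 and 28 genes at an unadjusted p under 0.050. In the same order DESeq2 called 0, 6, 0, 2, 36 and 0 genes, and the likelihood ratio test called 6, 14, 4, 4, 44 and 0. Pooled excitatory neurons had 22 changed genes and pooled interneurons 4. With 1 mouse left out, the excitatory count ran from 1 (without control replicate 6) to 26 (without control replicate 1). The interneuron count ran from 0 (without control replicates 2, 3, 4, 5 or 6 or MIR replicates 1, 3 or 4) to 5 (without MIR replicate 5). Without the striatal mice edgeR gave 3 and 0, the latter with 702 genes at an unadjusted p under 0.050. The effect of MIR itself differed between excitatory neurons and interneurons for 6 of 18337 genes. For Hs3st5, a heparan sulfate enzyme, the interneuron minus excitatory difference was 0.51 (standard error 0.06, adjusted p = 0.00111 from edgeR) and for the transcript Gm28153 it was -1.03 (adjusted p = 0.00111).

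With the block, counts were 185 in oligodendrocytes, 116 in microglia, 219 in endothelial cells, 42 in astrocytes, 22 in upper-layer and 29 in deep-layer neurons, 5 in PV interneurons, 64 in Neurogranin neurons and 62 in precursors. Within replicates 1 to 3 and 4 to 6, edgeR called 44 and 330 genes in oligodendrocytes, 14 and 558 in microglia, 32 and 130 in upper-layer neurons and 4 and 141 in deep-layer neurons. Without the 3 striatal mice 138 genes passed in oligodendrocytes, 6 in microglia, 50 in endothelial cells, 3 in upper-layer and 0 in deep-layer neurons, the last with 1298 genes at an unadjusted p under 0.050. Without doublet removal the counts were 55 in oligodendrocytes, 10 in microglia and 0 in endothelial cells, and with each nucleus typed on its own 68, 1 and 0 by edgeR, with 355 and 327 endothelial genes at an unadjusted p under 0.050 in these settings. Leaving out single mice moved oligodendrocytes to 58 without control replicate 5, microglia to 23 without control replicate 2 and to 116 without MIR replicate 2, and endothelial cells to 37 without control replicate 2 and to 249 without MIR replicate 3. It moved upper-layer neurons to 3 without control replicate 6, and deep-layer neurons to 0 without control replicate 5, control replicate 6 or MIR replicate 6 by edgeR (with 1213, 1152 and 1392 genes at an unadjusted p under 0.050) and to 21 without control replicate 1. The class difference moved to 3 without control replicate 1, MIR replicate 1 or MIR replicate 6 and to 18 without MIR replicate 3.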

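Genes of a fixed mTORC1-regulated list, written after the Hallmark set and not copied from it, stood higher in MIR mice in 5 of 13 cell types. In fgsea the list was shifted upward in microglia (NES 1.82, adjusted p = 0.000994, 121 genes), Neurogranin neurons (NES 1.7, adjusted p = 0.00345, 97 genes), oligodendrocyte precursors (NES 1.57, adjusted p = 0.00654, 130 genes), PV interneurons (NES 1.54, adjusted p = 0.00937, 166 genes) and oligodendrocytes (NES 1.47, adjusted p = 0.0201, 172 genes). With an estimated correlation camera called none of the 13 types (adjusted p = 0.926 in microglia and Neurogranin neurons), and 19 of 30 splits of the mice gave as many types in fgsea. In microglia Slc2a3, a glucose transporter, rose (log2 fold change 1.14, standard error 0.23, adjusted p = 0.0286 from edgeR) and the list member Pnp fell, while 119 members did not pass, and 2 rose and 1 fell when adjusted over the list alone. The Slc2a3 call was lost without control replicates 2, 3, 4 and 5 and MIR replicate 4 (adjusted p up to 0.0840, without control replicate 5), and edgeR gave adjusted p of 0.782 for Slc2a3 in Microglia nuclei without doublet removal and 0.0999 without the striatal mice. Hk2, which starts glycolysis, had a log2 fold change of 0.63 in microglia (standard error 0.15, adjusted p = 0.0627 from edgeR). In oligodendrocytes 2 members rose over all genes, Cdkn1a and the fatty acid synthesis gene Acaca (log2 fold change 0.55, standard error 0.11, adjusted p = 0.0240 from edgeR), and 4 rose and 1 fell when adjusted over the list alone. The Acaca call was lost without control replicates 2 and 5 and MIR replicates 2, 4 and 6 (adjusted p up to 0.0755, without control replicate 5), and edgeR gave adjusted p of 0.0944 for Acaca in Oligodendrocyte nuclei without doublet removal, 0.0662 with each nucleus typed on its own and 0.0782 without the striatal mice. In Neurogranin neurons, PV interneurons and precursors no member passed over all genes or when adjusted over the list alone. There, the chaperone gene Hspa5 stood at 1.0 in Neurogranin neurons (standard error 0.26, adjusted p = 0.333 from edgeR) and the secretory regulator Xbp1 at 0.74 in precursors (standard error 0.19, adjusted p = 0.168 from edgeR). The list did not pass in upper-layer excitatory neurons (NES 1.01, adjusted p = 0.628 from fgsea), deep-layer excitatory neurons (NES 0.953, adjusted p = 0.640), astrocytes (NES 0.955, adjusted p = 0.640) or endothelial cells (NES -0.865, adjusted p = 0.787). Of the listed genes 2 are also named in Table 3 of the paper and are not independent of these mice.

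The list's median log2 fold change was 0.14 in microglia, 0.14 in Neurogranin neurons and at most 0.08 in the other called types. The camera test called microglia (adjusted p = 0.00661) and Neurogranin neurons (adjusted p = 0.0389) only. In microglia the list passed in each of the 12 fits that leave out 1 mouse. Without MIR replicate 1 it was lost in Neurogranin neurons (adjusted p = 0.0964 from fgsea), oligodendrocytes (0.461), PV interneurons (0.669) and precursors (0.36). It was also lost in oligodendrocytes without MIR replicate 5, in PV interneurons without control replicates 4 or 6, and in precursors without control replicates 2, 4, 5 or 6. Upper-layer neurons passed without control replicate 1 (adjusted p = 0.00432 from fgsea), and 9 types passed in that fit. Within replicates 1 to 3 the list passed in Neurogranin neurons (adjusted p = 0.00850 from fgsea), PV interneurons (0.0256) and SST interneurons (0.0189), and within replicates 4 to 6 in microglia (8.19e-06).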

Single-nucleus RNA sequencing (snRNA-seq) of adult somatosensory cortex showed differentially expressed genes (DEGs; Supplementary Fig. 2a–c), and DEG counts (Supplementary Fig. 2d, *p* < 0.05) were greatest between MIR mice and control offspring in oligodendrocytes, microglia, upper- and deep-layer excitatory neurons, and other excitatory populations, with more DEGs in excitatory than inhibitory neurons. mTOR pathway-related genes were significantly enriched in oligodendrocytes and their precursors, microglia, PV interneurons, upper-layer excitatory neurons, other (neurogranin) excitatory neurons, endothelial cells, and astrocytes (Supplementary Fig. 2e, *p* < 0.05). Pseudobulk analysis (LogFC>1, adj. *p* < 0.05, FDR < 0.1) identified ASD-, epilepsy/seizure-, and neuroinflammation-associated DEGs by cell type (Table 3), including downregulation of Kirrel and GRIP1—both also reduced in human ASD and other mouse models of SOR and repetitive behavior^50^.

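Phyhd1, a dioxygenase gene, rose in oligodendrocytes of MIR mice (log2 fold change 2.88, standard error 0.23, adjusted p = 1.28e-05 from edgeR), from 7.29 ± 3.35 to 53.3 ± 11.6 normalized CPM, with no overlap between the groups. Hif3a, a hypoxia-inducible factor gene, rose there as well (log2 fold change 2.43, standard error 0.40, adjusted p = 0.0107 from edgeR, 12.1 ± 9.03 to 65.6 ± 25.3 normalized CPM), at adjusted p = 0.0800 within replicates 1 to 3 and 3.93e-07 within replicates 4 to 6. Kcnma1, the BK potassium channel, rose in oligodendrocytes (log2 fold change 1.42, standard error 0.21, adjusted p = 0.00535 from edgeR), though not without doublet removal (adjusted p = 0.285 for Kcnma1 in Oligodendrocyte nuclei) or with each nucleus typed on its own (adjusted p = 0.641). The growth factor Fgf1 rose (log2 fold change 0.95, standard error 0.19, adjusted p = 0.0243 from edgeR), a call lost without control replicates 3, 5 and 6 and MIR replicates 2, 4 and 6 (adjusted p up to 0.0676, without control replicate 6). Cdh6, a cadherin, rose (log2 fold change 0.79, standard error 0.18, adjusted p = 0.0434 from edgeR), a call lost without control replicates 1, 2, 3, 4, 5 and 6 and MIR replicates 2, 4, 5 and 6 (adjusted p up to 0.107, without MIR replicate 6). It was also lost without doublet removal (adjusted p of 0.477 for Cdh6 in Oligodendrocyte nuclei by edgeR), at 1% mitochondrial counts (0.0750) and with each nucleus typed on its own (0.288). C4b, a complement component, had a log2 fold change of 3.49 in oligodendrocytes (standard error 0.79, adjusted p = 0.0759 from edgeR, 0.0490 with the block, 0.0467 with a batch term, 0.000289 with the likelihood ratio test and 0.000145 in DESeq2). Fkbp5, a co-chaperone of the glucocorticoid receptor, rose in upper-layer excitatory neurons (log2 fold change 1.18, standard error 0.14, adjusted p = 0.0119 from edgeR, 21.4 ± 3.97 to 48.2 ± 9.80 normalized CPM). In oligodendrocytes Fkbp5 stood at 2.24 (standard error 0.5, adjusted p = 0.0639 from edgeR) and passed with a batch term (adjusted p = 0.0381), without control replicate 3 (adjusted p = 0.0132) and without MIR replicate 3, as it did with the likelihood ratio test (adjusted p = 0.00217), in DESeq2 (adjusted p = 0.00488) and without doublet removal (0.040 for Fkbp5 in Oligodendrocyte nuclei). Its log2 fold change there was 1.49 within replicates 1 to 3 (adjusted p = 0.469) and 3.84 within replicates 4 to 6 (adjusted p = 1.87e-09). In microglia Fkbp5 stood at -0.01 and 2.47 within these sets, and at adjusted p = 0.278 over all mice by edgeR, and 0.0289 for Fkbp5 in Microglia nuclei without the striatal mice.

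In microglia the purine-degrading enzyme gene Xdh rose (log2 fold change 4.24, standard error 0.48, adjusted p = 0.000375 from edgeR), from 1.92 ± 2.22 to 44.1 ± 17.0 normalized CPM, although it had no adjusted p in DESeq2, without doublet removal or with each nucleus typed on its own. Microglial sums held 296234 to 992391 UMIs per mouse, so the control level of Xdh stands for few counts and the size of its change is uncertain. Fam111a, a nuclear protease gene, rose too (log2 fold change 1.53, standard error 0.26, adjusted p = 0.00864 from edgeR), while the semaphorin Sema4b (log2 fold change -1.58, standard error 0.26, adjusted p = 0.00681 from edgeR) and the choline transporter-like gene Slc44a2 (log2 fold change -1.23, standard error 0.2, adjusted p = 0.00681 from edgeR) fell. Without the 3 striatal mice Fam111a in Microglia nuclei had adjusted p = 0.0924 and Sema4b in Microglia nuclei adjusted p = 0.0670 from edgeR. Without doublet removal the values were 0.0832 for Fam111a in Microglia nuclei, 0.0522 for Sema4b in Microglia nuclei and 0.0554 for Slc44a2 in Microglia nuclei, and with each nucleus typed on its own 0.133 for Fam111a in Microglia nuclei, 0.141 for Sema4b in Microglia nuclei and 0.139 for Slc44a2 in Microglia nuclei. In upper-layer excitatory neurons the cyclin gene Ccnd3 rose (log2 fold change 1.18, standard error 0.18, adjusted p = 0.0256 from edgeR), a call lost without control replicates 2, 4, 5 and 6 and MIR replicate 3 (adjusted p up to 0.10, without control replicate 6) and without the striatal mice (0.183 for Ccnd3 in Excitatory-upper nuclei). The activity-induced genes Egr4 and Npas4 had log2 fold changes of -1.62 and -1.39 in deep-layer excitatory neurons (standard errors 0.38 and 0.33), with adjusted p = 0.155 from edgeR for both. They passed with the likelihood ratio test (adjusted p = 0.00410 and 0.00827) and in DESeq2 (adjusted p = 0.00112 and 0.00299). Of 31 measured immediate early genes none passed there over all genes by edgeR, and 1 rose and 17 fell when adjusted over the list alone. The camera test placed this list lower (median log2 fold change -0.62, adjusted p = 1.72e-19 from camera), with adjusted p = 0.236 with an estimated correlation. Kirrel, a synaptic adhesion gene, had a log2 fold change of -1.19 in deep-layer neurons (standard error 0.23, adjusted p = 0.0572 from edgeR, lower in 6 of 6 MIR mice). It was at adjusted p = 0.0723 with the block and passed with a batch term (adjusted p = 0.0479), in DESeq2 (adjusted p = 0.000490), with the likelihood ratio test (adjusted p = 0.000594) and with no filter on low counts (0.0302 for Kirrel in Excitatory-deep nuclei). Grip1, a scaffold of AMPA receptors, had a log2 fold change of -0.58 in Neurogranin neurons (standard error 0.38, adjusted p = 0.595 from edgeR, lower in 4 of 6 MIR mice) and -1.06 within replicates 1 to 3 (adjusted p = 0.0179). Irs2, an insulin signaling adaptor, stood at 1.9 in astrocytes (standard error 0.32, adjusted p = 0.0537 from edgeR) and passed with the block (adjusted p = 0.0166), a batch term (adjusted p = 0.0223), the likelihood ratio test (adjusted p = 1.8e-05) and DESeq2 (adjusted p = 2.22e-05).

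Of the genes that Table 3 and the volcano plots name and that were tested here, 5 of 13 passed in oligodendrocytes, 4 of 7 in microglia, 4 of 11 in upper-layer and 1 of 13 in deep-layer excitatory neurons, 1 of 3 in PV interneurons, 1 of 5 in pooled interneurons, and 0 of 3 in Neurogranin neurons, 0 of 2 in precursors and 0 of 1 in astrocytes by edgeR. The last 3 types had 489, 734 and 1013 genes of any name at an unadjusted p under 0.050, and 2, 36 and 68 by DESeq2. The plot of levels per mouse shows Phyhd1, Hif3a, Xdh, 6030468B19Rik, Fkbp5 and Rap1gapos.

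**Figure D1:**
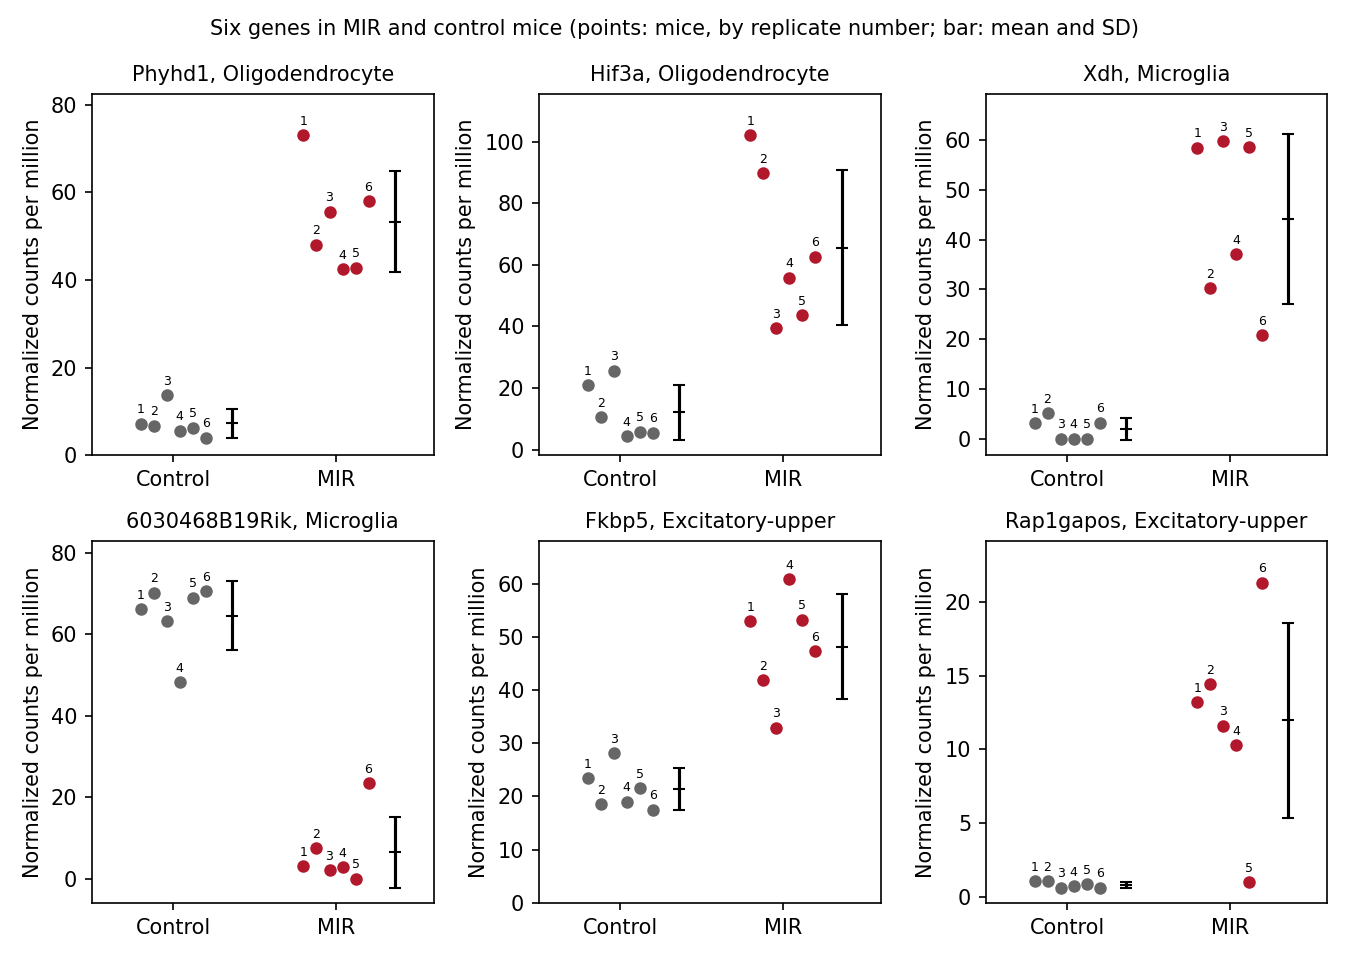
Levels of 6 genes in each mouse, in normalized CPM of the nuclei named in each panel. Points are mice with their replicate number, 6 per group. Bars show the mean and SD. Phyhd1 and Hif3a are shown in oligodendrocytes, Xdh and 6030468B19Rik in microglia, and Fkbp5 and Rap1gapos in upper-layer excitatory neurons. Rap1gapos lost its call in upper-layer neurons with the replicate number as a block.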

**Table 3:** Single-nucleus sequencing analysis of significantly differentially expressed genes in MIR mice compared to control offspring is shown for autism-associated genes, epilepsy/seizure-associated genes, and neuro-inflammation-associated genes

Cell type	ASD-associated genes		Epilepsy/seizure-associated genes		Neuroinflammation-associated genes	
	Up MIR	Down MIR	Up MIR	Down MIR	Up MIR	Down MIR
Excitatory deep neurons	DBI HMGA2, CCND3, MAFB	NPAS4, MYOM2, EGR4, KIRREL*	EGR4, DBI, MAFB	NPAS4		
Excitatory upper neurons	FKBP5, CCND3, CD7	NPAS4, MYOM2, EGR4, COL11A1	FKBP5, EGR4	NPAS4, ACTN2		
Neurogranin Neurons	TBR1	ACTN2, MCM6, MRC2,DISP1, NOSTRIN, DISP1, KCTD18, KCNMB2,TTC28, NKAIN3, GPC6, CDK6, GRIP1*, EGFR, FILIP1, ST8SIA2	TBR1, DISP1	MCM6, DISP1, KCNMB2, NKAIN3, GRIP1*, ST8SIA2, EGFR,FILIP1		
Interneurons	WIPF1, SLC15A2, RPL4	EXD1, SLC17A8	WIPF1			SLC17A8
Microglia	FKBP5, E2F1, MCM6, C4B, PIK3C2G, FAM111A, DIAPH3,CCL12, HSPD1, TUBB5	SEMA4B, SLC44A2	FKBP5, FAM111A, DIAPH3	SEMA4B	XDH, CCL12, C4B, TUBB5	
Astrocytes	IRS2					
Oligodendrocyte s	HIF3A, FKBP5, C4B, CDH6, FGF1, DUSP1 BCAT1, KCNJ3	LYPD6, SLPI	DUSP1, KCNMA1		PHYHD1, C4B, MAT2a	SLPI
OPCs	HIF3A, FKBP5, NPAS1, HSP90AA1		FKBP5, ARF6			

All data use (LogFC >1, *P*_val_adj <0.05, FDR < 0.1) for abundance and significance criteria. *Sensory over-responsivity and repetitive behavior associated genes. *n* = 5 MIR, *n* = 6 control.

GSEA across all cell types showed enrichment of energy-dependent mTOR regulation and kainate receptor activity in MIR (Supplementary Fig. 5a). 

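Over all nuclei pooled per mouse, 31 fixed lists were ranked by log2 fold change with fgsea, and 11 passed. With an estimated correlation camera called none of them, at adjusted p = 0.180 to 0.986, and 4 of 30 splits of the mice gave as many lists in fgsea. Complement and microglial activation genes were shifted upward (NES 2.48, adjusted p = 3.10e-09 from fgsea), with none of 37 members past the threshold over all genes and 12 higher when adjusted over the list alone. Among them, the classical complement gene C1qc stood at 1.04 (standard error 0.26, adjusted p = 0.238 from edgeR) and the antigen presentation gene H2-D1 at 0.78 (standard error 0.19, adjusted p = 0.210 from edgeR). Interferon-response genes (NES 2.31, adjusted p = 1.34e-08 from fgsea), glucocorticoid-responsive genes (NES 2.19, adjusted p = 4.56e-07), mitochondrially encoded transcripts (NES 2.19, adjusted p = 1.94e-08) and heat shock genes (NES 1.99, adjusted p = 7.77e-05) were also shifted upward. Immediate early genes were shifted downward (NES -2.37, adjusted p = 4.56e-07 from fgsea). Energy-dependent regulation of mTOR did not pass (NES -0.483, adjusted p = 1.0 from fgsea, 28 genes), with a median log2 fold change of 0.003, opposite in sign to the test. Kainate receptor activity did not pass either (NES -1.21, adjusted p = 0.513 from fgsea, 11 genes). Toll-like receptor signaling passed (NES 1.87, adjusted p = 0.00129 from fgsea), but not without MIR replicate 1 (adjusted p = 0.0514) or within replicates 4 to 6 (NES 0.941, adjusted p = 0.852 from fgsea). Gap junctions passed (NES 1.75, adjusted p = 0.00636 from fgsea), but not without MIR replicate 3 or MIR replicate 1 (adjusted p up to 0.289). AP-2 transcription factors passed (NES 1.66, adjusted p = 0.0156 from fgsea), but not without control replicates 1 or 5 or MIR replicate 5 (adjusted p up to 0.125) or without the striatal mice (adjusted p = 0.0616). Interleukin-1 signaling passed (NES 1.62, adjusted p = 0.0208 from fgsea), but not without control replicate 1 and MIR replicates 3, 5 and 6 (adjusted p up to 0.156). The mTORC1-regulated list passed (NES 1.53, adjusted p = 0.00442 from fgsea), but not without control replicate 4 and MIR replicate 1 (adjusted p up to 0.973).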

By cell type: all neurons showed enriched ion channel transport/homeostasis and decreased TGF-β and K⁺ channel signaling (Supplementary Fig. 5b); excitatory neurons showed enriched NF-κB, Notch, and TLR5/8 with decreased cytosolic Ca²⁺ levels and AP-2 transcription factors (Supplementary Fig. 5c); inhibitory neurons showed enriched GABA receptor activation and IL-1 signaling with decreased voltage-gated K⁺, NCAM-regulated neurite outgrowth, and gap junction regulation (Supplementary Fig. 5d). These changes suggest that cell-intrinsic mechanisms may drive neuron hyper-excitability, making neurotransmission and ion channel phenotypes in high mTOR-active cells (notably PV interneurons and upper-layer excitatory neurons) plausible targets for rapid rapamycin rescue (Supplementary Fig. 5e).

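In all neurons 7 lists passed in fgsea. With an estimated correlation camera called no list there, at adjusted p = 0.282 to 0.986, and 20 of 30 splits of the mice gave as many lists in fgsea. Complement genes (NES 2.39, adjusted p = 4.27e-09 from fgsea), mitochondrially encoded transcripts (NES 2.29, adjusted p = 4.27e-09), heat shock genes (NES 2.04, adjusted p = 0.000127), interferon-response genes (NES 2.01, adjusted p = 0.000111) and glucocorticoid-responsive genes (NES 2.01, adjusted p = 0.000204) were shifted upward and immediate early genes downward (NES -2.50, adjusted p = 4.27e-09 from fgsea). Hspa1a, an inducible chaperone, rose over all genes (log2 fold change 1.56, standard error 0.24, adjusted p = 0.0278 from edgeR), but not with the block (adjusted p = 0.0660), without the striatal mice (0.168 for Hspa1a in all neuron nuclei), or without control replicates 2, 3, 5 and 6 and MIR replicates 4, 5 and 6 (adjusted p up to 0.0985, without control replicate 6). Of 33 complement genes none passed over all genes by edgeR and 6 rose when adjusted over the list alone, among them C4b (log2 fold change 2.26, standard error 0.47, adjusted p = 0.118 over all genes). In MIR mice 8.74% to 16.4% of nuclei held a UMI of the complement gene C1qa in the 12 types other than microglia, and its level in excitatory neurons was 0.470% of that in microglia. Of 34 immediate early genes none passed over all genes and 15 fell when adjusted over the list alone, among them Arc, which acts in synaptic plasticity (log2 fold change -0.72, standard error 0.17, adjusted p = 0.148 from edgeR). Clustered without integration, 524 nuclei like upper-layer neurons stood apart, 97.5% of them from control replicate 1, with Egr4, Fos, Npas4, Arc and Junb among their leading markers. Without this mouse the list had NES -1.97 (adjusted p = 0.00185 from fgsea) in all neuron nuclei and NES -2.40 (adjusted p = 7.69e-06 from fgsea) in all excitatory nuclei. The mTORC1-regulated list passed (NES 1.4, adjusted p = 0.0346 from fgsea), but not with the block (adjusted p = 0.173), with a batch term (adjusted p = 0.138), or without control replicates 2, 3, 4, 5 and 6 and MIR replicates 1 and 4 (adjusted p up to 1.0). Ion channel transport (NES 1.1, adjusted p = 0.492 from fgsea), ion homeostasis (NES 1.22, adjusted p = 0.337), TGF-beta signaling (NES -1.09, adjusted p = 0.529), inwardly rectifying (NES 1.52, adjusted p = 0.164) and voltage-gated potassium channels (NES 1.16, adjusted p = 0.422) did not pass. For TGF-beta signaling the median log2 fold change was 0.02, opposite in sign to the test.

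In excitatory neurons Adgrd1, an adhesion receptor, fell (log2 fold change -1.2, standard error 0.13, adjusted p = 0.00339 from edgeR), and so did Myom2, a sarcomere gene (log2 fold change -2.20, standard error 0.28, adjusted p = 0.0111 from edgeR), the latter not without control replicate 6 (adjusted p = 0.0545) or without the striatal mice (0.0541 for Myom2 in all excitatory nuclei). Complement genes (NES 2.40, adjusted p = 6.20e-09 from fgsea), mitochondrially encoded transcripts (NES 2.31, adjusted p = 1.5e-09), heat shock genes (NES 2.07, adjusted p = 0.000114), interferon-response genes (NES 2.03, adjusted p = 0.000165), glucocorticoid-responsive genes (NES 1.98, adjusted p = 0.000249) and, downward, immediate early genes (NES -2.76, adjusted p = 1.5e-09) passed. With an estimated correlation camera called no list there, at adjusted p = 0.0838 to 0.994, and 24 of 30 splits gave as many lists in fgsea. The pools of excitatory and of all neurons include the Neurogranin nuclei. Their median mitochondrial share was 1.26%, against 0.068% in the largest upper-layer cluster. They made up 3.71% of nuclei in control offspring and 8.91% in MIR mice. The nuclei of control replicate 1 that stood apart with immediate early genes are excitatory by their markers. NF-kB signaling (NES 0.626, adjusted p = 1.0 from fgsea), Toll-like receptor signaling (NES 1.27, adjusted p = 0.288), reduction of cytosolic calcium (NES 0.985, adjusted p = 0.658) and AP-2 transcription factors (NES 1.58, adjusted p = 0.0716) did not pass. Notch signaling did not pass either (NES 1.54, adjusted p = 0.0716 from fgsea), except with a batch term (adjusted p = 0.0352) and without MIR replicate 2 (adjusted p = 0.0383).

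In interneurons complement genes (NES 2.04, adjusted p = 0.00146 from fgsea), mitochondrially encoded transcripts (NES 2.0, adjusted p = 0.00400), heat shock genes (NES 1.86, adjusted p = 0.00877) and glucocorticoid-responsive genes (NES 1.8, adjusted p = 0.0168) were shifted upward, and immediate early genes downward (NES -2.31, adjusted p = 3.28e-05 from fgsea). With an estimated correlation camera called no list there, at adjusted p = 0.246 to 0.887, and 19 of 30 splits gave as many lists in fgsea. Without MIR replicate 1, complement (adjusted p = 0.25), heat shock (0.327) and glucocorticoid-responsive genes (0.880) did not pass in fgsea, nor did immediate early genes without control replicate 1 (0.824). Cell proliferation genes were shifted downward (NES -1.73, adjusted p = 0.0245 from fgsea), but not with the block (adjusted p = 0.142) or without control replicates 2 or 3 or MIR replicate 1 (adjusted p up to 0.164). The direction of proliferation genes turned within replicates 4 to 6 (NES 1.22, adjusted p = 0.574 from fgsea) and without the striatal mice (NES 1.28, adjusted p = 0.282 from fgsea). GABA receptor activation (NES 1.1, adjusted p = 0.437 from fgsea), interleukin-1 signaling (NES 0.613, adjusted p = 1.0), voltage-gated potassium channels (NES 1.45, adjusted p = 0.131) and NCAM signaling (NES -0.853, adjusted p = 0.888) did not pass. Gap junctions did not pass (NES 1.48, adjusted p = 0.131 from fgsea), except without the striatal mice (adjusted p = 0.0298) and in 1 of 12 fits that leave out a mouse. Within replicates 1 to 3 the glucocorticoid list had adjusted p = 0.274 in excitatory neurons, 0.296 in all neurons and 0.213 in interneurons by fgsea. Within replicates 4 to 6 immediate early genes had adjusted p = 0.00351 in excitatory neurons, 0.0665 in all neurons and 0.793 in interneurons. In interneurons 4 to 6 also left complement (0.0805), heat shock (0.0805) and mitochondrial transcripts (0.574) short of the threshold, as replicates 1 to 3 did heat shock genes (0.134).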

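In PV interneurons no ion channel or synaptic list held a gene that passed the edgeR test, over all genes or when adjusted over the list alone. These lists were ion channel transport (51 genes), voltage-gated potassium channels (30), voltage-gated sodium and calcium channels (29), inwardly rectifying potassium channels (18), GABA receptor activation (35), kainate receptor activity (11) and synaptic genes (56). PV interneurons had 567 genes of any kind at an unadjusted p under 0.050, and 11 genes passed there in DESeq2. The chaperone gene Stip1, a member of the mTORC1-regulated and heat shock lists, had a log2 fold change of 0.39 (standard error 0.1, adjusted p = 0.480 from edgeR). Heat shock genes as a list stood higher in PV interneurons (adjusted p = 0.00127 from camera), with adjusted p = 0.764 with an estimated correlation. In upper-layer excitatory neurons, too, no member of these lists passed over all genes. Adjusted over the list alone, Clcn6 and Trpm4 fell among 57 ion channel transport genes, and Kcnd3 and Kcna1 rose among 38 voltage-gated potassium channels. The camera test called neither ion channel transport (adjusted p = 0.657) nor voltage-gated potassium channels (adjusted p = 0.348), sodium and calcium channels (adjusted p = 0.657), GABA receptor activation (adjusted p = 0.348) or synaptic genes (adjusted p = 0.978) in upper-layer neurons. From the pathway shifts, the paper reasons that mechanisms within the cells may drive hyperexcitability. It names neurotransmission and ion channels in PV interneurons and upper-layer excitatory neurons as plausible targets of rapid rescue by rapamycin.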

Bulk RNA sequencing of somatosensory cortex with and without acute rapamycin identified DEGs that can rapidly affect neuronal function, including GABA- and glutamate-related genes, transcription factors, and ion channel genes (LogFC>1, *p* < 0.05, FDR < 0.1; Table 4). Examination of ASD-risk genes^13,51^ showed significant up- or down-regulation in MIR mice of *TEK, PLAUR, ID1, Homer1, TEKT4, CNTNAP3, Slc35D3, Grin2c, CHD7, CDKN1A* (*p21*), and *NeuroD1* (Supplementary Table 1). Rapamycin rescued the over-expression of *TEK, PLAUR, CDKN1A*, and *ID1*, and the under-expression of *TEKT4, CHD7*, and *CNTNAP3* (Supplementary Table 2); it also decreased *Nestin, GEM, TIPARP*, and *APOLD1* and increased *HIF3A* and *PLIN4* (Supplementary Table 2). GSEA showed elevated glutamate receptor, oxytocin, PI3K, apoptosis, and angiogenesis pathways in MIR (Supplementary Fig. 5e), and biological-process GO showed elevated GPCR signaling and negative regulation of hydrolase activity but decreased cytokine regulation, amine metabolic processes, and autonomic nervous system development (Supplementary Fig. 5f). After rapamycin, GPCR signaling, innate immune, signal transduction, post-translational, and protein modification pathways were elevated (Supplementary Fig. 5g), and pathway GSEA showed increased neurotransmitter regulation, lipid regulation, and growth factor response with decreases in epithelial and skeletal systems (Supplementary Fig. 5h).

**Table 4:** Bulk sequencing analysis of significantly differentially expressed genes in MIR mice compared to control offspring is shown for transcription factors, GABAergic genes, Glutamatergic genes, ion channel genes, potassium ion genes, sodium ion genes, and calcium ion genes, which may affect neuronal excitability

Differentially Expressed Genes MIR vs CNTL													
Transcription Factors		GABAergic genes		Glutamatergic Genes		Ion Channels		Potassium Channels		Sodium Channels		Calcium Channels	
Up	Down	Up	Down	Up	Down	Up	Down MIR	Up	Down	Up	Down	Up	Down MIR
Runx2 Nkx1-2 E2f8 Trpc6 Tcf19	Nkx2-1 Nkx2-2 Myt1 Helt Eya2 Asic4 Tfap20 Tfap2a		Gabre Gabrq		Grik1 Grik2 Grin2c Grid2 Grm1 Grm4	Slc22a3 Slc22a4 Asic4 Clcnka Slco2b1 Trpc6	Trpc6 Clic6 Trpc7 Trpv1 Trpm3 Slc35d3	Kcnh3 Kcnv1	Kcne1l Kcnj5 Kcnab1 Kcnk10 Kcnj13		Slc4a5 Slc10a4 Slc8a3 Scn5a Scnn1g	Cacnb3	Cacng5 Cacna2d2

All data use (LogFC > 1, *P* < 0.05, FDR < 0.1) for abundance and significance criteria. *N* = 8/group/treatment.

These findings identify DEGs controlling excitatory/inhibitory neurotransmission, transcription factors, and ion channels as candidate substrates for the hyper-excitability and aberrant functional connectivity in MIR mice are rapidly altered by acute rapamycin and represent promising therapeutic targets.

## Discussion

Exposure to early gestation mild maternal inflammation in CD1 mice recapitulates multiple ASD phenotypes: early juvenile brain overgrowth followed by regional cortical thinning with enlargement of hippocampal, basal ganglia, and ventricular structures^42,43,52^; increased seizure susceptibility^53^, chronically elevated blood cytokines and brain microglia^6,18–20,22,51,54^; and social, communication, anxiety, and repetitive behaviors^27^. We have now extended these findings to show that MIR mice demonstrate significant SOR and sensory processing dysfunction. SOR is an extremely impairing clinical condition marked by avoidance and/or sensitivity to sensations and is present at high rates across the autism spectrum. SOR is associated with other core features of ASD, such as difficulties with social cognition and behavioral and emotional regulation^55^. Our findings add an acquired model of ASD to the numerous genetic models that exhibit SOR, and demonstrate that inhibition of mTOR signaling temporarily ameliorates this condition.

It may be surprising that a single exposure to low-level maternal inflammation, at a dose insufficient to cause sickness or behavioral changes in the dam or to reduce litter size, can produce such lasting effects on offspring's brain and behavior. However, we and others have found that early* in utero* exposure sets up chronic dysregulation in systemic immune function^56^, suggesting a chronic inflammatory state across the life span in MIR mice. Both clinical and pre-clinical studies have reported some success in the treatment of ASD behavioral impairments with an anti-inflammatory drug, pioglitazone, which improved abnormal phenotypes along with reducing neuro-inflammation^57^. Induction of systemic and brain inflammation in adult wildtype/control mice has not been found to produce any of the ASD-associated abnormal behaviors like those that we see in MIR mice where inflammation was induced *in utero* and persists chronically^58^. Therefore, an elevated inflammatory state in the adult brain does not, on its own, explain most of the MIR phenotypes, suggesting that there are likely important vulnerable periods in brain development where inflammatory exposure is especially deleterious and/or the effects of chronic inflammation and increased mTOR pathway activity have the strongest effects. It is well known that chronic neuro-inflammation can contribute to significant brain pathophysiology, and that maternal inflammation is also known to be a significant risk factor for both ASD and brain overgrowth^6,22–26,59^. Although we initially hypothesized that chronically elevated microglia may drive the MIR phenotype^60^, microglia ablation rescued behaviors in young but not older adults, while rapamycin rescued both. Microglia therefore likely play a role in establishing physical and functional changes but are not the primary cause of ongoing dysfunction. Thus, the effects of MIR exposure on behavior are complex and evolving over the lifespan, as indicated by early brain overgrowth followed by later regional decreases in brain volume. Chronic post-natal neuro-inflammation and mTOR activation in the brain have also been associated with epilepsy and a disturbed excitatory/inhibitory balance^53^, which is consistent with the cortical hyper-excitability and increased seizure susceptibility that we observe in MIR mice.

Given the long-term elevation in mTOR signaling in MIR offspring and the similarity of some ASD-associated brain and behavioral phenotypes seen in *TSC* and *PTEN* mutant mice that also have increased mTOR pathway activation, we examined the role of mTOR signaling in MIR pathology. The mTOR inhibitor, rapamycin, is known to rescue several abnormal ASD-associated behaviors in murine genetic models of *PTEN* and *TSC* mutations even in adult mice with existing/ongoing brain physiological abnormalities like brain overgrowth^6,29,31^. Here we observed an unanticipated rapid effect on MIR behaviors. After confirmation that the effects of rapamycin were based on CNS-mediated inhibition of the mTOR pathway using the peripheral-acting RapaBlock inhibitor, we focused our mechanistic search on rapidly modifiable physiological and functional processes rather than the structural remodeling that longer rapamycin treatment regimens produce^7,29,30,61^, potentially revealing mechanisms obscured by chronic dosing.

While synaptic strengthening/weakening through altered levels of neurotransmitter release or post-synaptic receptor expression can occur on short (minutes to hours) time scales, widespread physical synaptic remodeling is an unlikely mechanism for acute rapamycin effects. This led us to examine changes in neuronal gene expression, excitation, and functional activation and organization at the circuit level as possible fast-acting mechanisms that could underlie the brain and behavioral dysfunction rescued by acute rapamycin treatment in the MIR model. Single-nucleus sequencing showed mTOR pathway gene expression was upregulated across microglia, astrocytes, oligodendrocytes and their progenitors, upper-layer excitatory neurons, and parvalbumin interneurons, implicating cell-type-specific pathway dysregulation. Many genes associated with autism, epilepsy, and neuroinflammation were differentially expressed in upper and deep-layer excitatory neurons. Bulk sequencing identified rapidly modifiable changes in transcription factors, ion channels, and neurotransmitter synthesis genes, and several ASD risk genes^13,51^ were altered and reversed by acute rapamycin, which have known associations with brain size (*ASPM, KIF14*), epilepsy (*PLAUR, MAST3, HOMER1, ACE, ID1, CHD7, CDKN1A*), intellectual disability (*CHD7, TEKT4*), sensory processing (*PLAUR*), synaptic plasticity (*HOMER1, CNTNAP3, IQGAP3*), and neuroinflammation (*TEK, CNTNAP3, ACE, CDKN1A*). The rapid rescue of neuron hyperexcitability and seizure susceptibility within the same time frame as behavioral rescue suggests that restored excitation and inhibition balance underlies normalization of abnormal sensory and other ASD-related behaviors.

The majority of the circuit-level rs-fMRI differences in MIR mice were FC increases involving primarily sensory rather than motor circuits, despite the prominent repetitive motor behavioral phenotype. While M1 motor cortex showed increased basal ganglia FC, the dominant cortico-striatal and cortico-limbic increases originated from sensory cortex, and the involved basal ganglia structures themselves serve sensory as well as motor roles^62^. The most prominent changes were between thalamus and primary sensory cortices and salience network structures, aligning with the SOR phenotype. Therefore, given the close clinical correlation between repetitive behaviors and sensory sensitivity and the beneficial, self-regulation role repetitive behaviors can play^63^, our findings that sensory dysregulation is the more dominant brain phenotype in MIR mice further support the idea that repetitive behaviors may develop in response to SOR rather than being a primary dysfunction in ASD. This sensory-dominant hyper-connectivity profile aligns with a recent cross-species fMRI analysis^64^ that identifies a reproducible autism related hyper-connectivity subtype linked to immune, transcriptional, and mTOR-related pathway activation, distinct from a hypoconnectivity subtype tied to synaptic dysfunction. mTOR signaling was among the few synaptic-related pathways enriched in the hyper-connectivity subtype, positioning it as a molecular bridge between immune activation and functional network alterations. The thalamic, sensory, and salience network involvement we observed in MIR mice mirrors the hyper-connectivity signatures seen across multiple immune- and mTOR-linked mouse models of autism and in human data^64^. Furthermore, acute rapamycin reduced cortical FC toward control levels but further increased subcortical FC, indicating that behavioral rescue does not depend on full FC normalization. This is likely related to the fact that brain structural abnormalities remain, and acute rapamycin treatment is acting in the context of these persistent physical changes. Longer treatments with rapamycin in TSC mutant mice^7^ show that rescuing physical synaptic abnormalities produces a greater return to control FC patterns. These circuit-level insights into dysregulation in MIR mice and the pattern of network changes associated with behavioral recovery that we have identified are potentially useful neuromodulatory targets for non-pharmacological-based treatments like transcranial magnetic stimulation and low intensity focused ultrasound for ASD and SOR.

In a graph theory network analysis of community architecture, we found that MIR offspring have a larger number of functional modules compared to control offspring, suggesting that their brain circuitry is more segregated into distinct functional sub-networks in subcortical brain regions. However, the nodes within these subcortical modules have higher classification diversity values than in controls, indicating highly flexible membership between modules within the MIR group, reflecting increased information transfer across the brain, and greater functional integration. The opposite is true within the cortex of MIR mice, with a lower classification index indicating reduced information transfer across the brain. The combination of increased module number and altered intra-module nodal diversity suggests a complex reorganization of brain networks, which may reflect both deficits and compensatory adaptive changes in functional connectivity. Clinical fMRI studies in ASD show similar patterns of increased module number, intermodular connections, and module diversity^65,66^, demonstrating another cross-species phenotype that is present in our inflammatory, acquired model of ASD.

It has been suggested that the functional modular reorganization in the ASD brain may be a compensatory mechanism for restoring functional homeostasis at the circuit level in response to physical connectivity changes, and that therapeutic normalization of this altered modular organization would therefore be likely to worsen ASD dysfunction^65^. However, our acute rapamycin treatment data suggest otherwise. The rapid rescue of this abnormal network modularity in MIR mice following rapamycin treatment was one of the largest effects of the pharmacological treatment on the MIR model of brain dysfunction. Both the number of modules and the distribution of the nodal connectivity within these modules were returned to control levels after acute rapamycin, and this treatment restores information flow and network stability within the same time frame that we observe behavioral and electrophysiological rescue from acute rapamycin. Therefore, our findings suggest that the modular organization of functional brain networks are related to behavioral traits in ASD, and that this may be a central functional mechanism underlying inflammation-mediated behavioral dysfunction in several core autism phenotypes.

In summary, our data support a plausible etiology of mTOR-mediated dysfunction in ASD revealed through acute rapamycin: (1) in utero MIR exposure produces chronic postnatal neuroinflammation, (2) sustaining elevated mTOR signaling, (3) which increases neurogenesis and synaptogenesis during a critical developmental window, (4) producing brain overgrowth and abnormal physical connectivity, and (5) compensatory functional brain reorganization. Maternal inflammation could therefore account for the non-macrocephalic brain overgrowth seen in early childhood ASD^21,41^, with even mild growth alterations producing aberrant connectivity and brain-wide functional network and behavioral changes. Although this dysfunction is identifiable at the network level, it depends on processes operating at the immune, cellular, and subcellular (gene expression, signaling) levels. While longer mTOR suppression also reverses physical maladaptive plasticity^7^, acute rapamycin treatment identifies additional therapeutic targets across these levels and shows that even the adult MIR brain is amenable to rapid functional and excitability normalization, rescuing core and comorbid ASD behaviors without requiring lasting structural change. Therefore, restoring excitation and inhibition balance and normalizing sensory network modularity may be key mTOR-related targets for therapeutically addressing both SOR and compensatory repetitive behaviors in ASD.

## Methods

The following methods have been communicated using the ARRIVE 2.0 guidelines^67^.

### Study design

The primary objective of this study was to evaluate the low-dose, early gestation model of maternal inflammation on offspring studied chronically from young adult (P60-90) to old adult (P200-400), to assess the effects of acute rapamycin treatment at these ages, and to identify mechanisms contributing to its rapid effects on behavior. Our main hypotheses were that the MIR model replicates multiple phenotypes relevant to autism (brain overgrowth, chronic systemic inflammation, microglia contributions to dysfunction, sensory dysregulation, autism-associated gene expression changes, etc.), and that the rapid effects of rapamycin treatment could identify novel mechanisms of dysfunction that are different from published chronic effects of rapamycin treatment involving physical synaptic remodeling.

### Experimental framework

A parallel group design was used for most experiments, where there are separate MIR and Control offspring groups for every treatment and for different ages (young adult and old adult). The fMRI experiments used a within-subjects crossover design where mice were first tested at baseline and then again after rapamycin treatment. The experimental unit used for all studies is individual mouse offspring. Multiple litters of maternal inflammation-exposed offspring and vehicle control-exposed offspring were generated, and equal numbers of male and female offspring were randomly selected from all litters to generate each experimental group. Some mice were used as young adults, and other animals from the same litters were kept for experiments on older adult mice. These experiments were performed with 52 total litters generated over several years of experimentation (see Supplementary Table 3). Every new litter generated was evaluated for repetitive behaviors in an open field to confirm that the MIR phenotype was reproduced in the new offspring before using them for experiments, including non-behavior experiments. No MIR litters failed to display a significant repetitive behavior phenotype in offspring, demonstrating the reproducibility of the model. Because batch variations in LPS strength/effectiveness have been reported we used the same batch of LPS, stored in small aliquots at −80 °C, and made up fresh in saline for injection for every MIR litter generated. See Fig. 1a for an outline of this experimental timeframe.

### Sample size

Sample sizes were determined based on our own previous experiments and relevant experiments published in the literature to achieve a statistical power of 0.8 with an alpha of 0.05 to detect an effect size (Cohen’s d) of 1.2. The significance and the effect size were reported for every result in the figure legends and results section. Group numbers have been reported in all figure legends, and individual data points are plotted in the result figures.

### Inclusion and exclusion criteria

Mice from multiple litters were randomly assigned to each group, and no selection criteria were used. An equal number of male and female mice were used in each group. Mice injured due to fighting in home cages, which happened occasionally, were excluded from the study due to possible confounding effects of single housing and medical treatments. No animal exclusions were necessary due to a failure to perform the behavioral tests. Because we used an outbred strain of mice (CD1) that has some genetic variability, a range of phenotype severities was expected. Therefore, outlier data and outlier animals were not removed from any experiment since these mice likely represent the possible range of outcomes in the model.

### Blinding

Animal group identification was not written on cage cards so that researchers were blinded to experimental groups during data collection. Group identification was known to the investigator analyzing the data only after all data had been collected. The treatment group, but not the litter group, was known when rapamycin or vehicle treatment was administered. However, due to the development of extreme repetitive behaviors in a third of the MIR offspring at older ages, it was not possible to be fully blinded to the group for the old-adult mice. MIR mice at older ages also frequently weighed less due to constant repetitive activity compared to control mice, which normally become more sedentary and increase in weight significantly with age. MIR mice at young adult ages were not readily identifiable by inspection of home cage behavior.

### Experimental animals

Time-mated, pregnant CD-1 wild-type mice were obtained from Charles River Laboratories (CA, USA). On day E9 of gestation, pregnant dams received a single intraperitoneal (I.P.) injection of low-dose lipopolysaccharide (LPS, E. coli serotype 0111:B4; Sigma) at 0.008 mg/kg dissolved in sterile saline, or an equivalent volume of sterile saline (Vehicle Control). This low dose was chosen as it induces a cytokine response without causing overt sickness behavior in the pregnant dam and mild brain overgrowth in the offspring (15–20% greater than vehicle control offspring but not macrocephalic), as we have previous published^27^. The same batch of LPS was used for the generation of all MIR litters in this manuscript. A different batch of LPS used at the same dosage generated MIR offspring in our previous publication of this model, demonstrating its reproducibility. Litter sizes ranged from 9–16 offspring, and mice were weaned at post-natal day 21. After weaning, mice from the same litter were socially housed together 2–4 per cage by sex. Mice were randomly selected from multiple litters to form experimental groups, and equal numbers of male and female mice were used in each group for all experiments. Separate cohorts of mice were used at young adult ages (P60-90) and old adult ages (P200-400) for specific experiments. Mouse age group have been reported in figures and figure legends. The CD-1 strain of mice was used because of the similarity that their stem and progenitor brain cells have to human brain Hif1-alpha redox responses that are relevant to an inflammation model, their large litter sizes, and their consistent responses in behavioral testing, as seen in our original publication of this MIR model^27^.

#### Husbandry details

Animals were socially housed under standard pathogen-free conditions on a 12-hour light/dark cycle at a constant temperature (20–26 °C) and humidity (50%). They had ad libitum access to standard rodent chow and sterile water. Cages contained aspen chip bedding and were provided with nesting material for enrichment. At the end of all experiments, mice were euthanized by CO_2_ and rapid decapitation or by perfusion-fixation following pentobarbitol overdose and succession of respiration. No unexpected animal deaths occurred, and the only adverse events that occurred were due to a small number of cases of animal fighting in the home cages outside of experimental work.

### Pharmacological treatments

All pharmacological treatments were administered to the mice as young adults (P60-90) or old adults (P200-400), apart from the juvenile mice (P25) in the reciprocal social interaction test (see Supplementary methods and Supplementary Fig. 3b). Juvenile mice are commonly used for this test because they are less territorial and more likely to engage in reciprocal behaviors without aggression or dominance behaviors.

### Rapamycin

Rapamycin (5 mg/kg; Sigma-Aldrich) or vehicle (DMSO) was administered via intraperitoneal (I.P.) injection in the flank. For all acute treatment experiments in young and old MIR and control offspring, this was given 2 hours prior to data collection. The rapamycin dose was chosen based on previous published work that showed behavioral rescue in genetic murine models of autism in adult offspring^6^. For the chronic treatment experiment, daily I.P. injections (5 mg/kg) were given for 5 weeks.

### Microglia depletion

Young and old adult mice were fed a diet containing the CSF1R-inhibitor Plexxikon 5622 (Plexxikon-Daiichi, San Francisco) formulated at 1200 mg/kg in rodent chow (AIN-76A; Research Diets, New Brunswick, NJ) or control AIN-76A chow ad libitum for 3 weeks prior to and during behavioral testing. Microglia depletion was confirmed (>98%) with post-mortem immunohistochemistry with the myeloid cell marker, IBA1 (Wako 019-19741).

### PTZ treatment

Mice were tested for seizure susceptibility using an escalating pentylenetetrazole (PTZ, Millipore P6500) dosing protocol (0–40 mg/kg, I.P.) modified from Shimada and Yamata^68^. Following intraperitoneal injection with PZT, a GABAA receptor antagonist, animals were monitored continuously for 30 minutes. High doses of PTZ are known to induce an acute, severe seizure, but sequential injections of a sub-convulsive dose are used for the development of chemical kindling, an epilepsy model. With this method, vulnerability to PTZ-mediated seizures can be estimated. PTZ was dissolved at 2 mg/mL in sterile 0.9% (w/v) NaCl and prepared on the day of use. Mice were injected i.p. with a starting dose of 10 mg/kg and then injected every 2 days again, increasing the dose by 10 mg/kg. Mice were monitored for the following seizure-related escalating behaviors for 30 minutes following the injection: (0) no seizure behaviors, (1) immobilization, (2) head nodding and partial myoclonus (sudden, brief involuntary twitching or jerking of a muscle or group of muscles), (3) continuous whole body myoclonus, (4) rearing or tonic seizure (falling on the side followed by forelimb tonic contraction and hindlimb tonic extension), (5) tonic-clonic seizure with rushing and jumping. Both control and MIR mice were given escalating doses of PTZ until all mice from one group were displaying seizure-like activity anywhere on the 1–5 scale, and the number and severity of seizure symptoms at this maximum PTZ dose (40 mg/kg) were then compared between groups to determine relative induced seizure susceptibility. The effects on seizure-behavior level at the maximum PTZ dose after acute rapamycin treatment in MIR and vehicle-control offspring were also compared. Humane endpoint: the experiment was to be terminated for an animal if it experienced a tonic-clonic seizure lasting longer than 60 seconds or failed to recover normal posture within 5 minutes but no animals met these criteria. The primary outcome of the PTZ experiment was identifying the number of mice which reached each seizure-behavior level (1-6) with and without rapamycin treatment at the maximum PTZ dose (40 mg/kg). A quantitative seizure score was generated for each mouse based on what seizure level (1–6) the mouse was at for each dosage of PTZ and PTZ + rapamycin for statistical analysis in supplemental results (Supplementary Table 4).

### Blood cytokine analysis

Blood was collected from pregnant dams on E9 at 12-hours after LPS injection (0.008 mg/kg, I.P.) and from MIR and control offspring as adults. Blood plasma was separated and frozen before analysis by the UCLA Pathology Immune Assessment Core using the Luminex’s xMAP® Mouse 32-plex Cytokine/Chemokine Panel Immunoassay according to standard assay methods. The primary outcome was the blood cytokine levels resulting from acute LPS injection in pregnant dams and in adult MIR-exposed and vehicle-control-exposed offspring. See supplemental methods for full cytokine names with abbreviations

### Regional brain microdissection and western blot

The sensory-motor cortex, amygdala, and striatum were microdissected from adult MIR and control offspring and from a separate cohort of adult offspring after acute rapamycin treatment and flash frozen for standard western blot analysis. Tissue homogenates (cytosol) were lysed in RIPA buffer (25 mM Tris-HCl, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS, pH 7.6 at 4 °C) containing a cocktail of protease inhibitors (Calbiochem). Equal amounts of protein were separated by SDS-PAGE (4–12% Bis-Tris gels, Invitrogen) and transferred to PVDF membranes (Invitrogen), blocked in TBST plus 5% non-fat milk and then incubated with the following primary antibodies: phospho-S6 (S235/236; 1:2000, Cell Signaling, #4858), S6 (1:2000, cell signaling, #2217), and b-actin (1:2000, Cell Signaling, #4970) overnight at 4 °C. The membranes were then washed with TBST and incubated for 1 h at room temperature. The washed membranes were then treated with an enhanced chemiluminescence detection reagent (Thermo Scientific). All Blots were developed using ChemiDoc XRS+ Molecular Imager (BioRad) and analyzed using Quantity One software (BioRad). Band densities were normalized to the total amount of protein loaded per lane using Sypro Ruby (BioRad). The three regions of brain tissue were pooled from MIR and vehicle-control offspring for comparison of phospho-S6 protein levels normalized to total S6 protein and GAPDH protein levels in mice treated with a 2-hour rapamycin or vehicle treatment.

### Behavioral testing

Mice were housed four per cage on a 12-hour light/dark cycle with ad libitum access to food and water. All behavioral experiments were performed during the light phase (10:00–16:00) by a blinded experimenter. Animals were habituated to handling for 3 days prior to experiments and habituated to the testing room for 60 minutes the day before and the day of any test. Mice which took part in the open field, light/dark, and Von Frey testing were habituated to the testing apparatus in a 10-minute habituation session on two consecutive days before testing. A battery of tests was performed on the same cohort of mice in order of least to most stressful, with at least 48 hours between tests: open field, tactile light/dark box, Von Frey, and finally PPI. A separate cohort of young mice (P25) was used for the juvenile reciprocal social interaction testing. Behavioral equipment was cleaned between animals with 70% ethanol followed by tap water, and then dried to remove residual odor cues.

### Open field repetitive behaviors

Measurement of the cumulative time spent performing repetitive behaviors in an open field chamber was performed during a 10-minute session according to the methods of Peñagarikano et al^69^. The total amount of time that the mice spent performing repetitive behaviors (grooming while stationary or while moving on all body regions, and repetitive circling seen in some of the older mice) was measured. The primary outcome measure was the percentage of total testing time spent performing repetitive behaviors of any kind. A square open-field arena (40 × 40 × 40 cm) constructed of opaque gray PVC was used. The floor was non-textured and non-absorbent, and no bedding was present. Illumination at the arena was set to 50 lux during testing.

### Von Frey SODU

The Von Frey simplified up-down (SODU) method from Bonin^70^ was used for assessing mechanical (tactile) sensitivity on the hind paws. We used standard Von Frey filaments (Harvard Apparatus), which are thin nylon fibers of varying diameters which are used to apply a controlled mechanical force onto the mouse’s paw to assess the force threshold at which the animal senses (notices) the touch and lifts/withdraws its paw. The paw withdrawal threshold (PWT) is a quantified measure of fiber force strength at which this behavioral response is observed. A wire mesh platform was used as the testing area. Mice were habituated to this platform while in a clear plastic holding chamber for 1 hour prior to testing. During the test, the mice were placed on top of the wire mesh platform and allowed to freely explore. A low threshold Von Frey fiber was used to touch the plantar surface of one of the hind paws of the mouse through the mesh frame for 1–2 seconds. The response of the mouse was recorded (either lifting its paw or no response). If the mouse withdrew its paw, then the next lower filament was used for the second touch. If the mouse did not respond, then the next higher filament was used for the second touch. This process was repeated for five touches in total. Outcome variables: we used the final response to the fifth filament to estimate the PWT. If the mouse did not withdraw its paw on the fifth touch, 0.5 was added to the logarithmic value of the fifth filament’s diameter. If the mouse withdrew its paw on the fifth touch, 0.5 was subtracted from the logarithmic value of the fifth filament’s diameter. The resulting logarithmic value was converted to a linear scale to obtain the PWT in grams. The primary outcome measure was the mechanical threshold in grams at which the mice felt/responded to the fiber pressure on the bottom of their hind paw on the 5th touch.

### Light/dark box tactile avoidance testing

The tactile avoidance light/dark box is a novel method developed to examine the tactile sensitivity of the paws and avoidance behaviors. This test used the classic light/dark chamber box, which is traditionally a test for anxiety in mice where normal mice will explore both light and dark chambers, but mice prefer the dark chamber, and mice with heightened anxiety will spend much more time in the “safe” dark chamber compared to normal controls^71^. We adapted this test to use either a smooth plastic floor or a rough textured floor in one chamber, using rough, 80-grit anti-slip stair adhesive strips. The time mice spend in the left or right chamber when both are lit and the floor is smooth plastic (trial 1), when both are lit but the floor in one chamber has the rough texture (trial 2), when one chamber is dark but both floors are smooth (trial 3–the classic light/dark box test), and finally when the dark (preferred) chamber had the rough textured floor and the lit chamber had a smooth floor (trial 4) was measured. Each trial was 10-minutes long and was performed 24 hours apart, with the order of the trials randomized for each group. The primary outcome measures were the time spent in each chamber for each trial. Spending less time in the normally preferred dark chamber when the floor was a rough texture but not when the floor was smooth, demonstrated an aversive tactile sensitivity and avoidance behavior. Each chamber was a square arena (40 × 40 × 40 cm) constructed of black acrylic. Illumination on the arena floor was set to 150 lux during all trials.

### PPPI and habituation to sensory startle

The San Diego Instruments SR-Lab Startle Response System was used to test for sensory gating ability in the different animal groups. The system software is programed to produce a randomized combination of a low-intensity airpuff onto the fur on the back of the mouse as the pre-pulse sensory “warning” followed by a loud (20 dB, startle-inducing) sound at an increasing distance in time (50–1000 ms) between the pre-pulse airpuff and the audible startle pulse according to the methods of Orefice, et al.^45^. Startle-only pulses were also included at the beginning, middle, and end of the full test. The amplitude of the startle response by the mouse was measured by a sensitive gyroscope within the soundproof testing chamber. Mice were placed within the startle enclosure, and testing time was ~30 minutes per session. When sensory gating is normal, the closer in time that the tactile pre-pulse warning (light airpuff) is given to the auditory startle sound, the greater the inhibition (decrease) there is in startle response from the mouse. Primary outcome measures: The SR-LAB software automatically records the mouse’s startle response (i.e., movement detected on the platform). This data was then used to calculate the PPI percentage by comparing the startle response amplitude in the presence of the changing time distance of the prepulse stimulus. In addition, a startle only (without prepulse warning) at the beginning, and end of the PPI program was used to test for habituation to startle over time and was shown as a ratio (amplitude of end startle: amplitude of beginning startle) where values > 1 indicate a lack of habituation.

### Single-cell and bulk genetic sequencing and analysis

Mice were euthanized according to approved protocols, and sensory-motor cortex tissue was microdissected from MIR and control offspring and flash frozen before being prepared for sequencing analysis. For bulk RNA sequencing, 12 MIR and 12 control mice were given rapamycin or vehicle 2 hours before euthanizing and flash freezing the brain tissue for sequencing. RNA was isolated using a Qiagen RNeasy Mini kit (Cat. 74106) followed by library preparation using a KAPA Stranded mRNA-Seq Kit (Cat. KR0960). The sequencing libraries were pooled and sequenced to generate a minimum of 220 M 50 paired-end reads on NovaSeq6000 (Illumina). Reads were aligned to the mouse mm10 genome reference using STAR aligner (v2.4.0). Read counts for refSeq genes were generated by HT-seq 0.6.1. Various QC were performed after alignment to examine the level of mismatch rate, mapping rate to the whole genome, repeats, chromosomes, key transcriptomic regions (exons, introns, UTRs, genes), insert sizes, AT/GC dropout, transcript coverage and GC bias. Outliers were removed based on QC results. Differential expression analysis was conducted with R-project and the Bioconductor package EdgeR. DEGs between groups were defined as those meeting all of the following criteria: false discovery rate (FDR) < 0.05, LogFC > 0.5, and *p* < 0.05 threshold. We also tested for overlap between these DEGs and high-confidence autism-associated genes in ASD databases^13,51^.

For single-nucleus RNA sequencing nuclei were isolated from frozen brain tissue using iodixanol-based density gradient centrifugation and submitted to UCLA Technology Center for Genomics and Bioinformatics for library preparation (via Chromium Single Cell 3’ v3 kit from 10x Genomics) and sequencing (via NovaSeq 6000 S2 platform from Illumina). Cell Ranger (10x Genomics) was used for alignment, filtering, barcode identification, and generation of gene-cell matrices for each sample. Ambient RNA was removed using CellBender. Pre-processing (minimum cells 3, minimum features 200, doublet removal via scDblFinder^72^, maximum mitochondrial content 5%), integration (3000 features), and clustering (resolution 0.8) were performed using the R package Seurat. 

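Clustering of the integrated nuclei gave 39 clusters, named from marker genes fixed for 26 types. Upper-layer excitatory neurons held 15679 nuclei, deep-layer excitatory neurons 10491, oligodendrocytes 9626, astrocytes 4831, PV interneurons 2400, microglia 2147, endothelial cells 375 and pericytes 290. A cluster of 3808 nuclei was named Neurogranin by its marker set. Of that set Cck was among its 10 leading genes by fold and Nrgn was not, while both were among those of a cluster of 293 nuclei left unnamed, so the match with the paper's type is uncertain. The nuclei named Neurogranin held few UMIs, with a median of 644.5, and a median mitochondrial share of 1.26%. Their excitatory markers stood at 7.38 and their interneuron markers at 6.83 log2 CPM. Neurogranin neurons made up 3.71 ± 3.21% of nuclei in control offspring and 8.91 ± 6.58% in MIR mice (mean ± SD, 6 mice per group, two-sided exact permutation p = 0.0866, adjusted p = 0.827 over the cell types). The difference of 5.20 percentage points was 0.488 with at most 1% mitochondrial counts and 2.90 without MIR replicate 1. With mice permuted only within replicate numbers, the exact permutation p was 0.125 and the adjusted p 0.406. Permuted within replicates 1 to 3 and 4 to 6, a choice made after the data were seen, the exact permutation p was 0.040 and the adjusted p 0.390. Upper-layer excitatory neurons made up 20.1 ± 5.01% of nuclei in control offspring and 20.6 ± 7.64% in MIR mice (exact permutation p = 0.879) and deep-layer excitatory neurons 15.1 ± 3.62% of nuclei in control offspring and 12.5 ± 3.99% in MIR mice (exact permutation p = 0.273). Microglia made up 3.02 ± 0.683% of nuclei in control offspring and 3.69 ± 1.44% in MIR mice (exact permutation p = 0.318). No cell type passed the adjusted threshold, and the smallest p that the 924 regroupings allow is 0.00216.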

Canonical lineage markers were used to identify cell types (microglia, astrocytes, oligodendrocytes, pericytes, endothelial cells, upper-layer and deep-layer excitatory neurons, and interneurons). Differential expression testing was performed using the pseudobulk approach (edgeR with likelihood ratio test) via the R package Libra. Gene set enrichment analysis (GSEA) was performed to assess differential enrichment of the “Hallmark mTORC1 Signaling” gene set^73,74^ using the R package fgsea^75^. The above comparisons underwent correction for multiple comparisons using the native functionality of the respective packages. Significance was defined as FDR or adjusted *p* < 0.05.

### Brain slice electrophysiology

Adult (2–6 mo) control and MIR mice (*N* = 6 animals per group) were deeply anesthetized with isoflurane and perfused transcardially with ice-cold, high-sucrose slicing solution containing (in mM): 26 NaHCO_3_, 1.25 NaH_2_PO_4_, 208 sucrose, 10 glucose, 2.5 KCl, 1.3 MgCl_2_, and 8 MgSO_4_. Mice were swiftly decapitated, brains extracted, and immediately placed in oxygenated high-sucrose slicing solution. Coronal slices containing both sensorimotor cortex and dorsolateral striatum were cut at 300 μm and transferred to an incubating chamber containing artificial cerebrospinal fluid (ACSF) (in mM): 130 NaCl, 5 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 2 MgCl_2_, 2 CaCl_2_, and 10 glucose) oxygenated with 95% O_2_–5% CO_2_ (pH 7.2–7.4, osmolality 290–310 mOsm/L, 32–34 °C). Slices were allowed to recover for 60 min and electrophysiological recordings were obtained at room temperature. Cortical pyramidal neurons (CPNs) in layers 2/3 or striatal medium-sized spiny neurons (MSNs) were visually identified using infrared illumination with differential interference contrast optics (IR-DIC). Whole-cell patch clamp recordings in voltage- or current-clamp modes were obtained using a MultiClamp 700B Amplifier (Molecular Devices) and the pCLAMP 10.5 acquisition software (Molecular Devices). For CPN recordings (in voltage and current clamp), the internal pipette solution contained (in mM): 112.5 K-gluconate, 4 NaCl, 17.5 KCl, 0.5 CaCl_2_, 1 MgCl_2_, 5 ATP (dipotassium salt), 1 NaGTP, and 10 HEPES (pH 7.2, 270–280 mOsm/L). For striatal MSN recordings (in voltage clamp only), the internal pipette solution contained (in mM): 130 Cs-methanesulfonate, 10 CsCl, 4 NaCl, 1 MgCl_2_, 5 MgATP, 5 EGTA, 10 HEPES, 5 GTP, 10 phosphocreatine, and 0.1 leupeptin (pH 7.2, 270 mOsm). Electrode impedance was typically 4–5 MΩ in the bath. Cells with access resistance exceeding 25 MΩ were discarded. Cells were first voltage clamped at −70 mV to assess passive membrane properties (membrane capacitance, input resistance and decay time constant) and measured by applying a 10 mV depolarizing step voltage command and using the membrane test function integrated in the pClamp10 software. Active membrane properties of CPNs (resting membrane potential, intrinsic excitability, and rheobase) were determined in current clamp mode and by injecting current pulses of increasing intensity. Rheobase (minimal current intensity required to evoke an action potential), consisted of a single depolarizing current pulse (5 ms duration) of increasing intensity (Δ = 15 pA). Spontaneous synaptic currents were recorded at −70 mV holding potential in the presence (MSNs) or absence (CPNs) of Bicuculline (BIC, 10–20 µM), a competitive antagonist of GABAA receptors, to better isolate glutamatergic events. Spontaneous synaptic currents were analyzed using the MiniAnalysis software (version 6.0, Synaptosoft, Fort Lee, NJ). The effects of rapamycin ex vivo (1–2 µM) on synaptic activity were examined by incubating slices from control or MIR mice for 2 hr before and during electrophysiological recordings. In vivo rapamycin treatment was also given to MIR mice (5 mg/kg, I.P.) or vehicle (DMSO) 2 hours before decapitation and slice electrophysiology. Primary outcomes for synaptic activity were the frequency and amplitude of spontaneous excitatory postsynaptic currents. For intrinsic excitability, the primary outcomes were rheobase measurements and the firing patterns following injection of depolarizing current pulses.

### Magnetic resonance imaging

Adult MIR and Control offspring were imaged using a 7 Tesla Biospec small animal MRI system using Paravision 5.2 software (Bruker) at the UCLA Brain Mapping Center. Mice were briefly anesthetized with 2% isoflurane vaporized in oxygen flowing at 1 L/min, then placed on an MRI-compatible cradle and a single-channel surface coil (Bruker) secured over the head. For resting-state scans, a 3 mm-thick agar gel cap (Sigma, 3% in distilled water) was placed between the head and the surface coil, in order to reduce signal distortion in the blood-oxygen-level-dependent (BOLD) signal^76^. To minimize time-dependent effects of the anesthetic on the BOLD signal, these initial steps were performed within a 10–15-minute time window. Isoflurane was gradually discontinued, and sedation was initiated with a single subcutaneous (s.c.) injection of dexmedetomidine (Dexdomitor®, Zoetis; 0.15 mg/kg) followed by continuous s.c. infusion at 0.3 mg/kg/hr throughout the duration of the imaging as described in a previous publication^32^. Respiration and body temperature of the mouse were continuously monitored remotely, and maintained in a physiological range (37 ± 1 °C; Small Animal Instruments Inc.) by a homeothermically-controlled forced warm air over the body (SA11 Instr, Inc., USA). At the end of the imaging session, sedation was reversed by atipamezole (Antisedan®, Pfizer) at 1.5 mg/kg (i.p.). Data were acquired using the S116 Bruker gradients (400 mT/m) in combination with a single-channel surface coil (described above) and a 72 mm birdcage transmit coil. An initial series of scans was performed to confirm proper head position, then localized FASTMAP shimming was performed to improve field homogeneity. T2-weighted structural scans were acquired with a Rapid-Relaxation-with-Enhancement (RARE) sequence (RARE factor=8, Echo time (TE) = 56 ms, repetition time (TR) = 6020 ms, four averages, data matrix = 128 × 128 in a field-of-view (FOV) = 20 × 20 mm, slice thickness = 0.5 mm, 14 slices, FA = 90 deg, bandwidth (BW) = 50 kHz). Then functional (BOLD) data were acquired using the same image geometry as the structural scans, with a one-shot, interleaved, gradient-echo echo planar imaging sequence with the following parameters: TE = 19 ms, TR = 2,000 ms, FA = 30 degrees, BW 400 kHz and a data matrix of 90 × 60) in a FOV of 20 m × 20 mm. 10 dummy scans were used to allow the T1 signal to reach steady-state prior to signal acquisition, after which 450 repetitions were acquired for 15 mins. For each mouse, baseline data was collected and on the following week rapamycin (5 mg/kg) or vehicle control (DMSO) was injected i.p. 2 hours before imaging.

### MRI analyses

Data were converted to nifti format and entered into a Python-scripted, preprocessing pipeline to do the following steps: brain extraction^77^, movement correction^78^ and co-registration to a study-created brain template^79^, slice timing correction, Gaussian smoothing to 0.8 mm, bandpass filtering 0.01–0.2 Hz using the FSL Toolbox^80^. Data were masked for inclusion of brain voxels common to all mice to prevent bias. A mouse brain atlas (Ekam Solutions, USA) was registered to the study brain template, masked for common brain regions, and then inverse warped back to subject space. Functional adjacency matrices were calculated from the pre-processed, time-series rsfMRI data using 136 brain regions common to all brains to obtain Pearson correlation coefficients that were then Fisher z-transformed. Statistical contrasts were generated between MIR and Control mice and within group between baseline and RAPA intervention using network-based statistics^81^ implemented in GraphVar^82^. Subnetwork edge connectivity was evaluated at *P* < 0.01, two-tailed, using non-parametric permutation testing over 1000 iterations. Seed analysis was conducted by temporal correlation of whole brain data to mean signal extraction from regions of interest at the pre-processed subject-level data, and then at the group-level within the general linear model framework implemented by using FSL Feat, with statistical correction at 2.1z, *P* < 0.01 cluster-based correction^83^. Distribution of brain networks into a community architecture was evaluated by calculation of modularity using 1000 iterations of the Louvain algorithm^84^. Modules derived from this process were then further classified at the nodal level by computing the classification diversity and classification consistency as described previously^85^ as implemented under GraphVar.

Tensor-based deformation analysis: Structural RARE data were converted to nifti image format, brain was extracted from extracranial tissue using FSL BET^86^. All data were used to construct a study-specific, mean deformation template (MDT) images using the ants Multivariate Template Construction script^87^ from Advanced Normalization Tools (ANTs, v.2.3.3)^88^ that consisted of bias field correction and a three-stage coregistration procedure of rigid, affine and non-linear deformable registrations. The raw data were then separately coregistered to the MDT template using a two-stage affine and symmetric diffeomorphic registration under ANTs. The resulting deformation field was then used to derive the Jacobian determinant that provides an indication of the local tissue expansion or atrophy compared to the MDT. All data were masked for a common space to ensure a contribution from all mice to each voxel, following which statistical group differences in voxel-based Jacobian values were computed using non-linear permutation testing implemented under FSL Randomise^89^ under the general linear model framework using cluster-based thresholding set at *z* = 3.1 (*P* < 0.001) and variance smoothing of 0.1 mm. Data were then corrected for multivoxel comparison using false discovery rate correction at *q* = 0.01.

### Immunofluorescence

Brains were flash frozen and cut on a cryostat at 30 μM. Brain sections were post-fixed on slides with 4% paraformaldehyde before being permeabilized with 3% TritonX-100 and immunostained with IBA1 (1:200 Wako 019-19741), NeuN (1:200 ThermoFisher), and Egr1 (1:100 Cell Signaling Technology) primary antibodies, followed by the appropriate Alexa fluorescent secondary antibodies (1:2000 ThermoFisher), and Hoescht counterstain. Positive cells were quantified on a Zeiss AxioImager Z1 fluorescent microscope with Apotome 2.0, using the unbiased optical fractionator approach (StereoInvestigator; MicroBrightField).

### Statistical analyses

Parallel group design was used for most experiments where there are separate MIR and Control offspring groups for every treatment and for different ages (young adult and old adult). Therefore, all univariate data were tested for normality and transformed to Gaussian where required. Behavioral data were analyzed by two-way analysis of variance with repeated-measures, two-tailed paired *t* tests, and mixed effects analysis for multiple comparisons when appropriate (GraphPad v8). Following an overall significant (*P* < 0.05) group and/or interaction effect, Tukey’s and Sidak’s post hoc tests were used to evaluate changes between groups and factors to account for multiple comparisons. Effect size (Cohen’s *d*) was calculated for each result.

### Ethical approval

All experimental procedures were designed to minimize animal suffering and were conducted in strict accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals. The protocols were prospectively reviewed and approved by the University of California, Los Angeles (UCLA) Chancellor’s Animal Research Committee (ARC). This manuscript is reported in accordance with the ARRIVE 2.0 guidelines.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The data that support the findings of this study are available as follows. Single-nucleus RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under these accession codes [superseries #GSE328222 with subseries GSE328221 (single cell) and subseries GSE328220 (bulk)] and are publicly available as of the date of publication. Raw and preprocessed resting-state functional MRI and structural MRI data have been deposited in [Zenodo.org] under [10.5281/zenodo.19491368]. Univariate blood cytokine, western blot, brain wet weight, behavioral analysis, and slice electrophysiology data in this study have been deposited in [FigShare.com] under [10.6084/m9.figshare.31966476]. Source data underlying all figures and Supplementary Figs. are provided with this paper. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Acute rapamycin treatment reveals distinct mechanisms of dysfunction in a maternal inflammation mouse model
**Source:** Nat Commun. 2026 Jul 23;17:6386. doi: 10.1038/s41467-026-74958-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Methods

### Pharmacological Treatments:

All pharmacological treatments were administered to the mice as young adult (P60-90) or old adults (P200-400), apart from the juvenile mice (P25) in the reciprocal social interaction test (see supplemental methods and Fig. S1B). Juvenile mice are commonly used for this test because they are less territorial and more likely to engage in reciprocal behaviors without aggression or dominance behaviors.

**RapaBlock:** To differentiate central vs. peripheral effects, young adult mice were co-administered rapamycin and the brain-impermeable inhibitor RapaBlock. RapaBlock is a small molecule<sup>152,153</sup> that binds FKBP12, and acts to prevent rapamycin from accessing this necessary factor for mTOR inhibition in the peripheral nervous system. Therefore, mice co-administered both rapamycin and RapaBlock would still have mTOR inhibition in the central but not in the peripheral nervous system. RapaBlock was dissolved in DMSO and dissolved in DPBS containing Tween80 and PEG300. Mice were injected simultaneously with 5 mg/kg dose of rapamycin or vehicle control (DMSO) and with 40 mg/kg of RapaBlock or vehicle control, given at the same time via intraperitoneal injection in opposite flanks. Animal behavior was measured in control and MIR offspring groups in treatment conditions with and without rapamycin and with and without RapaBlock. The comparison of the treatment effects of Rapamycin given alone compared to Rapamycin co-administered with RapaBlock indicated whether any rescue effects are due to central nervous system effects of Rapamycin.

**S6K1 Inhibitor:** The S6K1 inhibitor PF-4708671 (75 mg/kg; formulated in 10% DMSO, 10% Tween-80, 80% water) as described in Huang, et al<sup>154</sup>., or vehicle was given I.P. 2 hours or 6 hours prior to data collection in young adult MIR and Control offspring.

**NOX Inhibitor:** The NADPH oxidase (NOX) inhibitor Apocynin (Sigma-Aldrich, cat no. 178385) or vehicle was given I.P. 2 hours prior to data collection or daily for 5 weeks for chronic treatment in young adult MIR and Control offspring.

### **Blood Cytokine Analysis:**

Cytokine abbreviations are as follows: G-CSF=granulocyte colony stimulating factor, IFN- $\gamma$ =interferon gamma, IL-6=interleukin 6, IP-10=interferon gamma induced protein factor, MCP-1=monocyte chemoattractant, MIG= monokine induced by gamma protein interferon factor, VEGF=vascular endothelial growth factor, KC=keratinocyte chemoattractant factor, M-CSF=macrophage colony stimulating factor, GM-CSF=granulocyte macrophage colony stimulating factor, IL-9=interleukin 9 factor, IL-1 $\beta$ =interleukin 1 beta factor, TNF- $\alpha$ =tumor necrosis factor alpha factor, and LIF=leukemia inhibitory factor

### Behavioral Testing:

**Reciprocal social Interactions:** Experimental and age- and sex-matched juvenile (P25) stranger mice were placed together in standard housing cages with clean bedding and both social and non-social behaviors were measured for the number of bouts of each during a 10-minute session as described by Silverman et al., 2010. Social parameters included following (experimental mouse walks slowly behind the stranger mouse, keeping pace), push-crawl (physical contact including pushing the snout or head underneath the partner's body, squeezing between the partner and the arena wall or floor, and crawling over or under the partner's body), and sniffing (nose-to-nose or nose-to-anogenital). Non-social parameters include solo arena exploration and self-grooming. The main outcome measures are the number of bouts of each type of behavior the mice performed during the testing session. Social and non-social behavior bouts are compared.

# Tactile Aversion Box (Trial 4): CNS Rapamycin Effects

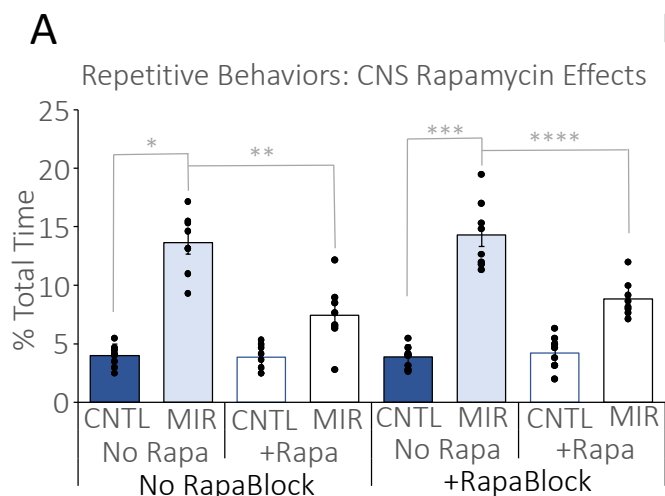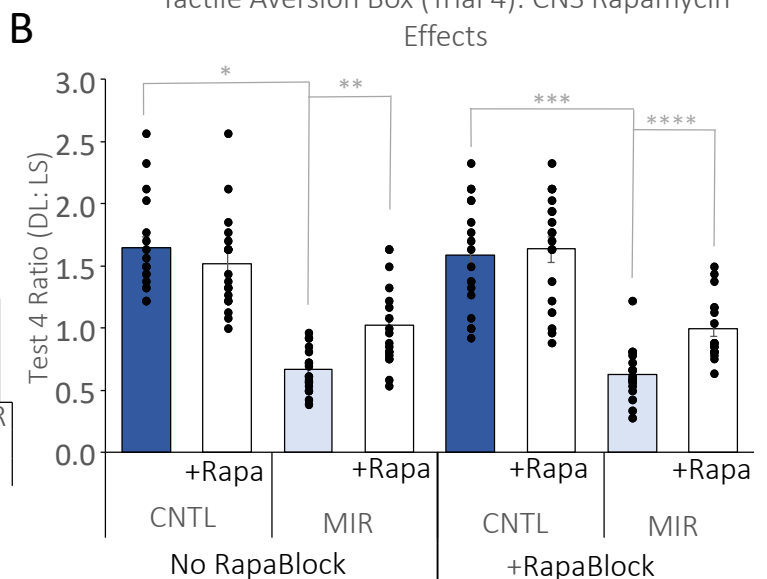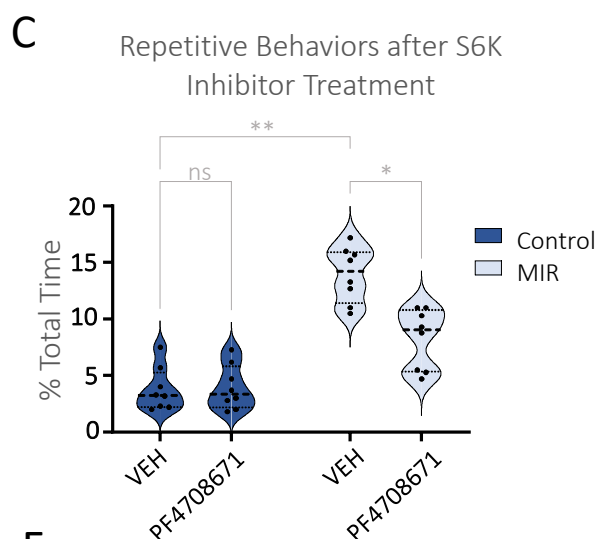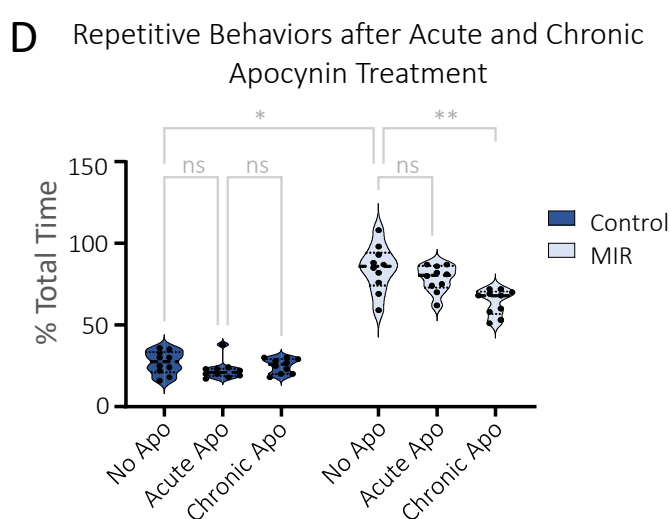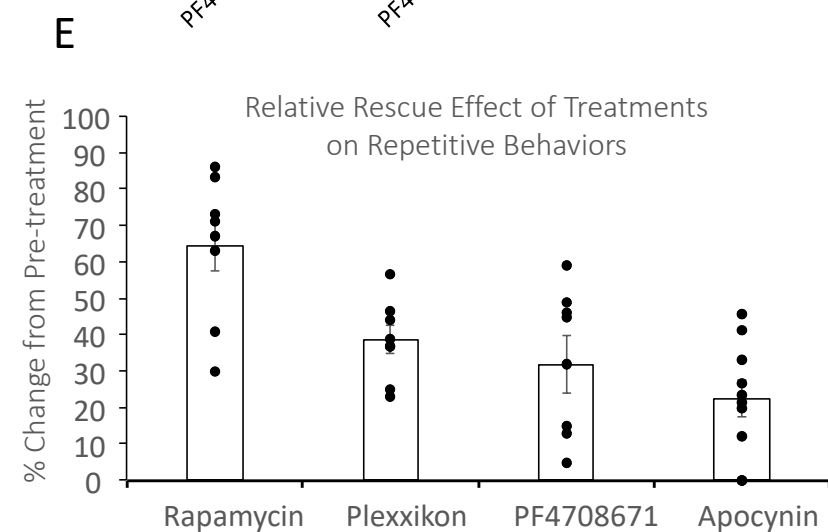

**Supplemental Figure 1. RapaBlock co-treatment with Rapamycin confirms the central nervous system action of rapamycin rescue of MIR offspring and S6K inhibition confirms that rescue of repetitive behaviors occurs via the mTOR signaling pathway.** (A) A two-way ANOVA analysis for multiple comparisons of repetitive behaviors test in MIR and control offspring treated with vehicle or rapamycin in combination with RapaBlock or RapaBlock vehicle found an overall significant effect of Group ( $p < 0.0001$ ,  $F_{(3, 56)}$ ) but not in RapaBlock treatment ( $p = 0.2398$ ,  $F_{(1, 56)}$ ). Post-hoc analysis (Tukey's) shows that MIR mice had significantly more repetitive behaviors than control offspring when there was no RapaBlock (vehicle, adjusted  $*p < 0.0001$ ,  $DF = 56$ ) or Rapablock given (adjusted  $**p < 0.0001$ ,  $DF = 56$ ) showing the abnormal MIR phenotype is not affected by Rapablock alone. MIR mice treated with rapamycin had significantly reduced repetitive behaviors compared to MIR mice treated with rapa-Vehicle when there was no RapaBlock (vehicle, adjusted  $***p < 0.0001$ ,  $DF = 56$ ) or there was RapaBlock co-treatment ( $****p < 0.0001$ ,  $DF = 56$ ), suggesting that rapamycin is not acting on the peripheral nervous system in MIR mice.  $N = 8/\text{group}$ , Data shown as mean  $\pm$  SEM. (B) A two-way ANOVA analysis for multiple comparisons of the ratio of time spent in the dark-rough vs light-smooth (Trial 4) chamber in the tactile light-dark box test shows there is an overall significant group effect ( $p < 0.0001$ ,  $F_{(3, 136)}$ ). Post-hoc analysis (Tukey's) shows that MIR mice spent significantly less time in the dark-rough chamber than control offspring when there was no RapaBlock (vehicle, adjusted  $*p < 0.0001$ ,  $DF = 136$ ) or Rapablock given (adjusted  $**p < 0.0001$ ,  $DF = 136$ ) showing the abnormal MIR phenotype is not affected by Rapablock alone. MIR mice treated with rapamycin spent significantly more time in the dark-rough chamber compared to MIR mice treated with rapa-Vehicle when there was no RapaBlock (vehicle, adjusted  $***p < 0.0001$ ,  $DF = 136$ ) or there was RapaBlock co-treatment ( $****p = 0.0085$ ,  $DF = 136$ ), also suggesting that rapamycin is not acting on the peripheral nervous system in MIR mice.  $N = 18/\text{group}$ , Data shown as mean  $\pm$  SEM (C) Two-way ANOVA analysis for multiple comparisons of repetitive behaviors in an open field test in control and MIR offspring treated with the s6-kinase inhibitor PF4708671 or vehicle control shows an overall significant effect of treatment ( $p = 0.0018$ ,  $F_{(1, 28)}$ ), group ( $p < 0.0001$ ,  $F_{(1, 28)}$ ), and interaction ( $p = 0.0011$ ,  $F_{(1, 28)}$ ). Post-hoc analysis (Tukey's) shows a significant increase in repetitive behaviors in MIR mice compared to control offspring with vehicle treatment ( $**p < 0.0001$ ,  $DF = 28$ ) and significantly less repetitive behaviors in MIR mice treated with the S6K drug compared to MIR mice treated with vehicle ( $*p < 0.0001$ ,  $DF = 28$ ) but no effect of the drug on control offspring ( $p = 0.8875$ ,  $DF = 28$ ), confirming that downstream targets in the mTOR pathway may also produce some improvement in behavior,  $n = 10/\text{group}$ ; (D) Two-way ANOVA analysis for multiple comparisons of repetitive behaviors in MIR and control offspring treated with acute and chronic apocynin, an inhibitor of the NADPH oxidase enzyme in the redox-mTOR pathway, shows that there are significant treatment  $\times$  group ( $p = 0.0006$ ,  $F_{(2, 34)}$ ), treatment ( $p = 0.0002$ ,  $F_{(2, 34)}$ ), and group ( $p < 0.0001$ ,  $F_{(1, 18)}$ ) effects. Post-hoc analysis (Tukey's) shows that MIR mice have significantly more repetitive behaviors compared to control offspring in apocynin (Apo) vehicle-control conditions (adjusted  $*p < 0.0001$ ,  $DF = 13$ ) and MIR mice have less repetitive behaviors in the chronic apocynin group compared to the MIR mice with vehicle-apocynin (adjusted  $**p = 0.0061$ ,  $DF = 9$ ) but not with the acute apocynin group ( $p = 0.1589$ ,  $DF = 9$ ),  $n = 10/\text{group}$ . (E) The relative rescue effects of rapamycin, Plexxikon 5622, and PF4708671 are compared demonstrating that the greatest effect on repetitive behaviors is from rapamycin;  $n = 10/\text{group}$ ; data shown as mean  $\pm$  SEM

### A. Excitatory-upper, MIR v CTRL

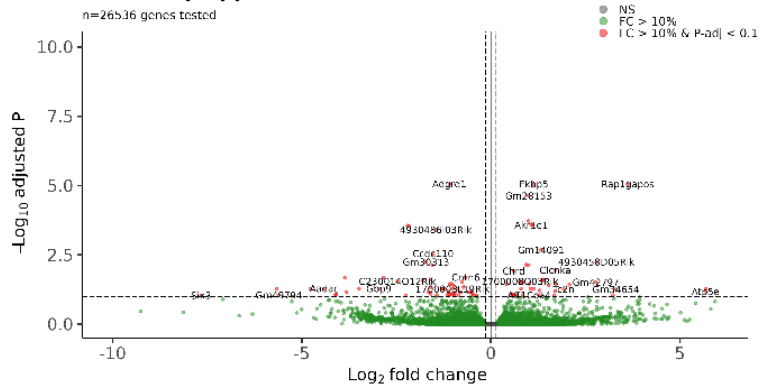

**B** n=26536 genes tested

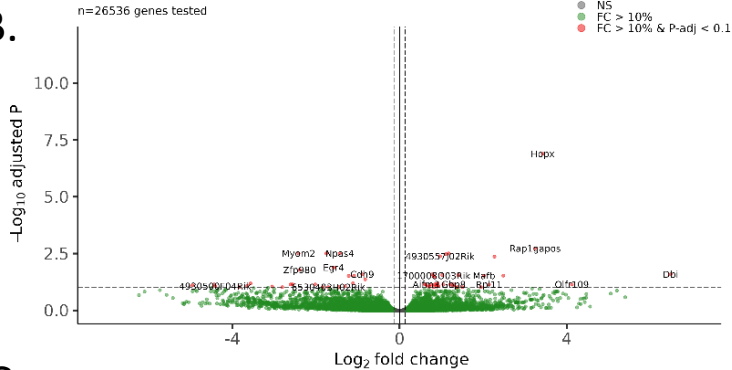

C. **Interneuron-PV, MIR v CTRL**

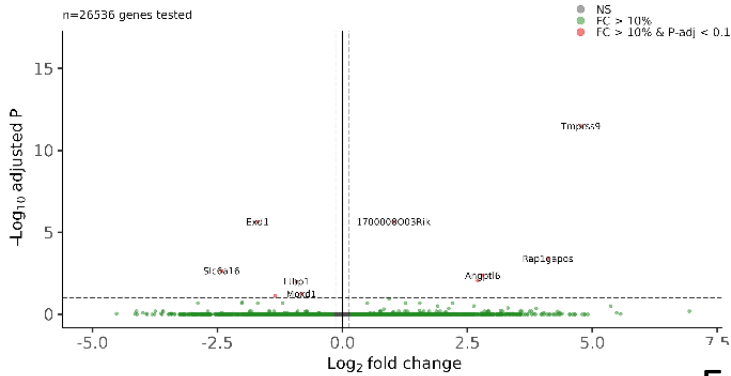

**D.** Number of DEGs in MIR v CTRL

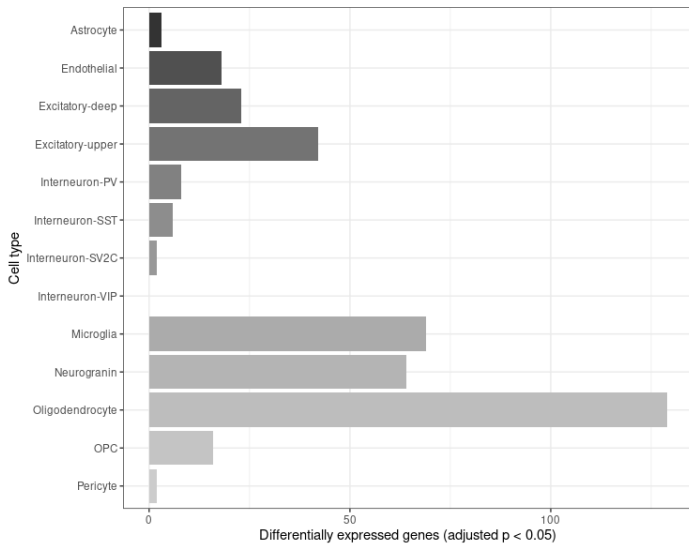

E.

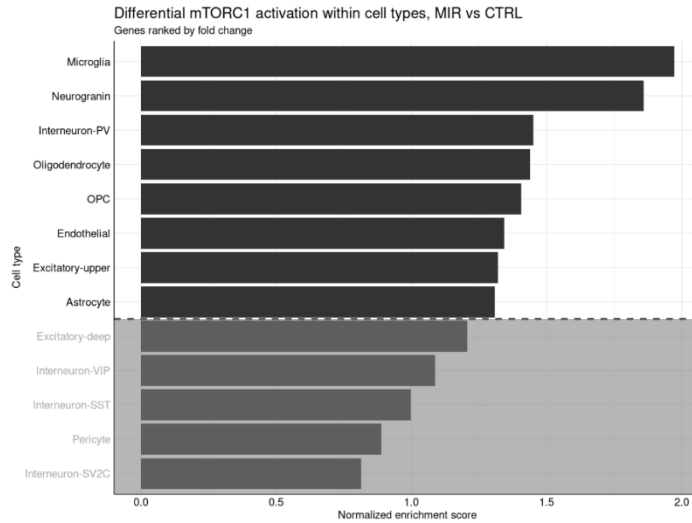

Supplemental Figure 2. **Cell sequencing from sensorimotor cortex microdissections from MIR and control adult offspring.** Clustering of single-cell RNA seq data from sensorimotor cortex microdissections as volcano plots of differentially expressed genes in MIR offspring compared to Controls in **(A)** upper layer and **(B)** deep layer excitatory neurons and in **(C)** parvalbumin (PV) inhibitory interneurons; **(D)** The number of genes enriched in MIR mice by cell type; **(E)** Relative enrichment (fold change) of mTOR pathway regulated genes significantly enriched in MIR mice by cell type indicates that MIR mice have an increase in these genes in microglia, neurogranin neurons, PV+ interneurons, oligodendrocytes, oligodendrocyte precursor cells (OPC), endothelial cells, upper layer excitatory neurons, and astrocytes compared to control offspring. N=5 MIR, N=6 Control, for all sequencing data a false discovery rate (FDR) < 0.05, LogFC > 0.5, and p < 0.05 threshold was used.

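Rap1gapos, annotated as antisense to Rap1gap, rose in upper-layer excitatory neurons of MIR mice (log2 fold change 3.91, standard error 0.53, adjusted p = 0.0156 from edgeR), from 0.812 ± 0.204 to 12 ± 6.62 normalized CPM. It also rose in deep-layer excitatory neurons (log2 fold change 3.85, standard error 0.62, adjusted p = 0.0437 from edgeR). With the replicate number as a block neither call was kept (adjusted p = 0.0727 in upper-layer and 0.0734 in deep-layer neurons by edgeR), nor was the upper-layer call without control replicate 6 (adjusted p = 0.0625). The deep-layer call was lost without control replicates 2, 3, 4, 5 and 6 and MIR replicates 1, 2, 3, 4 and 6 (adjusted p up to 0.134, without control replicate 6), and at 0.0993 for Rap1gapos in Excitatory-deep nuclei with no filter on low counts. In PV interneurons it stood at 4.19 (standard error 0.77, adjusted p = 0.305 from edgeR) and passed with the block (adjusted p = 0.00157), the likelihood ratio test (adjusted p = 0.000188), DESeq2 (adjusted p = 0.000151) and without MIR replicate 5 (adjusted p = 5.29e-06). How strand was used in counting is not stated, so reads of antisense genes such as Rap1gapos remain uncertain. MIR replicate 5 lay at the level of the controls for this gene. In upper-layer neurons Akr1e1, an aldo-keto reductase, rose (log2 fold change 0.98, standard error 0.13, adjusted p = 0.0156 from edgeR), a call lost without control replicate 6 (adjusted p = 0.0625). Crispld1, a secreted protein gene, rose (log2 fold change 0.93, standard error 0.14, adjusted p = 0.0206 from edgeR), a call lost without control replicates 2 and 6 (adjusted p up to 0.0662, without control replicate 2). Igfbp4, which binds insulin-like growth factors, rose (log2 fold change 0.86, standard error 0.15, adjusted p = 0.0495 from edgeR), but not with the block (adjusted p = 0.0727) or without control replicates 1, 2, 3, 4, 5 and 6 and MIR replicates 1, 2, 3, 4 and 5 (adjusted p up to 0.140, without control replicate 6). Without the striatal mice edgeR gave adjusted p of 0.159 for Rap1gapos in Excitatory-upper nuclei, 0.159 for Crispld1 in Excitatory-upper nuclei and 0.20 for Igfbp4 in Excitatory-upper nuclei.

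In deep-layer neurons Blnk, an adaptor known from B cells, rose (log2 fold change 0.6, standard error 0.08, adjusted p = 0.0168 from edgeR, 38.3 ± 2.51 to 57.9 ± 4.59 normalized CPM), and Tg, the thyroglobulin gene, fell (log2 fold change -1.17, standard error 0.18, adjusted p = 0.0304 from edgeR). Chrd, a BMP antagonist, rose (log2 fold change 0.57, standard error 0.09, adjusted p = 0.0412 from edgeR), and Actn2, an actin-binding gene, fell (log2 fold change -1.03, standard error 0.17, adjusted p = 0.0412 from edgeR). The Blnk call was lost without control replicates 5 and 6 and MIR replicate 6 (adjusted p up to 0.0758, without control replicate 5), the Tg call without control replicates 2, 4, 5 and 6 and MIR replicates 4, 5 and 6 (adjusted p up to 0.0964, without control replicate 6), the Chrd call without control replicates 2, 4, 5 and 6 and MIR replicates 2, 4, 5 and 6 (adjusted p up to 0.122, without control replicate 6) and the Actn2 call without control replicates 2, 4, 5 and 6 and MIR replicates 1, 2, 4, 5 and 6 (adjusted p up to 0.109, without control replicate 6). With each nucleus typed on its own edgeR gave adjusted p of 0.0745 for Blnk in Excitatory-deep nuclei, 0.128 for Tg in Excitatory-deep nuclei, 0.0745 for Chrd in Excitatory-deep nuclei and 0.262 for Actn2 in Excitatory-deep nuclei. Hopx, a homeodomain gene, stood at 1.68 (standard error 0.31, adjusted p = 0.0563 from edgeR) and passed with the block (adjusted p = 0.0377), a batch term (adjusted p = 0.0371), the likelihood ratio test (adjusted p = 0.000263) and DESeq2 (adjusted p = 0.000590). Dbi, the diazepam binding inhibitor, stood at 0.36 (standard error 0.32, adjusted p = 0.871 from edgeR). In PV interneurons Exd1, a piRNA pathway gene, fell (log2 fold change -1.82, standard error 0.24, adjusted p = 0.00458 from edgeR, 16.1 ± 3.81 to 4.21 ± 1.72 normalized CPM), though not without the striatal mice (adjusted p = 0.0686 for Exd1 in Interneuron-PV nuclei). Ltbp1, which binds latent TGF-beta, fell (log2 fold change -1.05, standard error 0.17, adjusted p = 0.0272 from edgeR), a call lost without control replicates 2, 3, 4, 5 and 6 and MIR replicates 1, 3, 4, 5 and 6 (adjusted p up to 0.126, without MIR replicate 6), at 0.0829 for Ltbp1 in Interneuron-PV nuclei without doublet removal and at 0.444 for Ltbp1 in Interneuron-PV nuclei without the striatal mice. Moxd1, a monooxygenase gene, stood at -0.58 (standard error 0.22, adjusted p = 1.0 from edgeR). None of the 12 deep-layer genes passed without the striatal mice, where edgeR called 0 genes and 1298 had an unadjusted p under 0.050.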

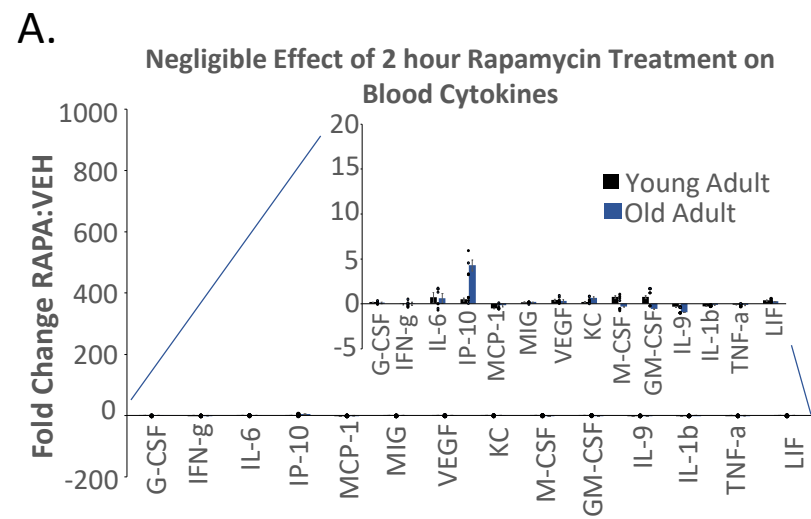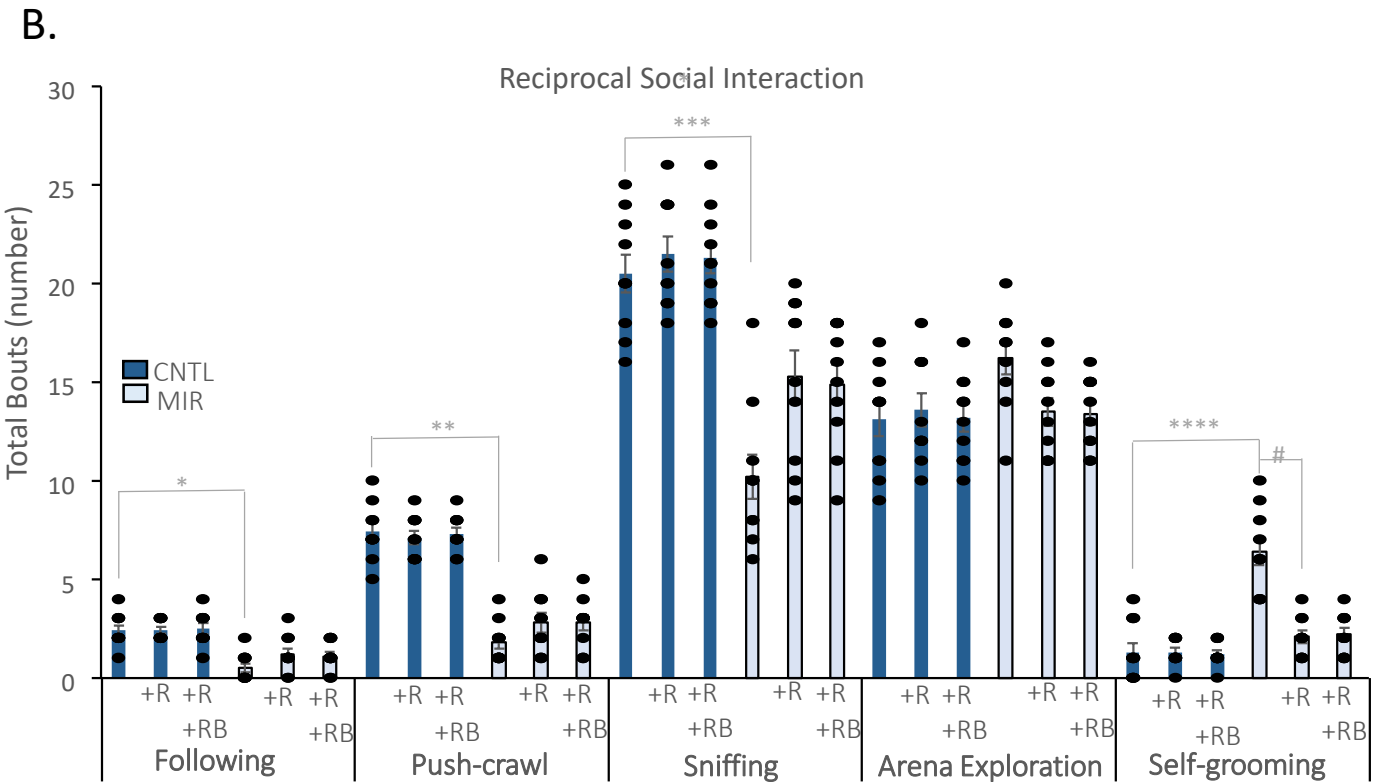

**C. rs-fMRI FC (Control v Control+Rapa)**

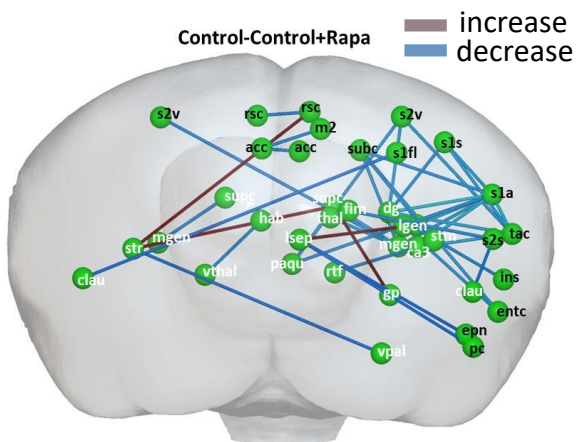

**D.**

**EGR1+/NeuN+ Active Neurons in Brain Regions During Open Field Behavior**

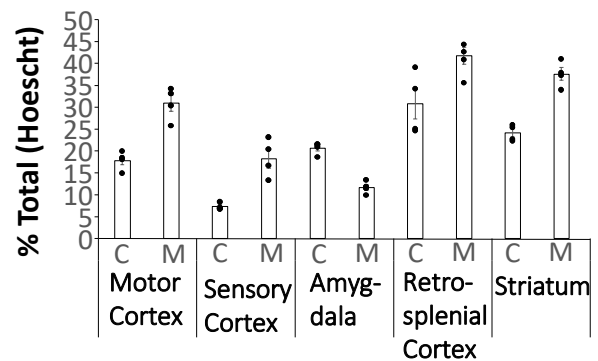

**Supplemental Figure 3. Acute Rapamycin Doesn't Decrease Inflammatory Cytokines in MIR Mice, MIR mice have deficits in some reciprocal social interaction behaviors that is improved by acute rapamycin and is not affected by RapaBlock, Rapamycin-induced Functional Connectivity Changes in Resting State fMRI in Control Offspring, and Immunohistochemistry Validation of Increased Neuron Activity in Brain Regions Indicated by fMRI Results**

(A) Blood cytokines are unchanged by 2-hour Rapamycin treatment in adult MIR mice (all n.s.), see Figure 1 legend for cytokine abbreviations and full names, N=4/group; (B) A two-way ANOVA analysis for multiple comparisons of social approach behaviors in MIR and control offspring treated with rapamycin or vehicle control in combination with RapaBlock or RapaBlock-vehicle found significant behavior x group ( $p < 0.0001$ ,  $F(11, 115)$ ), behavior ( $p < 0.0001$ ,  $F(2, 115)$ ) and group ( $p < 0.0001$ ,  $F(5, 54)$ ) effects. Post-hoc analysis (Tukey's) shows significant deficits in MIR mice treated with vehicle-rapamycin and vehicle-RapaBlock compared to control offspring treated with vehicle-rapamycin and vehicle-RapaBlock for following behavior (adjusted  $*p = 0.0005$ ,  $DF = 18$ ), push-crawl behavior ( $**p < 0.0001$ ,  $DF = 16$ ), and sniffing behavior (adjusted  $***p < 0.0001$ ,  $DF = 17$ ). There was no significant difference between MIR offspring receiving rapamycin and no RapaBlock compared to MIR offspring receiving rapamycin and RapaBlock for following behavior (adjusted  $\#p = 0.9998$ ,  $DF = 17$ ), push-crawl behavior (adjusted  $p > 0.9999$ ,  $DF = 17$ ), and sniffing behavior (adjusted  $p = 0.9999$ ,  $DF = 17$ ). There was a similar but opposite effect with self-grooming during the test with MIR offspring treated with rapamycin-vehicle and RapaBlock-vehicle had significantly increased behavior compared to control offspring treated with rapamycin-vehicle and RapaBlock-vehicle (adjusted  $***p = 0.0001$ ,  $DF = 16$ ), a significant difference between MIR offspring treated with rapamycin-vehicle and RapaBlock-vehicle and MIR mice treated with rapamycin and RapaBlock-vehicle (adjusted  $p = 0.0007$ ,  $DF = 13$ ) but there was no significant difference in grooming for MIR offspring treated with rapamycin and RapaBlock-vehicle and rapamycin and RapaBlock (adjusted  $p > 0.9999$ ,  $DF = 17$ ), demonstrating no RapaBlock effect on rapamycin treatment which suggests that the effects of rapamycin are not via the peripheral nervous system, N=8/group/treatment; (C) The changes in FC in control mice after acute rapamycin treatment were small compared to MIR mice (Fig. 6C) and were mostly decreases (blue lines) between cortical and subcortical regions with few increases (red lines) between retrosplenial cortex and basal ganglia structures, N=16/group; (D) A two-way ANOVA analysis for multiple comparisons of the number of NeuN+ neurons that express the immediate early gene protein EGF1 (as a percentage of total Hoescht+ cells) shows significant overall effects in brain region x group ( $p = 0.0005$ ,  $F_{(2, 12)}$ ), brain region ( $p < 0.0001$ ,  $F_{(2, 12)}$ ), and group ( $p = 0.0003$ ,  $F_{(1, 6)}$ ). Post-hoc analysis (Tukey's) shows that there are significant increases in these cells in the brains from MIR mice compared to control offspring in the motor cortex (adjusted  $p = 0.0024$ ,  $DF = 5$ ), the sensory-motor cortex (adjusted  $p = 0.0126$ ,  $DF = 3$ ), and striatum (adjusted  $p = 0.0005$ ,  $DF = 5$ ) and a significant decrease in the amygdala (adjusted  $p < 0.0001$ ,  $DF = 6$ ). There was no significant difference in the retrosplenial cortex (adjusted  $p = 0.0587$ ,  $DF = 5$ ), N=4/group; All data mean  $\pm$  SEM.

**A.** EPSCs from Cortical Pyramidal Neurons from MIR Mice under Voltage Clamp and Current Clamp Conditions

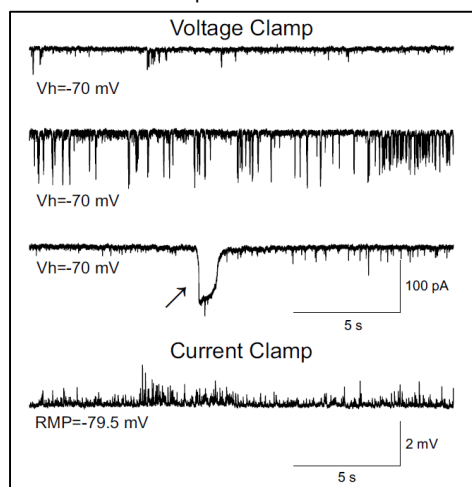

**B.** Current Evoked Action Potential Bursts in Cortical Pyramidal Neurons

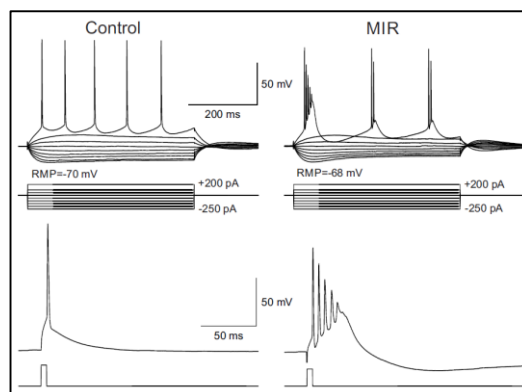

**C.** Spontaneous EPSCs in Striatal MS Neurons

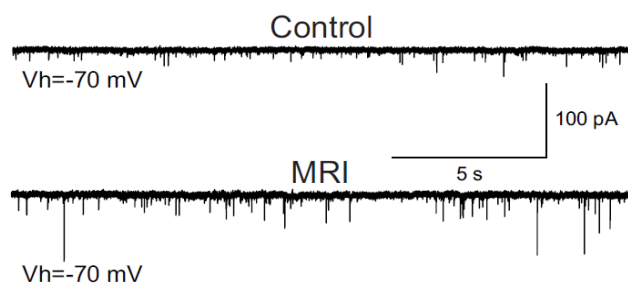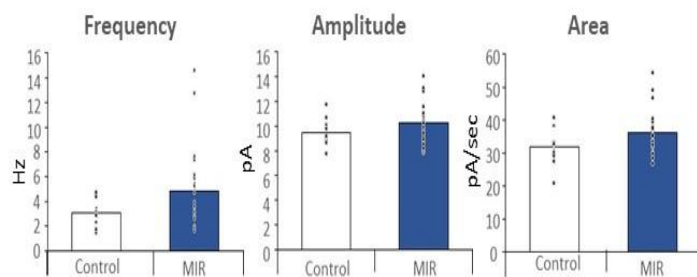

**D.** Spontaneous EPSCs in Striatal Medium Spiny neurons Following *Ex Vivo* Rapamycin Treatment

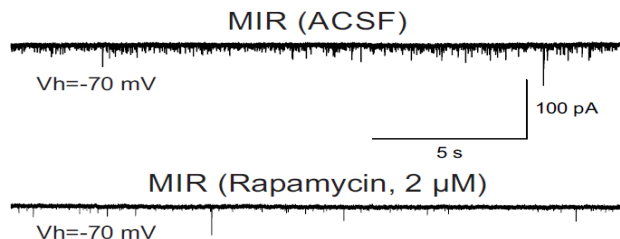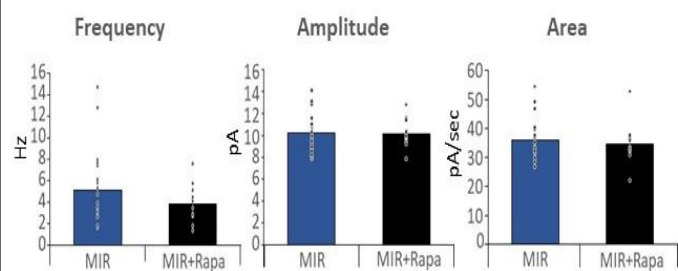

**E.** Striatal Medium Spiny Neuron EPSCs in Bicuculline

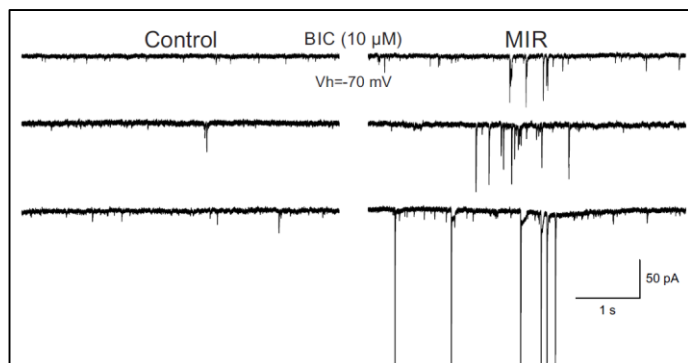

**F.** Striatal Medium Spiny Neuron EPSCs During GABAA Receptor Inhibition by Bicuculline With and Without Rapamycin in vitro

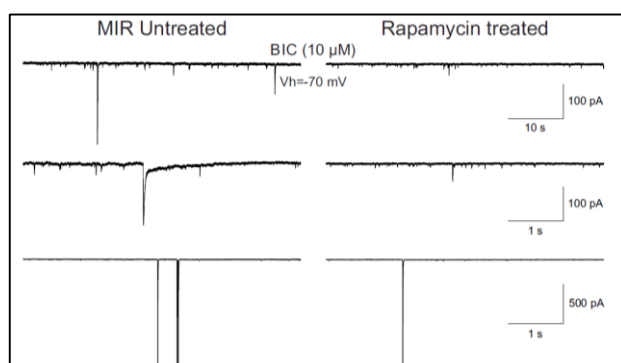

**Supplemental Figure 4. Cortical Somatosensory Pyramidal Neurons Display Multiple Signs of Hyper-Excitability in MIR Brains and Medium Spiny Neurons in the Striatum Show Trends Towards Hyper-excitability that is Reduced by Acute Rapamycin Treatment.** (A) Example of excitatory post-synaptic current activity in cortical pyramidal neurons under voltage clamp and current clamp conditions; (B) Example of action potential bursting from cortical pyramidal neurons under current clamp conditions; (C) Traces and quantification of the frequency, amplitude, and area of spontaneous excitatory postsynaptic currents in striatal medium spiny neurons from adult MIR and control offspring show a trend for increases in MIR mice compared to control but do not reach significance; (D) Traces and quantification of the frequency, amplitude, and area of spontaneous excitatory postsynaptic currents in striatal medium spiny neurons from adult MIR mice treated acutely with rapamycin *ex vivo* (2uM) compared to controls shows a trend for decreased spiking frequency that does not reach significance; (E) Traces showing treatment with Bicuculline, a competitive antagonist of GABA A receptors, increases excitatory post-synaptic currents in medium spiny neurons in the striatum, (F) Traces showing acute *ex vivo* rapamycin treatment given simultaneously with Bicuculline prevents the increase in medium spiny neurons EPSCs; n=24/group

**A. SnRNA-Seq GSEA: Pathway All Cells**

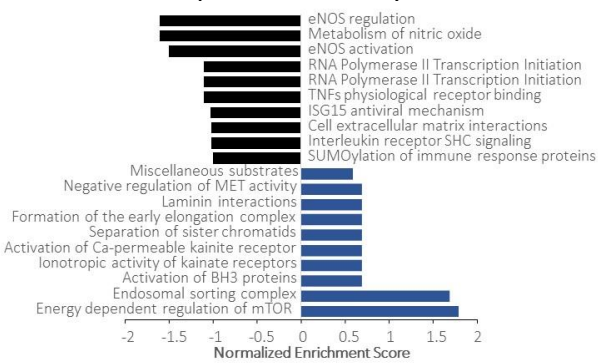

**B. SnRNA-Seq GSEA: Pathway All Neurons**

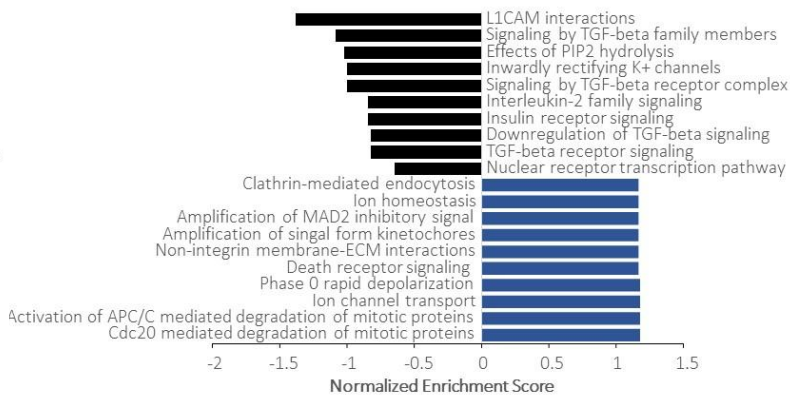

**C. SnRNA-Seq GSEA: Pathway Excitatory Neurons**

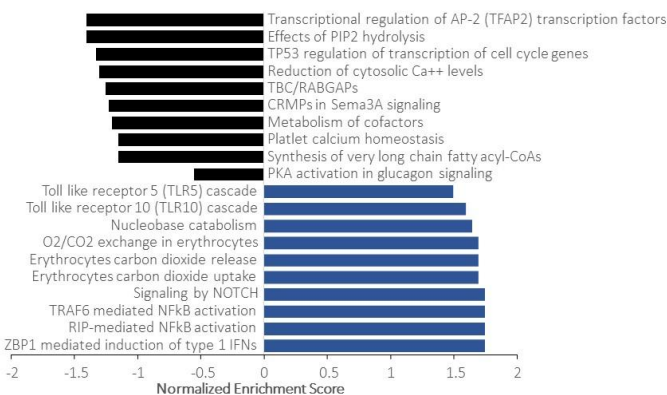

**D. SnRNA-Seq GSEA: Pathway Inhibitory Neurons**

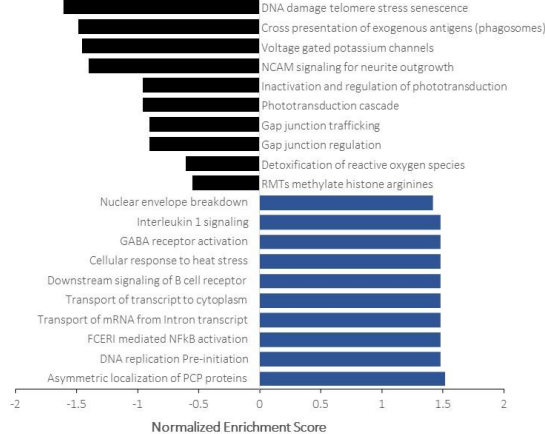

**E. Bulk Seq GSEA: Pathway MIR vs CNTL Offspring**

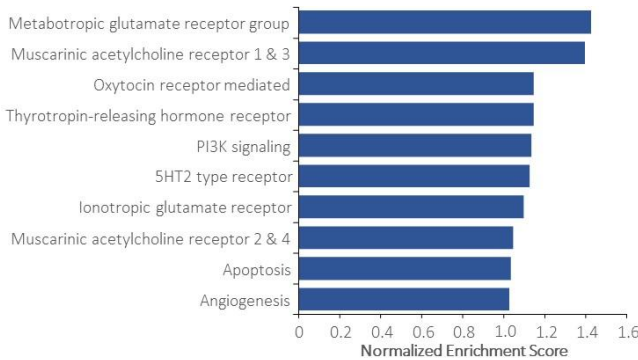

**F. Bulk Seq GSEA: Geneontology biological processes MIR vs CNTL Offspring**

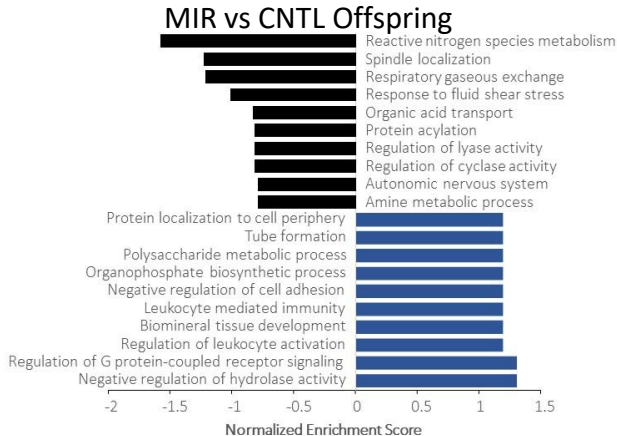

**G. Bulk Seq GSEA: Pathway MIR + Rapa vs MIR Offspring**

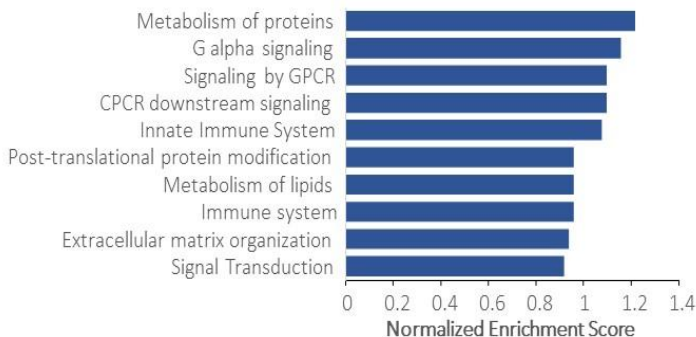

**H. Bulk Seq GSEA: Geneontology biological processes MIR + Rapa vs MIR Offspring**

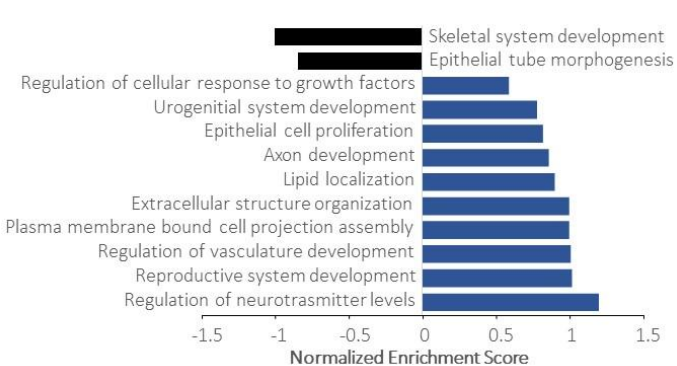

**Supplemental Figure 5. Gene Set Enrichment Analysis of snRNA seq and Bulk sequencing of Genes that Are Significantly Differentially Expressed in MIR Offspring.**

(A) Gene set enrichment analysis (GSEA) of pseudo-bulk expression from single-nucleus RNA sequencing in cellular pathways for all cell types in MIR mice relative to control offspring; (B) GSEA of pathways enriched in MIR mice in all neurons; (C) GSEA of pathways enriched in MIR mice in excitatory neurons; (D) GSEA of pathways enriched in MIR mice in inhibitory neurons; (E) Gene set enrichment analysis (GSEA) of pathways enriched in MIR mice compared to control offspring from bulk sequencing; (F) Geneontology of biological processes enriched in MIR mice compared to control offspring; (G) GSEA of pathways differentially expressed in MIR mice treated with rapamycin compared to vehicle treated MIR mice ; (H) Geneontology of biological processes differentially expressed in MIR mice treated with rapamycin compared to vehicle-treated MIR mice; expression and significance criteria used for all are  $\text{LogFC} > 1$ ,  $P \leq 0.05$ ,  $\text{FDR} \leq 0.1$ , snRNA seq  $n=5$  MIR,  $n=6$  control; Bulk seq  $n=8/\text{group/treatment}$

| ASD Associated Genes  |             |                       |            |                     |              |
|-----------------------|-------------|-----------------------|------------|---------------------|--------------|
| MIR vs CNTL Offspring |             | CNTL Rapa vs CNTL Veh |            | MIR Rapa vs MIR Veh |              |
| UP in MIR             | Down in MIR | UP in CR              | Down in CR | Up in MR            | Down in MR   |
| TEK (Tie2)            | ACE         | CDH22                 | TEK (Tie2) | PCDHA7              | TEK (Tie2)   |
| PLAUR (CD87)          | CNTNAP3     | PLAUR (CD87)          | NTNG1      | TEKT4               | PLAUR (CD87) |
| ID1                   | MFRP        | PPP1R1B               | MFRP       |                     | ID1          |
| HOMER1                | PCDH11X     | ADA                   | CSMD3      |                     | SIK1         |
| ASPM                  | CHD7        | MEGF11                | GPR37      |                     | CDKN1A (p21) |
| CDKN1A (p21)          | TEKT4       |                       | PCDH15     |                     |              |
| IQGAP3                | NEUROD1     |                       | DCC        |                     |              |
| KIF14                 | GRIN2C      |                       | KHDRBS2    |                     |              |
| MAST3                 | SLC35D3     |                       |            |                     |              |

**Supplemental Table 1. (F)** Bulk sequencing analysis of autism-associated genes that are significantly enriched in MIR mice relative to control offspring; All data use (LogFC >1, P<0.05, FDR<0.1) for abundance and significance criteria.

## MIR v Control DEGs Reversed by Rapamycin

| <u>Decreased by Rapa</u> | <u>Increased by Rapa</u> |
|--------------------------|--------------------------|
| TEK (Tie 2)              | HIF3A                    |
| PLAUR (uPAR, CD87)       | PLIN4                    |
| NESTIN                   | TEKT4                    |
| GEM                      | CHD7                     |
| ID1                      | CNTNAP3                  |
| TIPARP                   |                          |
| APOLD1                   |                          |
| CDKN1A (p21)             |                          |

**Supplemental Table 2.** Bulk sequencing analysis of differentially expressed genes that were enriched in MIR offspring relative to control offspring that are rescued (reversed) by acute rapamycin treatment. All data use (LogFC >1, P<0.05, FDR<0.1) for abundance and significance criteria.

**Supplemental Table 3.** Litters Generated for Experiments. Fifty-eight independent litters were generated over several years for the experiments performed in this manuscript. The experiments and the figures the mice contributed to by group (MIR or CNTL) are indicated. Abbreviations are as follows: MIR = Maternal Inflammatory Response Offspring, MRI = Magnetic Resonance Imaging, e-Phys = electrophysiological CNTL = Vehicle Control Offspring, Rapa = Rapamycin, PPI = pre-pulse inhibition test, APO = apocynin; PTZ = pentylenetetrazol, IHC = immunohistochemistry.

### Quantified Seizure Response by Mouse

|                           |      | Quantified seizure response by mouse |      |     |      |     |      |     |                |     |  |
|---------------------------|------|--------------------------------------|------|-----|------|-----|------|-----|----------------|-----|--|
|                           |      | PTZ dosage (mg/kg)                   |      |     |      |     |      |     |                |     |  |
| seizure level mouse is in | 10   |                                      | 20   |     | 30   |     | 40   |     | 40 + Rapamycin |     |  |
| mouse                     | CNTL | MIR                                  | CNTL | MIR | CNTL | MIR | CNTL | MIR | CNTL           | MIR |  |
| m1                        | 0    | 0                                    | 0    | 1   | 1    | 1   | 1    | 1   | 1              | 1   |  |
| m2                        | 0    | 0                                    | 0    | 0   | 0    | 1   | 1    | 2   | 0              | 1   |  |
| m3                        | 0    | 0                                    | 0    | 0   | 0    | 1   | 0    | 2   | 0              | 1   |  |
| m4                        | 0    | 0                                    | 0    | 0   | 0    | 2   | 0    | 3   | 0              | 2   |  |
| m5                        | 0    | 0                                    | 0    | 0   | 0    | 0   | 0    | 3   | 0              | 2   |  |
| m6                        | 0    | 0                                    | 0    | 0   | 0    | 0   | 0    | 3   | 0              | 2   |  |
| m7                        | 0    | 0                                    | 0    | 0   | 0    | 0   | 0    | 4   | 0              | 2   |  |
| m8                        | 0    | 0                                    | 0    | 0   | 0    | 0   | 0    | 4   | 0              | 3   |  |

**Supplemental Table 4.** Quantified Seizure Response by Mouse. The highest seizure level reached on the 1-6 scale (see methods for descriptors) was recorded for each mouse at each PTZ dosage from 10-40 mg/kg) and at 40 mg/kg with 2 hour rapamycin treatment prior to PTZ administration. A 2-way ANOVA mixed model analysis for multiple comparisons showed significant treatment x group ( $p < 0.0001$ ,  $DF=4$ ), treatment ( $p < 0.0001$ ,  $DF=4$ ), and group ( $p < 0.0001$ ,  $DF=1$ ) effects. Posthoc Tukey's multiple comparisons show that at 40mg/kg there is a significant difference between MIR and Control offspring ( $p=0.0001$ ,  $DF=9.692$ ) and between MIR 40mg/kg PTZ and MIR 40mg/kg PTZ + rapamycin ( $p=0.0303$ ,  $DF=7$ ).  $N=8$ /group/treatment, A two-way ANOVA analysis for multiple comparisons with post-hoc Tukey's analysis of group effects was used.

# Supplementary material for: Acute rapamycin treatment reveals distinct mechanisms of dysfunction in a maternal inflammation mouse model
**Source:** Nat Commun. 2026 Jul 23;17:6386. doi: 10.1038/s41467-026-74958-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- n/a
- Confirmed
- ☐

☒

The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐

☒

A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐

☒

The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐

☒

A description of all covariates tested
- ☐

☒

A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐

☒

A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐

☒

For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒

☐

For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐

☒

For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐

☒

Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Behavior data used the San Diego Instruments SR-Lab Startle Response System, custom-made black and gray acrylic boxes with 40x40x40 cm chambers (Valley Plastics, Sherman Oaks, CA), hand-scoring with stopwatches, and Microsoft Excel spreadsheets for data collection. MRI data was collected using a 7 Tesla (T) Biospec small animal MRI system using Paravision 5.2 software (Bruker) at the UCLA Brain Mapping Center using S116 Bruker gradients (400mT/m) with a single-channel surface coil and standard imaging sequences (rapid-relaxation-with-enhancement RARE and gradient-echo planar sequences). Data were acquired using the S116 Bruker gradients (400 mT/m) in combination with a single-channel surface coil (described above) and a 72 mm birdcage transmit coil. An initial series of scans was performed to confirm proper head position, then localized FASTMAP shimming was performed to improve field homogeneity. T2-weighted structural scans were acquired with a Rapid-Relaxation-with-Enhancement (RARE) sequence (RARE factor=8, Echo time (TE)=56ms, repetition time (TR)=6,020 ms, 4 averages, data matrix=128x128 in a field-of-view (FOV)=20x 20mm, slice thickness=0.5 mm, 14 slices, FA=90 deg, bandwidth (BW)=50 kHz). Then functional (BOLD) data were acquired using the same image geometry as the structural scans, with a one-shot, interleaved, gradient-echo echo planar imaging sequence with the following parameters: TE=19 ms, TR=2,000 ms, FA=30 degrees, BW 400 kHz and a data matrix of 90x60) in a FOV of 20mx20mm. 10 dummy scans were used to allow the T1 signal to reach steady-state prior to signal acquisition after which 450 repetitions were acquired for 15mins. For each mouse, baseline data was collected and on the following week rapamycin (5mg/kg) or vehicle control (DMSO) was injected i.p. 2 hours before they were imaged in an identical manner. Single nucleus and bulk sequencing data was collected using a Quiagen RNeasy Mini Kit (#74106), KAPA Stranded mRNA-Seq Kit (#KR0960) on NovaSeq6000 S2 platform (Illumina), For brain slice electrophysiology performed whole-cell patch clamp recordings in voltage- or current-clamp modes using a MultiClamp 700B Amplifier (Molecular Devices) and the pCLAMP 10.5 acquisition software (Molecular Devices). Immunoshitology was quantified on a Zeiss Axiolmager Z1 fluorescent microscope with Apotome 2.0 and Stereoinvestigator MicroBrighfield software. Blood serum and brain tissue was collected from mice post-mortem. |
| Data analysis   | Statistical analysis for univariate data was performed using Prism Graphpad v8. Single nucleus and bulk sequencing used HT-seq 0.6.1 to                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

generate read counts, the STAR sequence aligner (v2.4.0) and Cell Ranger used for sequence alignment, expression analysis used R-project and the Bioconductor package EdgeR and R package Libra. Geneset enrichment analysis used R package gsea. Blood cytokines were analysed using Luminex xMAP Mouse 320plex cytokine panel immunoassay. Brain dissection westernblots were analysed using the ChemiDox XRS+ Molecular Imager (Biorad) and Quantity One software (Biorad). MRI data were converted to nifti format and entered into a python-scripted, preprocessing pipeline to do the following steps: brain extraction, movement correction and co-registration to a study-created brain template, slice timing correction, Gaussian smoothing to 0.8mm, bandpass filtering 0.01-0.2Hz using the FSL Toolbox. Seed analysis was conducted by temporal correlation of whole brain data to mean signal extraction from regions of interest at the pre-processed subject-level data, and then at the group-level within the general linear model framework implemented by using FSL Feat, with statistical correct at 2.1z,  $P < 0.01$  cluster-based correction. Distribution of brain networks into a community architecture was evaluated by calculation of modularity using 1000 iterations of the Louvain algorithm<sup>180</sup>. Modules derived from this process were then further classified at the nodal level by computing the classification diversity and classification consistency as described previously<sup>181</sup> as implemented under GraphVar. Tensor-based deformation analysis: Structural RARE data were converted to nifti image format, brain extracted from extracranial tissue using FSL BET<sup>182</sup>. All T2-weighted anatomical data were used to construct a study-specific, mean deformation template (MDT) images using the ants Multivariate Template Construction script<sup>183</sup> from Advanced Normalization Tools (ANTs, v.2.3.3) that consisted of bias field correction and a three-stage coregistration procedure of rigid, affine and non-linear deformable registrations. The raw data were then separately coregistered to the MDT template using a two-stage affine and symmetric diffeomorphic registration under ANTs. The resulting deformation field was then used to derive the Jacobian determinant that provides an indication of the local tissue expansion or atrophy compared to the MDT. All data were masked for a common space to ensure a contribution from all mice to each voxel, following which statistical group differences in voxel-based Jacobian values were computed using non-linear permutation testing implemented under FSL Randomise<sup>185</sup> under the general linear model framework using cluster-based thresholding set at  $z = 3.1$  ( $P < 0.001$ ) and variance smoothing of 0.1mm. Data were then corrected for multivoxel comparison using false discovery rate correction at  $q = 0.011$ . The primary outcomes for resting-state fMRI was functional connectivity changes assessed by network-based statistics and by network modularity measurements at baseline and after acute rapamycin treatment. The primary outcome for structural imaging were voxel-wise tissue volume changes (Jacobian determinant) in multiple brain regions.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available as follows. Single-nucleus RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under these accession codes [superseries #GSE328222 with subseries GSE328221 (single cell) and subseries GSE328220 (bulk)] and are publicly available as of the date of publication. Raw and preprocessed resting-state functional MRI and structural MRI data have been deposited in [Zenodo.org] under DOI [https://doi.org/10.5281/zenodo.19491368]. Univariate blood cytokine, western blot, brain wet weight, behavioral analysis, and slice electrophysiology data in this study have been deposited in [FigShare.com] under DOI [https://doi.org/10.6084/m9.figshare.31966476]. Source data underlying all figures and supplementary figures are provided with this paper. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on our own previous experiments and relevant experiments published in the literature to achieve a statistical power of 0.8 with an alpha of 0.05 to detect an effect size (Cohen's d) of 1.2. The significance and the effect size were reported for every result in the figure legends and results section. Group numbers has been reported in all figure legends and individual data points are plotted in result figures.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data exclusions | Mice from multiple litters were randomly assigned to each group and no selection criteria were used. An equal number of male and female mice were used in each group. Mice injured due to fighting in home cages, which happened occasionally, were excluded from study due to possible confounding effects of single housing and medical treatments. No animal exclusions were necessary due to a failure to perform the behavioral tests. Because we used an outbred strain of mice (CD1) that have some genetic variability, a range of phenotype severities was expected. Therefore, outlier data and outlier animals were not removed from any experiment since these mice likely represent the possible range of outcomes in the model.                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | Multiple litters of maternal inflammation-exposed offspring and vehicle control-exposed offspring were generated and equal numbers of male and female offspring were randomly selected from all litters to generate each experimental group. Some mice were used as young adults and other animals from the same litters were kept for experiments on older adult mice. These experiments were performed with 52 total litters generated over several years of experimentation (see supplemental table 2). Every new litter generated was evaluated for repetitive behaviors in an open field to confirm that the MIR phenotype was reproduced in the new offspring before using them for experiments, including non-behavior experiments. No MIR litters failed to display a significant repetitive behavior phenotype in offspring, demonstrating the reproducibility of the model. Because batch variations in LPS strength/effectiveness have been reported we used the same batch of LPS, stored in small aliquots at -80 degrees C, and made up fresh in saline for injection for every MIR litter generated. See Fig. 1A for an outline of this experimental timeframe. |
| Randomization   | Mice were randomly selected from multiple litters to form experimental groups and equal numbers of male and female mice were used in each group for all experiments. Separate cohorts of mice were used as young adult ages (P60-90) and old adult ages (P200-400) for specific experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | Animal group identification was not written on cage cards so that researchers were blinded to experimental groups during data collection. Group identification was known to the investigator analyzing the data only after all data had been collected. Treatment group but not litter group was known when rapamycin or vehicle treatment was administered. However, due to the development of extreme repetitive behaviors in a third of the MIR offspring at older ages it was not possible to be fully blinded to the group for the old-adult mice. MIR mice at older ages also frequently weighed less due to constant repetitive activity compared to control mice which normally become more sedentary and increase in weight significantly with age. MIR mice at young adult ages were not readily identifiable by inspection of home cage behavior.                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                                      |
|-------------------------------------|------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For western blot: phospho-S6 (S235/236; 1:2000, Cell Signaling Technology, #4858), S6 (1:2000, Cell Signaling Technology #2217), and b-actin (1:2000, Cell Signaling Technology #4970), and for immunohistochemistry: IBA1 (1:200 Wako 019-19741), NeuN (1:200 ThermoFisher #78499), and Egr1 (1:100 Cell Signaling Technology #4153), secondary fluorescent Alexa antibodies (1:2000 red/green) from ThermoFisher |
| Validation      | The companies, Cell Signaling Technology, Wako, and ThermoFisher, provide antibody validation at their website for the commercially available antibodies used for western blot and fluorescent immunohistochemistry as specified.                                                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | CD-1 mus musculus                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Wild animals            | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Equal numbers of male and female offspring were used in every experimental group. The mice were sex-pooled because we did not observe any sexually dimorphic behavioral patterns in brain or behavior phenotypes as documented in our previous work with this model (Le Belle, et al., 2014) and this is consistent with previously reported outcomes in MIR models (Fatemi, et al., Cell Mol Neurobiol 22, 25–33 (2002)). Information on sex is included in the revised manuscript. |
| Field-collected samples | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | UCLA animal research committee (IACUC)                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | n/a |
| Novel plant genotypes | n/a |
| Authentication        | n/a |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                      |
|---------------------------------|----------------------------------------------------------------------|
| Design type                     | Resting state BOLD and T1-weighted anatomical scans                  |
| Design specifications           | Resting state 450 repetitions (15mins) /session, 2 session per mouse |
| Behavioral performance measures | none                                                                 |

### Acquisition

|                               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | functional and structural                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field strength                | 7 Tesla                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Sequence & imaging parameters | Structural: T2-weighted structural scans were acquired with a Rapid-Relaxation-with-Enhancement (RARE) sequence (RARE factor=8, Echo time (TE)=56ms, repetition time (TR)=6,020 ms, 4 averages, data matrix=128x128 in a field-of-view (FOV)=20x 20mm, slice thickness=0.5 mm, 14 slices, FA=90 deg, bandwidth (BW)=50 kHz).<br><br>Functional: Functional (BOLD) data were acquired using the same image geometry as the structural scans, with a one-shot, interleaved, gradient-echo echo planar imaging sequence with the following parameters: TE=19 ms, TR=2,000 ms, FA=30 degrees, BW 400 kHz and a data matrix of 90x60 in a FOV of 20mx20mm. 10 dummy scans were used to allow the T1 signal to reach steady-state prior to signal acquisition after which 450 repetitions were acquired for 15mins. |
| Area of acquisition           | 14 Slices beginning by positioning the anterior field of view on the gap between the olfactory bulbs and the forebrain proper at Bregma +3.56mm.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

### Preprocessing

|                        |                                                                                                                  |
|------------------------|------------------------------------------------------------------------------------------------------------------|
| Preprocessing software | FSL Toolbox, ANTS Toolbox, GraphVar                                                                              |
| Normalization          | Slice-time corrected, normalized using non-linear ANTS to a mean deformation template calculated from the study. |
| Normalization template | Study-specific mean deformation template calculate using ANTS software.                                          |

|                            |                    |
|----------------------------|--------------------|
| Noise and artifact removal | Movement corrected |
| Volume censoring           | None               |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                                                                                             |
|---------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | General linear model and network based statistics for functional. Non-parametric permutation testing of structural data with FSL randomize.                                                                                                                                                 |
| Effect(s) tested                                                          | No task. Anova used.                                                                                                                                                                                                                                                                        |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input checked="" type="checkbox"/> Both                                                                                                                                                                            |
| Anatomical location(s)                                                    | Using an atlas (Eklund solutions)                                                                                                                                                                                                                                                           |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Structural cluster-wise $z=3.1$ ( $P<0.001$ ) and variance smoothing of 0.1mm and FDR $q=0.01$ . Functional: Seed analysis: 2.1z, $P<0.01$ cluster-based correction. Edgewise: Network-based statistics $P<0.01$ , 2-tailed, using non-parametric permutation testing over 1000 iterations. |
| Correction                                                                | FDR $q=0.01$ , Cluster-wise error correction $P<0.01$                                                                                                                                                                                                                                       |

## Models & analysis

|                                          |                                                                                                                                  |
|------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------|
| n/a                                      | Involvement in the study                                                                                                         |
| <input type="checkbox"/>                 | <input checked="" type="checkbox"/> Functional and/or effective connectivity                                                     |
| <input type="checkbox"/>                 | <input checked="" type="checkbox"/> Graph analysis                                                                               |
| <input checked="" type="checkbox"/>      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                            |
| Functional and/or effective connectivity | Edgewise strength analysis by Pearson Correlations                                                                               |
| Graph analysis                           | Weighted graph, modularity using the Louvain algorithm and nodal classification diversity and classification consistency values. |

How the deposited data were processed for this re-analysis (not part of the article)

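Single-nucleus RNA sequencing was run on nuclei of frozen adult cortex from 12 mice, 6 MIR mice and 6 control offspring, with 1 library per mouse (10x Chromium 3' chemistry v3). The authors aligned, filtered and counted each library with Cell Ranger 4.0.0, which yields raw UMI counts per gene and barcode. They then removed free RNA with CellBender, doublets with scDblFinder, nuclei with fewer than 200 genes or over 5% mitochondrial counts, and integrated and clustered the nuclei in Seurat. The values used here are the raw UMI counts as Cell Ranger writes them, whole numbers with a different total in each library, and hold no record of a later step. The labels give another organism and a human genome build, whereas all gene IDs in the 12 libraries are those of mouse. The mouse build and the use of strand are not given in the sources used here. A supplementary table lists 3 control and 3 MIR litters for sequencing, but which mouse came from which litter is not given in the sources used here. Litter could therefore not be fitted. With littermates among the mice, the standard errors and p values given here may be too small. Counts of the 12 libraries were compared in 30 pairs within a group to look for a library entered more than once, and all pairs differed far beyond counting noise (chi-squared per degree of freedom 22.1 to 273).

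The libraries held 76801 barcodes and 935798778 UMIs. Nuclei were kept with scanpy 1.11.5 at the paper's limits for genes and mitochondrial counts, which removed 0 and 733 barcodes, and Scrublet removed 4705 more at a doublet rate assumed to grow with the number of barcodes. Free RNA was not removed, because CellBender needs droplets that were filtered out upstream. Kept nuclei ranged from 4369 to 11057 per control mouse (median 5453) and from 2108 to 8530 per MIR mouse (median 6029). Median UMIs per kept nucleus ranged from 8323 to 18596 and from 8188 to 15692.5. Of all genes, 27865 were seen in at least 3 nuclei. Nuclei were integrated per mouse with reciprocal PCA in Seurat 5.3.0 (3000 features, 30 dimensions) and clustered at resolution 0.8, which gave 39 clusters. Clusters were named from 26 marker sets, using markers seen in at least 10% of the nuclei of a cluster, and a cluster with over 80% of its nuclei from 1 mouse was left unnamed. The order in which marker sets were applied was settled after the clusters were seen and before any comparison of MIR with control. Excitatory neurons and interneurons of no named subtype entered the pools but no test of a single type. Medium spiny neurons, vascular leptomeningeal cells and the 2024 unnamed nuclei, 1258 of them from control replicate 1, entered only the pool of all nuclei. Clusters of 676, 316 and 16 nuclei with markers of more than 1 class were left out of every test, which leaves 70355 nuclei in that pool. The Neurogranin cluster was kept by its marker set, although it too held markers of both classes. Its excitatory and interneuron markers stood at 7.38 and 6.83 log2 CPM, against 6.31 and 6.69 in the left-out cluster of 676 nuclei.

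For each of 13 cell types and 4 pools (excitatory neurons, interneurons, all neurons and all nuclei), counts were summed per mouse, with mice of fewer than 10 nuclei left out of a type. The sums were compared in R 4.3.3 with the robust quasi-likelihood test of edgeR 4.0.16, after TMM normalization and the edgeR filter on low counts, and Benjamini-Hochberg adjusted p values under 0.05 were called. Standard errors are the log2 fold change over the square root of F. Counts were scaled to each sum with TMM factors and are given as normalized CPM. A term for class by group, with the mouse as a block, tested whether the effect of MIR differed between excitatory neurons and interneurons. Lists were ranked by log2 fold change in fgsea 1.28.0 with 5 to 500 genes, and tested with camera at a preset correlation of 0.01 and at an estimated one and with fry, both of limma 3.58.1. Shares of nuclei were compared by an exact two-sided permutation test over 924 relabellings, whose smallest p is 0.00216. The 31 gene lists were written from memory with the paper's Table 3 already read, so members that the paper names are not independent of these mice.

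Genes to tabulate were chosen by a rule: for each type every gene the paper names in Table 3 or in a legible volcano plot, then up to 10 called genes with the highest absolute log2 fold change whose value in at least 5 of 6 MIR mice lay on 1 side of the control median, then called members of a list and up to 4 members per list as examples. The text names only part of these genes, picked after the values were seen, so the genes named for a type are not always those with its largest changes. The paper's values count as seen, and Xist, Tsix and Y-linked genes were left out. The samples, comparisons, tests, gene lists, naming rule and most alternatives were set before the data were examined. These alternatives were DESeq2 1.42.0, no filter on low counts, the likelihood ratio test of edgeR with and without that filter, an absolute log2 fold change over 1, at most 1% mitochondrial counts, no doublet removal, no integration, each nucleus typed on its own by its markers, thinning of all sums to 21534 UMIs, the replicate number as a block, another ranking of genes, and each of the 12 mice left out in turn. Set after the data were seen were a batch term, fits within replicates 1 to 3 and 4 to 6, fits without the 3 mice with over 10% striatal nuclei, pools without Neurogranin neurons, the permutation of shares within batches and a log2 fold limit of 0.5 taken from a legend of the paper, as were counts upward only and other tests joined to a fold limit.

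Neither the labels nor the paper name batches or pairs. After the group means were removed, expression over all nuclei of mice with the same replicate number correlated at 0.20 to 0.404 in the 6 pairs, with a median of 0.298, against 0.220 for other numbers within replicates 1 to 3 or 4 to 6 and -0.224 across these sets. Over the cell types and pools, 4 (all nuclei) to 9 (SV2C interneurons) of the 12 mice correlated best with the mouse of their own number. The pairing is therefore uncertain, and the number was fitted as a block in case it holds. The main test was tested on simulated data, in which folds were put into 200 genes. Such data may lack differences between the real libraries, so the rates may be too favorable. At log2 folds of 0.5 and 2 the main test recovered 30.3% and 96.8% of changed genes in upper-layer neurons, 18.5% and 98.4% in oligodendrocytes and 4.92% and 96.7% in microglia, with 10 false calls of 141, 6 of 133 and 7 of 108. In the same order the likelihood ratio test gave 18 false calls of 158, 14 of 146 and 12 of 124. DESeq2 gave 26 of 169, 18 of 152 and 10 of 120. Both recovered more changed genes than the main test, but with more false calls. A pass in them alone is therefore weaker evidence. The sequencing of bulk tissue and the measurements after rapamycin that the paper also reports are not part of these libraries. Some results are not reported here.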

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

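The values without the 3 mice rich in striatal nuclei were chosen only after the results were seen. In 17 of 212 groups of 6 mice 1 mouse stood far from the others, where chance gives about 1 in 20. The numbers in brackets are the gap to the nearest mouse of its group over the range of that group. Among neurons these were Npas4 in control replicate 1 (0.652) and Col11a1 in MIR replicate 4 (0.703) in the upper layers, and Actn2 in control replicate 2 (0.826) and Kirrel in MIR replicate 3 (0.637) in the deep layers, all of them high. The heat shock gene Hspa1a was high in MIR replicate 1 in excitatory neurons (0.743) and in all neurons (0.689). In glia Irs2 was high in astrocytes of MIR replicate 5 (0.717) and Phyhd1 in oligodendrocytes of control replicate 3 (0.671). In microglia 6030468B19Rik was low in control replicate 4 (0.674) and high in MIR replicate 6 (0.678), Ets1 was high in control replicate 4 (0.712) and Fkbp5 in control replicate 3 (0.70). In endothelial cells the neuronal adhesion genes Pcdh9 in control replicate 5 (0.638) and Magi2 in control replicate 1 (0.736) and the GABA receptor gene Gabrb1 in MIR replicate 2 (0.727) were high. In MIR replicate 3 the share of PV interneurons was low (0.698) and that of endothelial cells high (0.651).

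The effect of MIR differed between excitatory neurons and interneurons for 6 genes in a test of the difference itself. Interneuron minus excitatory differences were 0.51 for Hs3st5 (standard error 0.06, adjusted p = 0.00111 from edgeR; log2 fold change -0.49 in excitatory neurons and 0.02 in interneurons), -1.03 for Gm28153 (standard error 0.11, adjusted p = 0.00111 from edgeR; log2 fold change 0.94 in excitatory neurons and -0.1 in interneurons) and 0.62 for Fmnl2 (standard error 0.08, adjusted p = 0.00916 from edgeR; log2 fold change -0.24 in excitatory neurons and 0.37 in interneurons), an actin regulator, and these 3 passed in each of the 12 fits that leave out 1 mouse. They were 0.45 for P4ha1 (standard error 0.07, adjusted p = 0.0156 from edgeR; log2 fold change -0.26 in excitatory neurons and 0.18 in interneurons; not called without control replicates 1 and 4 and MIR replicates 1 and 6), a collagen hydroxylase, -0.54 for Spns2 (standard error 0.09, adjusted p = 0.0364 from edgeR; log2 fold change 0.58 in excitatory neurons and 0.05 in interneurons; not called without control replicates 1, 4, 5 and 6 and MIR replicates 1, 2, 4 and 6), a lipid transporter, and 0.35 for Mctp1 (standard error 0.06, adjusted p = 0.0364 from edgeR; log2 fold change -0.21 in excitatory neurons and 0.12 in interneurons; not called without control replicates 1, 3, 4 and 5 and MIR replicates 1, 2, 4, 5 and 6), a calcium sensor. Of the log2 fold changes in either class alone, that of Gm28153 in excitatory neurons passed (adjusted p = 0.0178 from edgeR) and the others did not. DESeq2 called 30 genes in this test, these 6 among them. With no filter on low counts edgeR called 8, among them these genes without Mctp1.

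Genes that the paper does not name for a cell type also stood out against the control mice. In oligodendrocytes these were Cdkn1a (log2 fold change 2.53, higher in 6 of 6 MIR mice than the control median, adjusted p = 0.0136 from edgeR), which the paper names from bulk tissue, and Zfand4 (log2 fold change 2.10, higher in 6 of 6 MIR mice than the control median, adjusted p = 0.00983 from edgeR). With the replicate number as a block they were at adjusted p = 0.104 and 0.0638. In astrocytes Pde10a was higher (log2 fold change 2.88, higher in 6 of 6 MIR mice than the control median, adjusted p = 0.00846 from edgeR), at 0.0845 for Pde10a in Astrocyte nuclei without the striatal mice. In microglia the transcript 6030468B19Rik was lower (log2 fold change -3.54, lower in 6 of 6 MIR mice than the control median, adjusted p = 0.000647 from edgeR), Ets1 was lower (log2 fold change -2.47, lower in 6 of 6 MIR mice than the control median, adjusted p = 0.00681 from edgeR; adjusted p of 0.0670 for Ets1 in Microglia nuclei without the striatal mice) and Cd244a was higher (log2 fold change 2.64, higher in 6 of 6 MIR mice than the control median, adjusted p = 0.0285 from edgeR, lost without control replicates 1, 2, 3, 5 and 6 and MIR replicate 5 (adjusted p up to 0.0760, without control replicate 6)). Standard errors and the settings that end these calls stand with the genes above.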

How the results depend on the processing

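Chosen after the data were seen were the batch term, the fits within replicates 1 to 3 and 4 to 6, the fits without the 3 mice rich in striatal nuclei, the pools without Neurogranin neurons, the counts upward only, the other tests joined to a fold limit and the permutation of shares within these sets. Over all alternatives, named genes kept their direction and side of the threshold in 1566 comparisons, lost the call in 479, gained it in 73 and turned direction in 12. For called lists these numbers were 528 kept, 98 lost and 4 turned, for the mTORC1-regulated list by cell type 218 kept, 27 lost, 5 gained and 23 turned, and for shares 212 kept and 22 turned. Phyhd1, Hif3a and Cab39l in oligodendrocytes, 6030468B19Rik in microglia, Fkbp5 in upper-layer neurons and Adgrd1 in excitatory neurons kept their calls over all mice under the alternatives run, thinning and fits within 3 replicates aside. Xdh in microglia did so too where it had an adjusted p. In DESeq2, without doublet removal and with each nucleus typed on its own Xdh had none, so its call could not be judged there. The planned fits with sex as a covariate are not among these, because the sex of each mouse is not given in the sources used here and the design with the covariate called from the counts could not be estimated. Apart from the block values printed here and beside the named genes, the block changed no other call reported in the text. The cause of the changes below was not tested, except that thinning to the 21534 UMIs of the thinnest pericyte sum leaves fewer counts and genes by construction, and fits within 3 replicates hold fewer mice. A mouse gave at most 44 endothelial and 50 pericyte nuclei.

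With DESeq2 the counts of changed genes were 195 (upper-layer), 133 (deep-layer), 2 (Neurogranin), 11 (PV), 6 (VIP), 68 (astrocytes), 229 (oligodendrocytes), 36 (precursors), 139 (microglia), 145 (endothelial), 17 (interneurons), 250 (excitatory), 227 (all neurons), 208 (all nuclei), 30 (class difference). With the likelihood ratio test of edgeR they were 148 (upper-layer), 127 (deep-layer), 4 (Neurogranin), 15 (PV), 6 (SST), 14 (VIP), 4 (SV2C), 60 (astrocytes), 228 (oligodendrocytes), 44 (precursors), 138 (microglia), 176 (endothelial), 17 (interneurons), 173 (excitatory), 145 (all neurons), 105 (all nuclei). With that test, no filter and at least 3 nuclei they were 120 (upper-layer), 104 (deep-layer), 53 (Neurogranin), 18 (PV), 6 (SST), 14 (VIP), 6 (SV2C), 52 (astrocytes), 201 (oligodendrocytes), 37 (precursors), 156 (microglia), 300 (endothelial), 12 (pericytes), 16 (interneurons), 139 (excitatory), 120 (all neurons), 107 (all nuclei). With the replicate number as a block they were 22 (upper-layer), 29 (deep-layer), 64 (Neurogranin), 5 (PV), 1 (VIP), 2 (SV2C), 42 (astrocytes), 185 (oligodendrocytes), 62 (precursors), 116 (microglia), 219 (endothelial), 0 (all nuclei). Thinned to a common depth they were 0 (upper-layer), 0 (deep-layer), 0 (PV), 0 (astrocytes), 0 (oligodendrocytes), 0 (microglia), 1 (endothelial). With a batch term they were 69 (upper-layer), 56 (deep-layer), 135 (Neurogranin), 1 (VIP), 42 (astrocytes), 213 (oligodendrocytes), 31 (precursors), 144 (microglia), 146 (endothelial), 63 (excitatory), 58 (all neurons), 30 (all nuclei). Without the 3 striatal mice they were 3 (upper-layer), 0 (deep-layer), 1 (PV), 2 (astrocytes), 4 (precursors), 6 (microglia), 50 (endothelial), 0 (interneurons), 3 (excitatory), 2 (all neurons), 0 (all nuclei). Within replicates 1 to 3 they were 32 (upper-layer), 4 (deep-layer), 760 (Neurogranin), 7 (PV), 4 (SST), 5 (VIP), 32 (astrocytes), 44 (oligodendrocytes), 56 (precursors), 14 (microglia), 2 (interneurons), 11 (excitatory), 7 (all neurons), 6 (all nuclei). Within replicates 4 to 6 they were 130 (upper-layer), 141 (deep-layer), 2 (Neurogranin), 22 (PV), 32 (SST), 24 (VIP), 18 (SV2C), 133 (astrocytes), 330 (oligodendrocytes), 48 (precursors), 558 (microglia), 33 (endothelial), 5 (pericytes), 41 (interneurons), 194 (excitatory), 181 (all neurons), 144 (all nuclei). At an absolute log2 fold change over 1 they were 6 (upper-layer), 7 (deep-layer), 53 (oligodendrocytes), 32 (microglia), 11 (excitatory), 13 (all neurons). With the likelihood ratio test and an absolute log2 fold change over 0.5 they were 129 (upper-layer), 113 (deep-layer), 4 (Neurogranin), 15 (PV), 6 (SST), 13 (VIP), 4 (SV2C), 59 (astrocytes), 216 (oligodendrocytes), 44 (precursors), 137 (microglia), 176 (endothelial). With that test and one over 1 they were 44 (upper-layer), 54 (deep-layer), 4 (Neurogranin), 10 (PV), 4 (SST), 4 (VIP), 3 (SV2C), 28 (astrocytes), 72 (oligodendrocytes), 21 (precursors), 146 (endothelial). With DESeq2 and one over 1 they were 47 (upper-layer), 46 (deep-layer), 2 (Neurogranin), 8 (PV), 1 (VIP), 29 (astrocytes), 75 (oligodendrocytes), 16 (precursors). With no filter on low counts they were 33 (deep-layer), 47 (Neurogranin), 6 (PV), 19 (VIP), 23 (SV2C), 22 (astrocytes), 144 (precursors), 343 (microglia), 506 (endothelial), 8 (pericytes), 0 (all nuclei). Without doublet removal they were 21 (deep-layer), 1 (astrocytes), 55 (oligodendrocytes), 1 (precursors), 10 (microglia), 0 (endothelial), 0 (all nuclei). With each nucleus typed on its own they were 1 (deep-layer), 1 (Neurogranin), 0 (astrocytes), 68 (oligodendrocytes), 1 (microglia), 0 (endothelial), 0 (interneurons), 0 (all nuclei). Without integration they were 19 (deep-layer), 51 (endothelial), 0 (all nuclei). Upward only they were 7 (deep-layer), 1 (PV), 3 (astrocytes), 27 (microglia). At 1% mitochondrial counts at most they were 5 (precursors), 0 (endothelial), 7 (pericytes), 2 (all nuclei). That setting left 4 control and 4 MIR mice in endothelial cells and 6 control and 3 MIR mice in pericytes.

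The counts of 0 are from edgeR. Thinned, they came with 0 (upper-layer), 0 (deep-layer), 0 (PV), 0 (astrocytes), 0 (oligodendrocytes), 3 (microglia) genes at an unadjusted p under 0.05, where 37 (upper-layer), 44 (deep-layer), 76 (PV), 73 (astrocytes), 82 (oligodendrocytes), 136 (microglia) genes were left to test. Over all nuclei, these were 2559 with the block, 1996 with no filter, 1742 without doublet removal, 1725 with nuclei typed on their own, 1718 without integration and 1781 without the striatal mice, where DESeq2 called 208 and the likelihood ratio test 105 on the planned data. In endothelial cells they were 355 without doublet removal, 327 with nuclei typed on their own and 105 at 1% mitochondrial counts.

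The mTORC1-regulated list passed in 3 cell types within replicates 1 to 3 and 1 within 4 to 6, in 2 with camera and, with an estimated correlation, in 0 with camera, where 5 passed in fgsea. Without passing, its direction turned in endothelial cells with the likelihood ratio test and no filter (adjusted p = 1 from fgsea, as in pericytes, 1), within replicates 1 to 3 (0.994, as in upper-layer neurons, 0.994), and with camera (0.797, and 0.926 with an estimated correlation). Within replicates 4 to 6 it turned in SST (0.810) and SV2C interneurons (0.876). Without MIR replicate 1 it turned lower, with NES of -1.0 (upper-layer), -1.03 (deep-layer), -1.33 (SST), -1.2 (VIP), -1.11 (SV2C), -1.22 (astrocytes), -0.91 (pericytes) from fgsea and adjusted p of 0.195 or more. It turned as well in endothelial cells without control replicates 5 and 6 and MIR replicates 4, 5 and 6, in VIP interneurons and pericytes without control replicate 6 and in SV2C interneurons without control replicate 4. Of the 30 list calls in the 4 pools by fgsea, 16 passed within replicates 4 to 6, of them 4 in all nuclei and 1 in interneurons, and 1 in interneurons with the likelihood ratio test and no filter. With camera and an estimated correlation 0 passed (0, 0, 0, 0 by pool), against 5 or more per pool in fgsea. With fry in place of camera, 13 lists passed over the cell types. In interneurons proliferation genes turned direction without the striatal mice (adjusted p = 0.282 from fgsea) and within replicates 4 to 6 (0.574). Differences in shares (MIR minus control, percentage points) turned sign with each nucleus typed on its own for upper-layer (-0.904), PV (0.505) and SST neurons (0.172), and at 1% mitochondrial counts for PV (0.143) and SST neurons (0.0553) and oligodendrocytes (0.518), none of them past the threshold. Tbr1 in Neurogranin nuclei (log2 fold change -0.09) turned to 0.16 with no filter, in both tests, 0.102 without doublet removal, 0.47 with nuclei typed on their own and 0.0199 without the striatal mice. With nuclei typed on their own, Mdga2 in Endothelial nuclei turned to -0.128, Pcdh9 in Endothelial nuclei turned to -0.116, Magi2 in Endothelial nuclei turned to -0.134, Cntn1 in Endothelial nuclei turned to -0.101, Gabrb1 in Endothelial nuclei turned to -0.107, Gria2 in Endothelial nuclei turned to -0.279.

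Leaving out each mouse in turn, counts of changed genes ran from 3 to 17 (upper-layer), 0 to 21 (deep-layer), 0 to 1 (Neurogranin), 2 to 4 (PV), 0 to 1 (SST), 0 to 2 (VIP), 0 to 1 (SV2C), 3 to 11 (astrocytes), 58 to 167 (oligodendrocytes), 0 to 8 (precursors), 23 to 116 (microglia), 37 to 249 (endothelial), 0 to 5 (interneurons), 1 to 26 (excitatory), 1 to 21 (all neurons), 0 to 5 (all nuclei), 3 to 18 (class difference). The mTORC1-regulated list passed in 1 to 9 cell types, and list calls ran from 23 to 38 over the 4 pools, 8 to 12 (all nuclei), 6 to 10 (all neurons), 6 to 11 (excitatory) and 2 to 11 (interneurons). Adjusted p of the mTORC1-regulated list from fgsea ran from 0.00432 to 0.992 (upper-layer), 0.0342 to 0.992 (deep-layer), 0.0255 to 0.988 (SST), 0.00931 to 0.988 (VIP), 0.0505 to 0.988 (SV2C), 0.0768 to 0.992 (astrocytes), 0.262 to 0.992 (endothelial), 0.348 to 0.992 (pericytes). Differences in shares ran, in percentage points, from -0.450 to 1.22 (astrocytes), -0.956 to 2.98 (upper-layer), -0.312 to 0.348 (PV), -0.436 to 0.159 (SST), -0.0676 to 0.281 (SV2C), -0.0144 to 0.221 (precursors), -1.12 to 0.249 (oligodendrocytes). For Tbr1 in Neurogranin nuclei the log2 fold change ran from -0.19 to 0.0597. For immediate early genes in all interneuron nuclei adjusted p from fgsea ran from 1.72e-06 to 0.824. For mTORC1-regulated genes in all neuron nuclei adjusted p from fgsea ran from 0.00155 to 1.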

Differences from the paper's values

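Fits within replicates 1 to 3 and 4 to 6, the batch term and the fits without the striatal mice were chosen only after the values were seen. The paper's values below were read by eye from its figures. They rest on 5 MIR and 6 control mice, free RNA removed, and the likelihood ratio test of edgeR. The thresholds in its legend, which speaks of genes enriched in MIR mice, are an FDR under 0.05 and a log2 fold change over 0.5. Its text gives p under 0.05 for the counts per cell type. It gives a log2 fold change over 1 for the genes in its table of autism, epilepsy and neuroinflammation genes, not for these counts. A count or enrichment score is called within the paper's value where neither is over 1.5 times the other or, with a 0 among them, where they differ by at most 1.5, and a log2 fold change where it differs by at most its standard error. The counts here are of genes past the adjusted p in either direction with no limit on the fold, from the quasi-likelihood test on 6 and 6 mice. With an absolute log2 fold change over 0.5 as well, a setting also chosen after the values were seen, they were 13 in upper-layer neurons, 12 in deep-layer neurons, 3 in PV interneurons, 5 in astrocytes and 85 in endothelial cells, none of them within the paper's values.

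In Supplementary Fig. 2d the paper's number of genes was about 42 in upper-layer excitatory neurons, read by eye, against 14 here. No alternative set before the data were examined came within its value, while, chosen after the values were seen, 32 genes within replicates 1 to 3 did, as did other tests joined to the fold limit of the paper's text (below). For deep-layer neurons it was about 23 in Supplementary Fig. 2d, read by eye, against 12. Of the alternatives set before the data were examined, 33 with no filter on low counts, 21 without doublet removal, 16 at 1% mitochondrial counts at most, 19 without integration, 29 with the replicate number as a block, 21 without control replicate 1 and 19 without control replicate 3 fell within it and the others did not. Endothelial cells had about 18 in Supplementary Fig. 2d, read by eye, against 85, with no alternative within it. Astrocytes had about 3 in Supplementary Fig. 2d, read by eye, against 5, and of the alternatives set before the data were examined 4 without integration, 4 without control replicate 1, 4 without control replicate 2, 4 without control replicate 5, 3 without control replicate 6, 4 without MIR replicate 6 and 4 at an absolute log2 fold change over 1 fell within it, the others not. Without the striatal mice, chosen after, the astrocyte count was 2. For PV interneurons it was about 8 in Supplementary Fig. 2d, read by eye, against 3, with 11 with DESeq2 and 6 with no filter on low counts within it, the other alternatives set before outside, and 7 within replicates 1 to 3, chosen after.

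By edgeR no gene passed here in 5 types for which the paper's figure shows some. For Neurogranin neurons its number was about 64 in Supplementary Fig. 2d, read by eye, against 0 here (489 genes at an unadjusted p under 0.05, and 2 in DESeq2), with 47 with no filter on low counts, 53 with the likelihood ratio test, no filter and at least 3 nuclei and 64 with the replicate number as a block within it and the other alternatives set before the data were examined outside. For precursors it was about 16 in Supplementary Fig. 2d, read by eye, against 0 (734 genes at an unadjusted p under 0.05), and no alternative set before came within it, DESeq2 giving 36 and the likelihood ratio test 44, though both did past the fold limit of the paper's text (below). For SST interneurons it was about 6 in Supplementary Fig. 2d, read by eye, against 0 (497 genes at an unadjusted p under 0.05, and 0 in DESeq2), with 6 with the likelihood ratio test and 6 with that test, no filter and at least 3 nuclei within it, the other alternatives set before outside, and 4 within replicates 1 to 3, chosen after. For SV2C interneurons it was about 2 in Supplementary Fig. 2d, read by eye, against 0 (380 genes at an unadjusted p under 0.05, 0 in DESeq2 and 4 with the likelihood ratio test), with 2 with the replicate number as a block within it and the other alternatives set before outside. For pericytes it was about 2 in Supplementary Fig. 2d, read by eye, against 0 (28 genes at an unadjusted p under 0.05, and 0 in DESeq2 and 0 with the likelihood ratio test), with no alternative within it.

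Counts in 1 direction and other tests joined to a fold limit were chosen after the values were seen. In brackets is how many of the genes that the paper names in a type they leave uncalled. At an absolute log2 fold change over 1, the likelihood ratio test came within the paper's values with 44 in upper-layer neurons (13 of 18 not called), 10 in PV interneurons (4 of 6 not called), 4 in SST interneurons, 3 in SV2C interneurons, 21 in precursors (5 of 5 not called) and 55 in microglia (9 of 13 not called), and not with 54 in deep-layer neurons, 4 in Neurogranin neurons, 4 in VIP interneurons, 28 in astrocytes, 72 in oligodendrocytes, 146 in endothelial cells and 0 in pericytes. DESeq2 came within them with 47 in upper-layer neurons (13 of 18 not called), 8 in PV interneurons (4 of 6 not called), 1 in VIP interneurons, 16 in precursors (5 of 5 not called) and 51 in microglia (10 of 13 not called), and the likelihood ratio test with no filter with 53 in upper-layer neurons (9 of 18 not called), 53 in Neurogranin neurons (16 of 16 not called), 6 in SST interneurons and 97 in oligodendrocytes (6 of 13 not called). Over 0.5, the likelihood ratio test came within them only with 6 in SST interneurons, DESeq2 with 11 in PV interneurons (4 of 6 not called) and the likelihood ratio test with no filter with 53 in Neurogranin neurons (16 of 16 not called) and 6 in SST interneurons. Counted upward only, as its legend words it, the planned test came within them with 0 in VIP interneurons and 3 in astrocytes (1 of 1 not called), where microglia (27) and oligodendrocytes (80) no longer did. Upward, the likelihood ratio test came within them over 0.5 with 6 in PV interneurons (4 of 6 not called), 4 in SST interneurons, 137 in oligodendrocytes (3 of 13 not called) and 59 in microglia (9 of 13 not called), and over 1 with 28 in upper-layer neurons (13 of 18 not called), 29 in deep-layer neurons (8 of 15 not called), 0 in VIP interneurons and 15 in precursors (5 of 5 not called). DESeq2 did so upward over 0.5 with 129 in oligodendrocytes (3 of 13 not called), 20 in precursors (5 of 5 not called) and 54 in microglia (10 of 13 not called) and over 1 with 31 in upper-layer neurons (13 of 18 not called), 28 in deep-layer neurons (8 of 15 not called), 0 in VIP interneurons and 11 in precursors (5 of 5 not called). The likelihood ratio test with no filter did so upward over 0.5 with 9 in PV interneurons (2 of 6 not called), 5 in SST interneurons, 126 in oligodendrocytes (3 of 13 not called), 21 in precursors (3 of 5 not called) and 86 in microglia (3 of 13 not called) and over 1 with 30 in upper-layer neurons (9 of 18 not called), 33 in deep-layer neurons (7 of 15 not called), 7 in PV interneurons (2 of 6 not called), 5 in SST interneurons, 18 in precursors (3 of 5 not called) and 69 in microglia (3 of 13 not called). With no fold limit each of these tests came within them, upward, in the same types as over 0.5.

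For single genes the paper's log2 fold change of Hopx in deep-layer neurons was about 3.4 in Supplementary Fig. 2b, read by eye, against 1.68 here, and that of Dbi about 6.5 in Supplementary Fig. 2b, read by eye, against 0.36, with no alternative within either. That of Rap1gapos in deep-layer neurons was about 3.2 in Supplementary Fig. 2b, read by eye, against 3.85. The alternatives set before the data were examined fell within it at 3.82 with DESeq2, 3.85 with no filter on low counts, 3.80 with the likelihood ratio test, 3.81 with that test, no filter and at least 3 nuclei, 3.72 with each nucleus typed on its own, 3.72 with the replicate number as a block, 3.87 without control replicate 3, 3.64 without control replicate 4, 3.75 without control replicate 5, 3.80 without control replicate 6, 3.80 without MIR replicate 2 and 3.48 without MIR replicate 6, and the others did not. That of Moxd1 in PV interneurons was about -0.9 in Supplementary Fig. 2c, read by eye, against -0.58, with no alternative set before within it, while without the striatal mice, chosen after, Moxd1 in Interneuron-PV nuclei was at -0.77.

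For gene lists, which were written by hand here and are not the published sets, the normalized enrichment score of mTORC1-regulated genes in endothelial cells was about 1.3 in Supplementary Fig. 2e, read by eye, against -0.865 here. It fell within that at 0.896 with the likelihood ratio test, no filter and at least 3 nuclei and in no other alternative set before the data were examined. For energy-dependent regulation of mTOR in all nuclei the paper's score was about 1.8 in Supplementary Fig. 5a, read by eye, against -0.483, and for kainate receptor activity about 0.7 in Supplementary Fig. 5a, read by eye, against -1.21. For NF-kB signaling in excitatory neurons it was about 1.7 in Supplementary Fig. 5c, read by eye, against 0.626, and no alternative came within these 3 values. For interleukin-1 signaling in interneurons it was about 1.5 in Supplementary Fig. 5d, read by eye, against 0.613, with 1.02 without control replicate 3 within it and the other alternatives set before outside, and with 1.12 within replicates 4 to 6, chosen after.

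Statements of the paper also differ. It places upper- and deep-layer excitatory and other excitatory neurons among the types with most changed genes, while here endothelial cells (85) stood above microglia (67), upper-layer (14) and deep-layer neurons (12), and Neurogranin neurons had 0 by edgeR. With the likelihood ratio test, which the paper used, upper-layer neurons (148) stood above microglia (138) and deep-layer neurons (127) and below oligodendrocytes (228) and endothelial cells (176), and in DESeq2 upper-layer neurons (195) stood below oligodendrocytes (229) and above endothelial cells (145), microglia (139) and deep-layer neurons (133). It names mTOR genes as enriched in upper-layer neurons, endothelial cells and astrocytes, where the list did not pass here (adjusted p = 0.628, 0.787 and 0.640 from fgsea), apart from upper-layer neurons without control replicate 1 (adjusted p = 0.00432). Of the genes that its Table 3 and volcano plots name and that could be tested, 5 of 13 passed in oligodendrocytes, 4 of 7 in microglia, 4 of 11 in upper-layer neurons, 1 of 13 in deep-layer neurons, 1 of 3 in PV interneurons, 1 of 5 in interneurons, 0 of 3 in Neurogranin neurons, 0 of 2 in precursors and 0 of 1 in astrocytes by edgeR. Where the paper gives 1 direction, the direction here was the same apart from Tbr1 in Neurogranin neurons (log2 fold change -0.09, adjusted p = 0.942 from edgeR), which turned in some alternatives. The paper reports Kirrel and Grip1 as lower, which did not pass here (adjusted p = 0.0572 in deep-layer neurons and adjusted p = 0.595 in Neurogranin neurons from edgeR). Grip1 passed within replicates 1 to 3 alone (adjusted p = 0.0179), a setting chosen after. Table 3 lists Egr4 and Disp1 in both directions. Among the other genes that did not pass here, the likelihood ratio test called Col11a1, Actn2, Gm14091 and Chrd, among others, in upper-layer neurons, Hmga2, Ccnd3, Egr4, Npas4, Kirrel, Hopx and Gbp8 in deep-layer neurons, Rap1gapos in PV interneurons, Irs2 in astrocytes and Fkbp5, C4b, Bcat1, Lypd6 and Slpi in oligodendrocytes. DESeq2 called the same genes. With no filter on low counts the likelihood ratio test called the same among the genes tested here. With genes that the filter removes, it called more of those the paper names than with the filter. These were 10 of 13 against 4 in microglia and 13 of 18 against 9 in upper-layer neurons. They were 9 of 15 against 8 in deep-layer neurons, 4 of 6 against 2 in PV interneurons and 2 of 5 against 0 in precursors. The block called Hopx in deep-layer neurons, Rap1gapos in PV interneurons, Irs2 in astrocytes and C4b, Lypd6 and Slpi in oligodendrocytes, and at least 1 fit that leaves out a mouse Col11a1 and Gm14091 in upper-layer neurons, Hmga2, Ccnd3, Kirrel and Hopx in deep-layer neurons, Rap1gapos in PV interneurons, Irs2 in astrocytes, Fkbp5, C4b, Bcat1, Mat2a, Lypd6 and Slpi in oligodendrocytes and Fkbp5 in precursors. Chosen after the values were seen, a batch term called Col11a1, Gm14091 and Chrd in upper-layer neurons, Hmga2, Kirrel and Hopx in deep-layer neurons, Irs2 in astrocytes and Fkbp5, C4b, Lypd6 and Slpi in oligodendrocytes, and fits within replicates 4 to 6 alone Col11a1 in upper-layer neurons, Hmga2, Ccnd3, Kirrel and Hopx in deep-layer neurons, Fkbp5, Bcat1, Mat2a, Lypd6 and Slpi in oligodendrocytes, Fkbp5 in precursors and Fkbp5 and Hspd1 in microglia, and within replicates 1 to 3 also Rap1gapos in PV interneurons. In edgeR's quasi-likelihood test with no filter on low counts Hmga2, Kirrel and Hopx in deep-layer neurons and Irs2 in astrocytes passed, without doublet removal Hopx in deep-layer neurons and Fkbp5 in oligodendrocytes and without the striatal mice, a setting chosen after, Fkbp5 in oligodendrocytes and Fkbp5 in microglia.

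Among the pathways the paper names, it gives energy-dependent mTOR regulation and kainate receptor activity as enriched in all cells, where the lists did not pass (adjusted p = 1.0 and 0.513 from fgsea). In all neurons it gives ion channel transport and homeostasis as enriched and TGF-β and potassium channel signaling as decreased. Here none of these lists passed: ion channel transport (NES 1.1, adjusted p = 0.492), ion homeostasis (NES 1.22, adjusted p = 0.337), TGF-β signaling (NES -1.09, adjusted p = 0.529), voltage-gated (NES 1.16, adjusted p = 0.422) and inwardly rectifying potassium channels (NES 1.52, adjusted p = 0.164) by fgsea, the last 2 with the opposite sign. In excitatory neurons it gives NF-kB, Notch and Toll-like receptor signaling as enriched, with its text and figure naming receptors that differ in part, and reduction of cytosolic calcium and AP-2 factors as decreased. None passed here by fgsea: NF-kB (adjusted p = 1.0), Notch (NES 1.54, adjusted p = 0.0716), Toll-like receptors (NES 1.27, adjusted p = 0.288), cytosolic calcium (NES 0.985, adjusted p = 0.658) and AP-2 factors (NES 1.58, adjusted p = 0.0716), the last 2 with the opposite sign. Notch signaling in all excitatory nuclei passed without MIR replicate 2 (adjusted p = 0.0383 from fgsea), with genes ranked by signed p (adjusted p = 0.0389) and, chosen after the values were seen, with a batch term (adjusted p = 0.0352). In interneurons it gives GABA receptor activation and interleukin-1 signaling as enriched and voltage-gated potassium channels, NCAM and gap junctions as decreased. Here GABA receptors (NES 1.1, adjusted p = 0.437), interleukin-1 (adjusted p = 1.0), potassium channels (NES 1.45, adjusted p = 0.131), NCAM signaling (NES -0.853, adjusted p = 0.888) and gap junctions (NES 1.48, adjusted p = 0.131) did not pass by fgsea, potassium channels and gap junctions with the opposite sign.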

Other observations

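The splits of the mice, the batch and variant tests of Rap1gapos, the test of its level across receiving cell types and the test of the share of nuclei with C1qa were chosen only after the results were seen. Transcripts of the mitochondrial genome, also a sign of RNA from outside the nucleus, stood higher in astrocytes of MIR mice (median log2 fold change 0.9, adjusted p = 4.30e-11 from camera and 0.465 with an estimated correlation). Of 13 measured, none passed over all genes by edgeR, and 12 rose when adjusted over the list alone, the cytochrome oxidase gene mt-Co2 standing at a log2 fold change of 0.82 (standard error 0.26, adjusted p = 0.390 from edgeR). They stood higher in oligodendrocyte precursors as well (median log2 fold change 0.88, adjusted p = 1.39e-10 from camera and 0.166 with an estimated correlation). Of 11 measured, none passed over all genes by edgeR, and 6 rose when adjusted over the list alone, with mt-Co1 at 0.91 (adjusted p = 0.374 from edgeR). Glucocorticoid-responsive genes stood higher in precursors (median log2 fold change 0.47, adjusted p = 1.15e-08 from camera and 0.166 with an estimated correlation). Of 14 measured, none passed over all genes by edgeR, and 7 rose when adjusted over the list alone, with the transcription factor Klf9 at 0.69 (adjusted p = 0.256 from edgeR) and the glycerol phosphate enzyme gene Gpd1 at 1.1 (adjusted p = 0.203). The same list stood higher in astrocytes (median log2 fold change 0.29, adjusted p = 8.87e-06 from camera and 0.465 with an estimated correlation). Of 29 measured, none passed over all genes by edgeR, and 3 rose when adjusted over the list alone. Heat shock and chaperone genes stood higher in precursors (median log2 fold change 0.35, adjusted p = 2.17e-06 from camera and 0.166 with an estimated correlation). Of 24 measured, none passed over all genes by edgeR, and 4 rose when adjusted over the list alone, with the co-chaperone gene Dnaja1 at 0.54 (adjusted p = 0.307 from edgeR).

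In microglia heat shock genes stood higher too (median log2 fold change 0.46, adjusted p = 4.05e-06 from camera and 0.819 with an estimated correlation). Of 24 measured, none passed over all genes by edgeR, and 4 rose when adjusted over the list alone, with Dnaja1 at 0.79 (adjusted p = 0.113 from edgeR). Glucocorticoid-responsive genes went both ways in microglia. Of 17 measured, 1 rose and 1 fell over all genes by edgeR, and 2 rose and 4 fell when adjusted over the list alone, with the repressor Bcl6 upward (log2 fold change 1.27, standard error 0.29, adjusted p = 0.0487 from edgeR) and the kinase Sgk1 downward (log2 fold change -0.88, standard error 0.21, adjusted p = 0.0487 from edgeR). Both calls were lost without any 1 control replicate, without MIR replicates 4 and 5, without doublet removal, at 1% mitochondrial counts at most and with each nucleus typed on its own, where Bcl6 in Microglia nuclei stood at adjusted p = 0.20 and Sgk1 in Microglia nuclei at adjusted p = 0.848 from edgeR. That of Sgk1 was lost also without MIR replicates 2, 3 and 6 and without integration, and both without the striatal mice, a setting chosen after. In oligodendrocytes complement and microglial activation genes stood higher (median log2 fold change 0.64, adjusted p = 0.000250 from camera and 0.330 with an estimated correlation). Of 14 measured, 1 rose over all genes by edgeR, and 3 rose when adjusted over the list alone, the former C1qb (log2 fold change 1.27, standard error 0.27, adjusted p = 0.0343 from edgeR), whose call was lost without control replicates 1, 2, 3, 4, 5 and 6 and MIR replicates 4, 5 and 6 (adjusted p up to 0.0786, without control replicate 6), and also without doublet removal, at 1% mitochondrial counts at most, with each nucleus typed on its own, where C1qb in Oligodendrocyte nuclei stood at adjusted p = 0.0807, and without the striatal mice, chosen after. In endothelial cells synaptic and excitability genes of neurons stood higher (median log2 fold change 1.06, adjusted p = 3.09e-09 from camera and 0.230 with an estimated correlation). Of 24 measured, 3 rose over all genes by edgeR, and 14 rose when adjusted over the list alone, among the former the glutamate receptor gene Gria2 (log2 fold change 1.37, standard error 0.34, adjusted p = 0.0392 from edgeR). These calls ended without doublet removal, with each nucleus typed on its own and at 1% mitochondrial counts at most, where edgeR called 0 endothelial genes (355, 327 and 105 at an unadjusted p under 0.05, while on the planned data DESeq2 called 145 and the likelihood ratio test 176). The limit of 1% left 4 control and 4 MIR mice. Gria2 in Endothelial nuclei turned to a log2 fold change of -0.28 with each nucleus typed on its own, and its call was lost also without integration, without the striatal mice, chosen after, and without control replicates 2, 3 and 4 and MIR replicates 1, 2, 4, 5 and 6 (adjusted p up to 0.0968, without control replicate 2). Over the cell types 292 genes passed in 1 type and 7 in more than 1, the latter 1700008O03Rik, Akr1e1, Anks1b, Csmd3, Glo1, Rap1gapos and Rnpep.

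Rap1gapos, annotated as antisense to Rap1gap, was higher in 5 MIR mice than in all controls in each of the 8 cell types with at least 49 of its UMIs, while MIR replicate 5 lay within the controls. A difference between replicates 1 to 3 and 4 to 6 is argued against by a log2 fold change in all nuclei of 3.31 or more within either set. Free RNA from 1 cell type was not excluded by the test set before, at least 2 glial types over 0.5 times the upper-layer level (precursors 2.78, astrocytes 0.316, microglia 0.0379, oligodendrocytes 0.0341 times), but, in a test chosen after, it would leave like levels in the types that only receive it, while in the 5 other MIR mice the lower of the levels in precursors and PV interneurons was 64.4 times that in oligodendrocytes (39.7 and 31.3 against 0.486 CPM), which argues against it. A sequence variant or family carried by most MIR mice cannot be told apart from an effect of MIR, since that MIR replicate 5 lay within the controls and each other MIR mouse above them in 3 of 3 cell types in which the gene was tested only restates the pattern. Both stay open and untested, since the litter of each mouse is not given in the sources used here and the strand of the reads could not be checked.

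In endothelial nuclei of MIR mice 12 genes of neuronal lists passed, with a median log2 ratio of 1.64, while the 12 endothelial markers had a median of -0.53. Free RNA from neurons, which would reach other types too, is argued against by the median of these genes of 0.175 in microglia, 0.157 in pericytes, 0.0378 in oligodendrocytes and 0.0838 in precursors. Droplets with an endothelial and a neuronal nucleus cannot be told apart from a change in the cells, since without the fifth of nuclei with the most UMIs in each mouse the median was 0.890, between the bounds set for either reading. Nor can a difference in UMIs per nucleus (mean of medians 2896 in controls and 5382 in MIR mice, p = 0.188 in an exact two-sided permutation test), as the median was 0.988 with each nucleus thinned to 500 UMIs and 1.22 within replicates 4 to 6, where MIR mice had 0.922 times the UMIs of controls. With few nuclei per mouse, a change of neuronal genes in the endothelial cells of MIR mice stays open and was not tested.

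The complement genes C1qa, C1qb and C1qc had log2 ratios of 1.09, 1.28 and 1.09 in excitatory neurons of MIR mice (mean 1.15), where their level was 0.470%, 0.554% and 0.446% of that in microglia. A higher level in microglia themselves, carried over, is argued against by their mean log2 ratio of 0.0766 there. Free RNA of microglia cannot be told apart from a change in neurons: the 12 other microglial markers had a median of 0.203 in excitatory neurons, under the bound set for excluding it, but some of them have a high baseline there that would hide a small share, and the 8 with a low baseline had a median of 0.303 (range -0.04 to 0.82), between the bounds. In MIR mice 8.74% to 16.4% of nuclei held a C1qa UMI in the 12 types other than microglia, a range of 1.88 times although median UMIs differed by 21.9 times, which is consistent with free RNA that reaches all nuclei alike. Expression of C1q by neurons stays open and was not tested.

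Counts of changed genes were compared with other splits of the 12 mice into 6 and 6, 30 drawn of 462 with the real one among them. The real count and the highest of the other splits were 14 and 4 in upper-layer neurons, 12 and 6 in deep-layer neurons, 5 and 0 in astrocytes, 120 and 2 in oligodendrocytes, 67 and 2 in microglia, 85 and 11 in endothelial cells, 22 and 2 in excitatory neurons, 26 and 3 in all neurons and 10 and 2 in all nuclei, and 6 and 0 for the class difference. For these, 1 of 30 splits, the real one, gave a count as large, which is the smallest number these splits allow. It was not adjusted for the number of counts compared, so it does not exclude chance by itself. Over these splits, which ignore the replicate numbers, other splits gave a count as large for PV interneurons (real count 3, highest other 11, 4 of 30 as large) and pooled interneurons (4, 4, 2 of 30). Where edgeR called 0 genes, all 30 of 30 splits are as large by construction and decide nothing, with highest others of 167 in Neurogranin neurons (489 genes at an unadjusted p under 0.05, 2 by DESeq2), 71 in precursors (734 genes at an unadjusted p under 0.05, 36 by DESeq2), 53 in VIP interneurons (553 genes at an unadjusted p under 0.05, 6 by DESeq2), 28 in SV2C interneurons (380 genes at an unadjusted p under 0.05, 0 by DESeq2), 25 in SST interneurons (497 genes at an unadjusted p under 0.05, 0 by DESeq2) and 1 in pericytes (28 genes at an unadjusted p under 0.05, 0 by DESeq2). With the replicate number as a block edgeR called 64 genes in Neurogranin neurons and 62 in precursors.

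Chance cannot be excluded for the called gene lists either, with a real count, a highest other and a number of the 30 splits as large of 5, 12 and 19 for the mTORC1-regulated list over the cell types, 6, 13 and 19 for lists in interneurons, 6, 15 and 24 for lists in excitatory neurons, 7, 14 and 20 for lists in all neurons and 11, 12 and 4 for lists in all nuclei. Several of the highest counts, such as 167 in Neurogranin neurons and 71 in precursors, came from splits that put 5 of the 6 mice of replicates 1 to 3 together, a structure of the libraries beside the groups. These were control replicates 1, 3 and 4 with MIR replicates 1, 2 and 3 for Neurogranin and VIP neurons, control replicates 1, 3 and 6 with the same MIR replicates for SST neurons, and control replicates 1 and 3 with MIR replicates 1, 2, 3 and 6 for precursors, PV, SV2C and pooled interneurons. With a term for replicates 1 to 3 against 4 to 6, MIR and control differed by edgeR in 135 genes in Neurogranin neurons, 1 in VIP, 3 in PV and 5 in pooled interneurons and 31 in precursors. In case the replicate numbers pair the mice, which is uncertain, the real split was also compared with the 32 splits that part all 6 pairs, where those just named part 2. There the highest other counts were 2 in upper-layer neurons, 3 in deep-layer neurons, 2 in PV interneurons, 2 in astrocytes, 43 in oligodendrocytes, 1 in microglia, 11 in endothelial cells, 2 in interneurons, 2 in excitatory neurons, 2 in all neurons and 2 in all nuclei and 1 for the class difference, each below the real count. For PV and pooled interneurons, too, only the real split was as large (1 of 32 in both). As the pairing is uncertain, this does not exclude chance for them. For the called lists it cannot be excluded there either, with a highest other and a number of the 32 splits as large of 6 and 5 for the mTORC1-regulated list over the cell types, 8 and 7 for lists in interneurons, 12 and 12 for lists in excitatory neurons, 10 and 10 for lists in all neurons and 13 and 5 for lists in all nuclei.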
